# Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease

**DOI:** 10.1371/journal.pone.0239380

**Published:** 2020-12-16

**Authors:** Jennifer L. M. Thorson, Daniel Beck, Millissia Ben Maamar, Eric E. Nilsson, Margaux McBirney, Michael K. Skinner

## Abstract

Atrazine is a common agricultural herbicide previously shown to promote epigenetic transgenerational inheritance of disease to subsequent generations. The current study was designed as an epigenome-wide association study (EWAS) to identify transgenerational sperm disease associated differential DNA methylation regions (DMRs) and differential histone retention regions (DHRs). Gestating female F0 generation rats were transiently exposed to atrazine during the period of embryonic gonadal sex determination, and then subsequent F1, F2, and F3 generations obtained in the absence of any continued exposure. The transgenerational F3 generation males were assessed for disease and sperm collected for epigenetic analysis. Pathology was observed in pubertal onset and for testis disease, prostate disease, kidney disease, lean pathology, and multiple disease. For these pathologies, sufficient numbers of individual males with only a single specific disease were identified. The sperm DNA and chromatin were isolated from adult one-year animals with the specific diseases and analyzed for DMRs with methylated DNA immunoprecipitation (MeDIP) sequencing and DHRs with histone chromatin immunoprecipitation (ChIP) sequencing. Transgenerational F3 generation males with or without disease were compared to identify the disease specific epimutation biomarkers. All pathologies were found to have disease specific DMRs and DHRs which were found to predominantly be distinct for each disease. No common DMRs or DHRs were found among all the pathologies. Epimutation gene associations were identified and found to correlate to previously known disease linked genes. This is one of the first observations of potential sperm disease biomarkers for histone retention sites. Although further studies with expanded animal numbers are required, the current study provides evidence the EWAS analysis is effective for the identification of potential pathology epimutation biomarkers for disease susceptibility.

## Introduction

Chronic exposure to ecological toxicants can be highly detrimental to health outcomes of animal and human populations. Environmental exposures such as endocrine disrupting chemicals are a major source of concern for overall wildlife and human health [1, 2]. Environmental exposures during early development such as fetal or early postnatal periods have higher impact risk than later adult periods [3]. The herbicide atrazine is widely used in agriculture for the control of broadleaf and grassy weeds in corn, sorghum, sugarcane and other crops. Atrazine is found in many ground water sources in North America where the aquatic ecological effects are a source of concern, as well as impacts on human health [4]. The compound atrazine (2 chloro-4-ethylamino-6-isopropyl-amino-s-triazine) is persistent in the environment, has been shown to act as an endocrine disruptor (e.g. disrupts estrous cycle in rats), and promotes disease susceptibility such as mammary tumor development [5]. Hayes et al, 2011 surveyed the effects of atrazine on male gonads across all vertebrate classes, and found that the compound strongly demasculinizes and feminizes male gonads while decreasing androgen levels and inducing synthesis of estrogen [6]. Exposure to high doses of atrazine also results in increased weight loss of exposed progeny [7]. When gestating female rats were exposed to atrazine the offspring exhibited reduced birth weights, higher mortality rates at birth, and delayed puberty [8]. Low doses of atrazine exposures have been shown to have negative effects in a wild rodent species (*Caolmys laucha*), including reduction of motility in sperm and an increase in damage to sperm DNA in males [9]. Exposure to atrazine can also affect learning and memory. Maternal exposure to atrazine resulted in the offspring having impaired spatial learning and memory, damage to the hippocampal morphology, and a reduction in expression of genes related to memory formation in the hippocampus [10].

The European Union made the decision in 2003 to ban the use of atrazine due to the prevalent contamination of water sources, while the United States Environmental Protection Agency (EPA) has continued to permit the use of atrazine. Watersheds affected by the agricultural application of atrazine routinely contain concentrations of 5 μg/L, but can reach levels as high as 20 μg/L [4]. The Maximum Contaminant Level (MCL) for atrazine in public drinking water as defined by the EPA is 3 μg/L [11]. The probability that drinking water levels in the Midwest exceed the MCL is 25–50% of the time [12]. The atrazine no observed adverse effect level (NOAEL) is 3.5 mg/kg/day in humans, and 50–100 mg/kg/day in rats. The lowest observable adverse effect level is 100–300 mg/kg/day in rats [13, 14]. The 25 mg/kg/day atrazine exposure level used in the current study is considered a low-level exposure.

In human populations, atrazine contamination of drinking water has been associated with adverse birth outcomes such as small for gestational age, low and very low birth weight, and preterm or very preterm birth [15]. In utero exposure of human females to atrazine resulted in a significantly early menarche and early pubertal onset [16]. Winston et al, 2016 found an association between maternal atrazine exposure and the prevalence of hypospadias, showing an impact on male reproductive development [17].

In addition to the physiological impacts of atrazine exposure on numerous pathologies and disease, the molecular impacts on the genome through epigenetic processes need to be assessed to understand the developmental and generational actions of exposure to the environmental toxicant atrazine [18–20]. Epigenetic alteration is the most common molecular impact of environmental exposures. Epigenetics is defined as molecular factors and processes around the DNA that regulate genome activity independent of DNA sequence, and are mitotically stable [21]. Epigenetic processes include DNA methylation, histone modifications, non-coding RNA, chromatin structure, and RNA methylation. A wide range of environmental factors such as nutrition, stress and toxicants have been found to promote the epigenetic transgenerational inheritance of disease and phenotypic variation through epigenetic changes in the germline (sperm or eggs) [21–24]. Multigenerational exposure is implicated when multiple generations are exposed, such as a gestating female and fetus, which represent the F0 and F1 generations, as well as the germline that will generate the F2 generation [21, 25]. When epigenetic alterations and phenotypes are transmitted through the sperm or egg, without continued direct exposure, then epigenetic transgenerational inheritance is implicated [21, 25]. The current study focused on the transgenerational F3 generation and not the direct exposed F1 and F2 generations to remove the confounding effects of direct exposure and identify transgenerational disease biomarkers.

The epigenetic effects of environmental toxicants, such as atrazine, have been studied for many toxicants and across multiple species. Epigenetic modifications which have been studied include alterations in DNA methylation, histone retention, non-coding RNAs (ncRNA) and alterations in histone methylation [26]. A range of environmental epigenetic effects have been observed on female reproductive systems and the diseases transmitted to future generations, including detrimental effects on the thyroid, ovary, and uterus [21, 27]. DNA methylation is widely recognized as regulating transcriptional activity. In response to exposure to endocrine-disrupting methoxychlor (an estrogenic compound) or vinclozolin (an anti-androgenic compound), differential DNA methylation was transmitted through the germlines of rats, and resulted in the epigenetic transgenerational inheritance of disease, such as male infertility [28]. Di-2-ethylhexyl phthalate (DEHP) was found to have a germline-dependent inheritance pattern with paternally-exposed offspring exhibiting higher body weight and gonadal weight, lower serum testosterone, and lower fertility rates [29]. Vinclozolin was further shown to result in differential methylation which transmitted deleterious effects to the male reproductive system in mice [30]. The pesticide and endocrine disruptor DDT (dichloro-diphenyl-trichloroethane) has also been shown to induce alterations in DNA methylation which are transmitted across multiple generations [31, 32]. Atrazine has been further shown to suppress genes associated with DNA methylation ultimately resulting in hypomethylation in an F0 generation of medaka (*Oryzias latipes*) [33]. In this same study, abnormal sperm counts and abnormal sperm motility were observed in the F2 generation representing a transgenerational effect of atrazine exposure. Since different endocrine disruptor compounds can have distinct mechanisms of action and impact a variety of different diseases, it is anticipated the epigenetic impacts and potential disease epigenetic biomarkers may be distinct for different compounds. The current study focused on atrazine impacts, but observations will need to be compared to other endocrine disruptor actions in the future.

Histone proteins are involved in the organization of DNA, and these proteins undergo a variety of post-translational modifications [34]. The effects of toxicants on the epigenetic transgenerational inheritance of histone alterations is relatively novel, and is known to involve differential histone retention (DHR) sites [35]. DDT and vinclozolin have been shown to induce the epigenetic transgenerational inheritance of concurrent alterations in DHR, DMRs and non-coding RNA expression [26, 35]. Non-coding RNAs (ncRNAs) are a group of RNAs that do not encode functional proteins, but play an important regulatory role in epigenetic control [36]. Long and small ncRNAs are proposed as important regulators of epigenetic transgenerational inheritance, particularly in response to exposure to toxicants and stress [26, 37]. Both DDT and vinclozolin exposure have been shown to result in transgenerationally inherited alterations in rats [26, 28]. The action of the herbicide atrazine has been previously shown to promote the epigenetic transgenerational inheritance of increased testis disease, mammary tumors, early onset of puberty, and a lean phenotype in the F3 generation of rats, where the gestating female F0 generation was exposed [38]. The current study extends this analysis to investigate the induced transgenerational disease specific epigenetic sperm DMRs and DHRs.

The identification of unique sets of DMRs which can be associated with a particular disease provides potential biomarkers of transgenerational disease [39, 40]. Such epigenetic biomarkers have the potential to facilitate diagnosis of both disease susceptibility and individual ancestral exposures. Previous experiments have identified the epigenetic transgenerational inheritance of pathology associated DNA methylation alterations, differential histone retention sites, and non-coding RNAs following gestational environmental exposures to vinclozolin [31] or DDT [32]. Differential DNA methylation epigenetic transgenerational biomarkers have also been identified following ancestral atrazine exposure [38]. The current investigation was designed to examine the presence of specific epigenetic alterations resulting from ancestral atrazine exposure which may serve as epigenetic biomarkers of transgenerational disease. Both alterations in DNA methylation and histone retention sites in the sperm were investigated in relation to atrazine induced epigenetic transgenerationally inherited disease.

## Results

### Animal model

As previously described [38], outbred Sprague Dawley gestating female rats (F0 generation) were administered an intraperitoneal dose of 25 mg/kg body weight of atrazine (4% of rat oral LD50 [41] and 50% of NOAEL [42]). These doses were administered at 90 days of age, during embryonic days 8–14 (E8-E14) of fetal gonadal sex determination. The F1 generation offspring was directly exposed as a fetus and F2 generation grand-offspring exposed as the germline in the F1 generation. These were each bred at 90 days of age within the lineage. The F3 generation great-grand-offspring is required to establish the transgenerational inheritance generation of ancestral exposure. This transgenerational generation was the focus of the current study. The F1 and F2 generations are examined in the previous publication [38]. A control lineage was established that used F0 gestating rats exposed to the vehicle control dimethyl sulfoxide (DMSO). Disease pathology was evaluated in atrazine exposure and control lineages at 1 year of age. The atrazine exposure lineage transgenerational individuals with specific disease or pathology were grouped as representatives of the pathology exhibited. The remaining individuals were grouped as “no disease.” Comparisons between these two groups were made during analysis of sperm DNA methylation and histone retention. The differentially methylated regions and differential histone retention site allows the identification of specific disease associated epigenetic biomarkers.

### Pathology analysis

As previously described [38] in the Methods, pathology analysis was assessed with histology sections of testis, kidney, prostate, and gonadal fat pads. The complete histological sections were analyzed by two different observers blinded to the exposure, unless they disagreed, and then an additional different third observer was used. The pathology parameters identified were as previously described in the Methods [38]. In brief, each counter records the incidence of abnormalities in each tissue. In testis, atrophy of a seminiferous tubule, the arrest of maturation of sperm (indicated by sloughed cells in the center of the tubule), and the presence of vacuoles were indicated disease pathologies. The abnormalities counted in kidney include a reduction in size of glomeruli, a thickening of the Bowman’s capsule, and the presence of cysts. Prostate abnormalities counted include atrophy of the epithelial cells, hyperplasia in the epithelial layer, and the presence of vacuoles within the epithelial layer of the prostatic glands. Obese and lean phenotypes were assigned following assessment of adipocyte size (area), body mass index (BMI) and abdominal adiposity. Late puberty was noted during development. The individual animals are listed in Table 1. A (+) indicates presence of disease and (-) indicates absence of disease for the current F3 generation atrazine lineage male pathology. The control lineage males were analyzed in a similar manner to allow a comparison to assess atrazine induced disease in the atrazine lineage, S1 Table. In contrast to the previous study [38], only the individuals with a single disease for a specific pathology were used for that pathology molecular analysis. Animals exhibiting more than one disease are all listed under the category “Multiple Disease.” Due to low prevalence of disease in the control animal groups, S1 Table, those animals were not used in the identification of epigenetic biomarkers.

**Table 1:** Individual animal pathology. F3 generation atrazine lineage males pathology. The individual animals for the atrazine lineage males are listed and a (+) indicates presence of disease and (-) absence of disease. The shaded boxes represent animals with a single disease (+) or no disease (0) that were used for the molecular analysis. The number of disease animals / total animals is presented.

Animal ID	Puberty		Testis	Prostate	Kidney	Lean	Obese	Tumor	Multiple Disease	Total Disease
	Early	Late								
AM1	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**1**
AM2	**-**	**-**	**-**	**+**	**+**	**-**	**-**	**-**	**+**	**2**
AM3	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM4	**-**	**-**	**-**	**-**	**+**	**+**	**-**	**-**	**+**	**2**
AM5	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**1**
AM6	**-**	**-**	**+**	**-**	**-**	**+**	**-**	**-**	**+**	**2**
AM7	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM8	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM9	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM10	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM11	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**1**
AM12	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM13	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM14	**-**	**-**	**+**	**-**	**-**	**+**	**-**	**-**	**+**	**2**
AM15	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM16	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**1**
AM17	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM18	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM19	**-**	**-**	**+**	**-**	**-**	**-**	**+**	**-**	**+**	**2**
AM20	**-**	**-**	**-**	**+**	**-**	**-**	**+**	**-**	**+**	**2**
AM21	**-**	**-**	**+**	**+**	**-**	**+**	**-**	**-**	**+**	**3**
AM22	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM23	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**1**
AM24	**-**	**+**	**+**	**-**	**-**	**-**	**-**	**-**	**+**	**2**
AM25	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM26	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM27	**-**	**+**	**+**	**-**	**-**	**+**	**-**	**-**	**+**	**3**
AM28	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM29	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM30	**-**	**-**	**-**	**-**	**-**	**-**	**+**	**+**	**+**	**2**
AM31	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM32	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM33	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM34	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM35	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM36	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM37	**-**	**-**	**+**	**-**	**-**	**+**	**-**	**-**	**+**	**2**
AM38	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM39	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM40	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM41	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM42	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**1**
AM43	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM44	**-**	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**1**
AM45	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM46	**-**	**+**	**+**	**-**	**+**	**+**	**-**	**-**	**+**	**4**
AM47	**-**	**+**	**-**	**+**	**-**	**+**	**-**	**-**	**+**	**3**
AM48	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM49	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**1**
AM50	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**1**
AM51	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**0**
AM52	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**1**
AM53	**-**	**-**	**-**	**-**	**+**	**+**	**-**	**-**	**+**	**2**
AM54	**-**	**-**	**-**	**-**	**+**	**+**	**-**	**-**	**+**	**2**
# affected	**0**	**10**	**12**	**4**	**8**	**15**	**4**	**1**		
# evaluated	**55**	**55**	**55**	**55**	**55**	**55**	**55**	**55**		

### Sperm DNA methylation

The experimental design was focused on the identification of transgenerational DMRs and DHRs in sperm. Sperm were collected from the atrazine lineage F3 generation males for epigenetic analysis. DNA from the sperm was isolated and fragmented with sonication, as described in the Methods. The methylated DNA immunoprecipitation (MeDIP) using a methyl-cytosine antibody was used to identify alterations in DNA methylation. The methylated DNA fragments were then sequenced for an MeDIP-Seq analysis, as described in the Methods [31, 32]. The differential DNA methylation regions (DMRs) were identified between the disease versus non-disease within the atrazine lineage animals (Fig 1). The transgenerational sperm DMR numbers are presented in Fig 1 for different edgeR statistical p-value cutoff thresholds, and p<1e−04 (diseased versus non-diseased) for the atrazine lineage were selected as the threshold for subsequent analyses. Disease-specific DMRs were then identified among the atrazine treated animals exhibiting disease phenotypes, including lean phenotype, kidney disease, testis disease, late puberty, and multiple disease, compared against atrazine lineage individuals exhibiting no disease (Fig 1A–1E). The all windows represents all DMR windows, and multiple site are those with nearby 1 kb sites. Only the late puberty DMRs had multiple sites. In the current analysis 1000 bp windows were used in the identification of DMRs.

**Fig 1:**
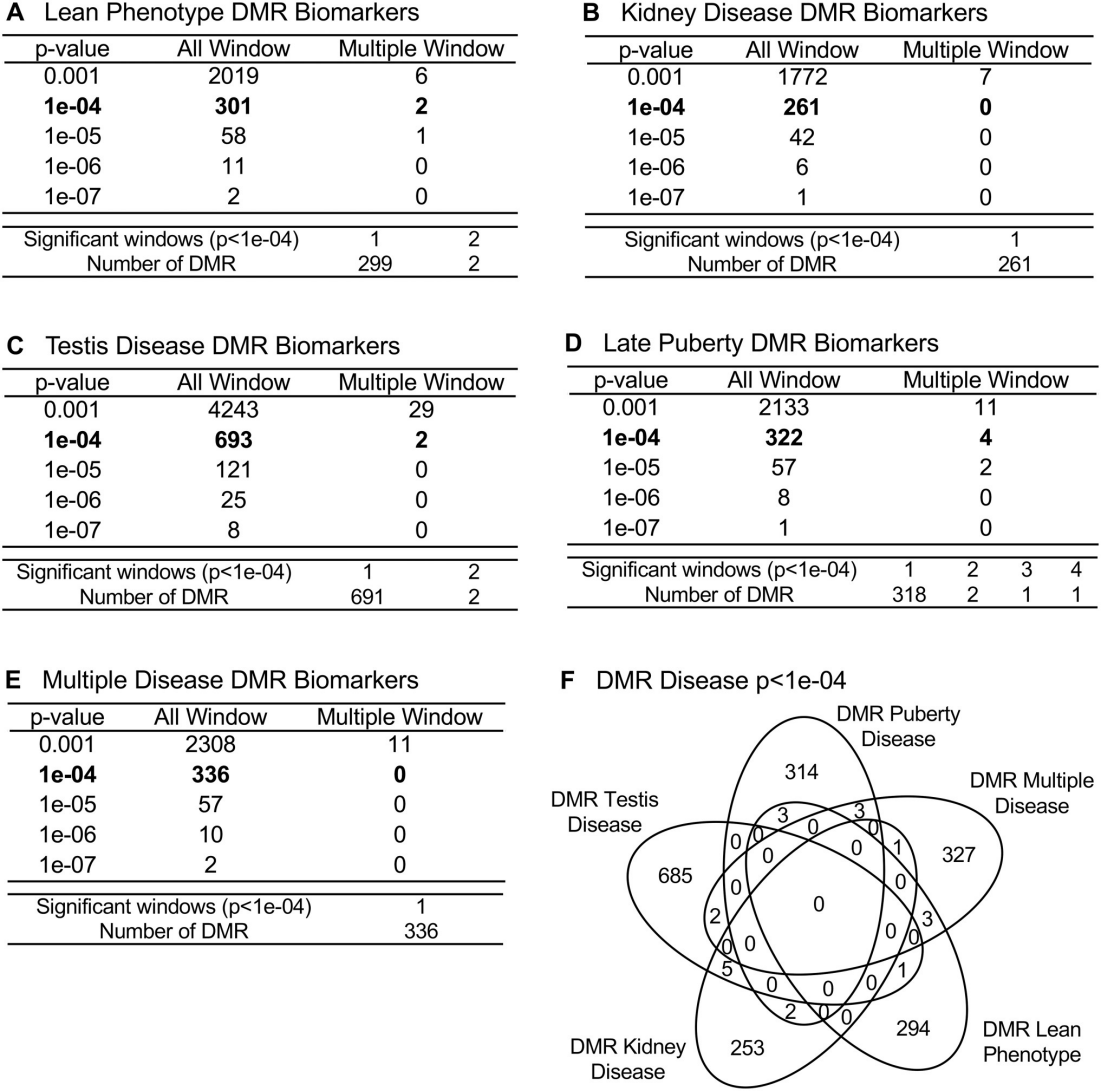
DMR identification and numbers. The number of DMRs found using different p-value cutoff thresholds. The All Window column shows all DMRs. The Multiple Window column shows the number of DMRs containing at least two nearby significant windows (1 kb each). The number of DMRs with the number of significant windows (1 kb per window) at a p-value threshold of p<1e-04 for DMR is bolded. **(A)** Lean phenotype DMRs; **(B)** Kidney disease DMRs; **(C)** Testis disease DMRs; **(D)** Late puberty DMRs; and **(E)** Multiple disease DMRs. **(F)** Venn diagram overlap disease specific DMR at p<1e-04.

The previously reported transgenerational F3 generation sperm atrazine versus control lineage DMRs identified atrazine induced sperm differential DNA methylation [38]. A bioinformatics reanalysis of these sperm samples used updated method parameters, including a wider 1000 bp window size and increased read depth required for each window. The previous study [38] for pathology analysis utilized a different method to categorize animals as presenting disease. Any animals exhibiting any disease were listed in the group for that disease, whether these animals exhibited any other disease or not. An animal exhibiting two different pathologies, for example both lean phenotype and kidney disease, may present confounding influences for the identification of lean-phenotype specific epigenetic alterations. These confounding inputs may increase variability in the disease-specific epigenetic marks. In the current study, animals for each disease category were chosen only if they exhibit that single disease and no other. Any animals exhibiting multiple disease phenotypes were grouped in the multiple (≥ 2) disease category. A comparison of these two studies demonstrates a difference in the disease specific DMR sets, which were identified. For example, the lean phenotype was found to have 301 total DMRs at an edgeR p-value threshold of p<1e-4 with 2 of these having multiple neighboring windows (Fig 1A) in the current study, and 467 total DMRs at an edgeR p-value threshold of p<1e-5 with 7 having multiple neighboring windows [38] with the previous methodology. The overlap of these disease specific DMR sets was negligible with those of the previous disease DMRs [38]. By removing the confounding inputs from multiple diseases in one disease category, the current methodology should identify more accurate epigenetic marks associated with each individual pathology at the risk of lowering analysis power due to smaller sample sizes. The current study identified disease-specific DMRs (301 lean, 693 testis, 261 kidney, and 322 late puberty, and 336 multiple disease) at p<1e-04 that are presented in Fig 1 and listed in S2–S6 Tables. The log-fold change in DNA methylation is presented and an increase in methylation is associated with 27% pubertal abnormality DMRs, 56% testis disease DMRs, 43% kidney disease DMRs, 25% lean pathology DMRs, and 37% multiple disease DMRs. The others all had a decrease in DNA methylation. Observations indicate atrazine can promote germline epigenetic alterations in sperm DNA methylation that appear disease specific.

Chromosomal locations of the DMRs are presented in Fig 2 with DMR represented as arrowheads and DMR clusters indicated by black boxes. DMRs are present on all chromosomes except the Y chromosome and mitochondrial DNA (MT). The wide distribution of DMRs across chromosomes provides evidence that the epigenetic effects of transgenerational atrazine exposure are genome-wide. The genomic features are detailed in S1 Fig. The CpG density of the DMRs is low with the majority of CpGs between 1 and 3 sites per 100 bp. The length of most DMRs is between 1,000 and 3,000 base pairs. The principal component analyses (PCA) of the RPKM adjusted read depths at differential DMR sites for each sample are shown in S2 Fig. The PCA plots shows how the DMR samples cluster according to disease compared to non-disease and indicate potential outliers in the data (none observed) when DMR sites are evaluated (S2 Fig).

**Fig 2:**
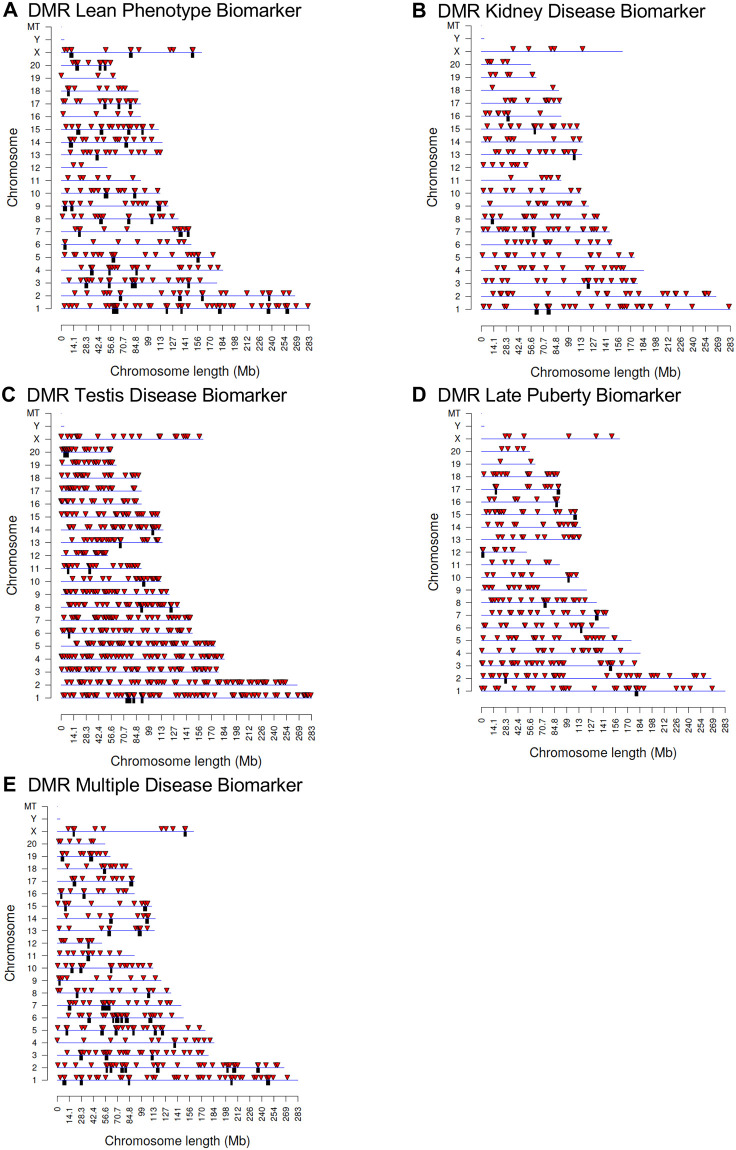
DMR chromosomal locations. The DMR locations on the individual chromosomes is represented with an arrowhead and a cluster of DMRs with a black box. All DMRs containing at least one significant window at a p-value threshold of p<1e-04 for DMR are shown. **(A)** Lean phenotype DMRs; **(B)** Kidney disease DMRs; **(C)** Testis disease DMRs; **(D)** Late puberty DMRs; and **(E)** Multiple disease DMRs. The chromosome number versus size (megabase) is presented.

### Sperm histone retention

Differential histone retention in sperm has previously been shown to be important in epigenetic transgenerational inheritance [35]. For the current study, sperm were collected from the atrazine lineage F3 generation males for analysis. Chromatin from the sperm was isolated and fragmented. A histone H3 antibody is used in a chromatin immunoprecipitation (ChIP) analysis. The retained fragments of DNA were then sequenced for a ChIP-Seq analysis, similar to the MeDIP-Seq analysis, as described in the Methods. This analysis yields the differential histone retention sites (DHRs), which were identified in the sperm using a comparison between the disease specific and non-disease atrazine exposure lineage males (Fig 3, S7–S11 Tables). 

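ChIP-Seq with a histone antibody counts the DNA fragments that are bound to histones, and in sperm these mark the sites where histones were retained while protamines replaced the others. The counts analysed here are the reads that the authors mapped to the Rnor 6.0 rat genome with Bowtie2 and counted with MEDIPS in each of 2782040 windows of 1000 bp, without normalization. Counts are given separately for 66 animals, although the methods describe sperm pools, and control lineage animal M1 of the 67 listed animals has no counts. The methods name a pan antibody for histone H3 or an antibody for a trimethylated form of it, and the tables of counts do not name the one used. Cleaning and mapping of the reads are already part of the counts, while the paper's text does not state how far reads were extended or how duplicate reads were treated. Total counts per animal were between 19909382 and 239635003, with a median of 57082911. The median total was 33830006 in the 5 lean animals, 60909772 in the 3 kidney disease animals, 61924013 in the 4 testis disease animals, 62295125 in the 5 late puberty animals, 45134095 in the 14 multiple disease animals and 57704749 in the 17 animals without disease that they were compared with. To compare how the reads were spread over the genome, every library was thinned at random to 19000000 reads. The 5% of windows with the most reads then held 18.4% of the reads of lean animal M28 and 37.2% of the reads of multiple disease animal M48, and between 13.6% and 15.9% in each other animal.

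**Figure D1:**
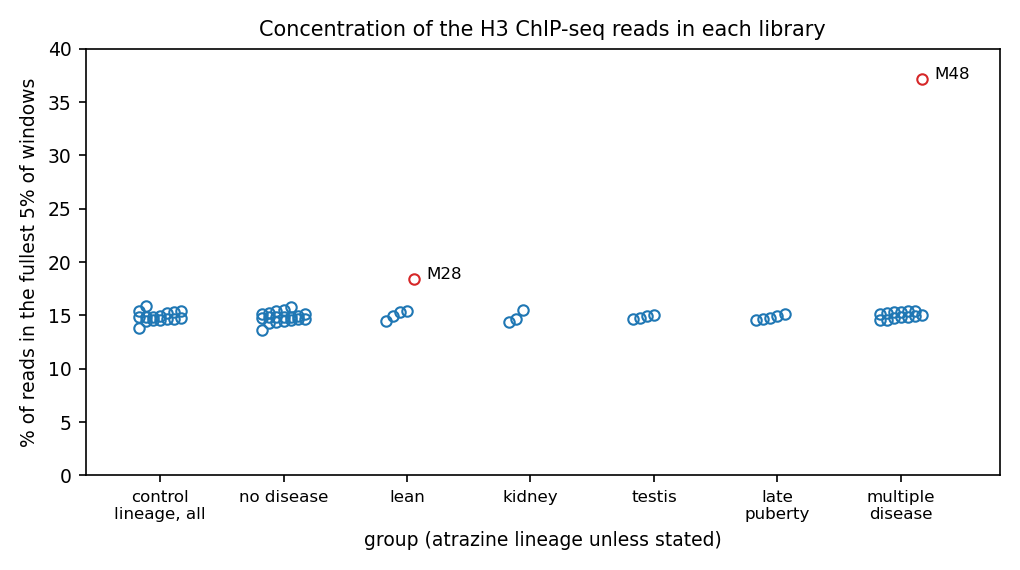
Percent of reads in the fullest 5% of windows (y axis) for each animal, by group (x axis), after thinning to 19000000 reads. Each circle is 1 animal, and the red circles mark M28 at 18.4% and M48 at 37.2%, above the 13.6% to 15.9% of the other animals.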

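Each disease group was compared with the same 17 atrazine lineage males without disease. Atrazine lineage animals M59 and M68, which also had no disease, are not among the animals of the disease comparisons and entered these only as an alternative. Windows with a mean of at least 10 reads per animal were tested, between 2396026 windows in the lean comparison and 2464876 in the kidney comparison. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, which takes the uncertainty of each window's spread into account, and all p-values are two-sided. A window with p below 0.0001 was extended over windows with p below 0.1 that lay within 1000 bp, as the methods describe, and each resulting region was counted as 1 DHR. Recomputed with edgeR's exact test for the kidney comparison, p-values differed from those deposited by the authors by at most 5.79e-07 on the log10 scale, and the other 5 comparisons were not recomputed. The test and the filter were chosen before the data were examined. On counts simulated for these groups with 200 of 100000 windows changed, the quasi-likelihood test recovered 57.5% of the changed windows with 3 kidney disease animals, 69% with 4 testis disease animals, 70.5% with 5 lean animals, 78.5% with 5 late puberty animals and 96% with 14 multiple disease animals, and it called between 4 and 9 unchanged windows per comparison. The set fold changes were all larger in size than the log2 fold change of -0.81 at the multiple disease window of Kynu, and smaller changes were not simulated. Simulated windows were independent of each other, without differences shared by whole libraries beyond depth. In random splits of the real animals of the lean comparison, up to 1331 of 250000 windows had p below 0.0001.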

The same sets of animals were used for the identification of DHRs associated with each disease as were used in the identification of DMRs associated with each disease. 

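In the lean comparison, 958 DHRs were found. They came from 964 windows with p below 0.0001, where 239.6 windows would have such a p if every p were uniform, and 11.4% of the windows tested had p below 0.05. Among 100 splits of the same animals into groups of these sizes, the real one included, 6 gave as many windows with p below 0.0001 as the real one in a random sample of windows. One of the strongest increases lay on chromosome 1 from 102845001 to 102846000, a window that the S7 Table lists with Saa4 and Gtf2h1. It held 0.688 ± 0.21 RPM (SD, n = 5) in lean animals and 0.282 ± 0.0819 (SD, n = 17) without disease, a log2 fold change of 1.22 (standard error 0.23, adjusted p = 0.239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 lean animals were above all 17 animals without disease, and with each lean animal left out in turn the log2 fold change stayed between 1.06 and 1.32. A strong decrease lay on chromosome 13 from 22730001 to 22731000, with no gene listed, at 0.0999 ± 0.0424 RPM (SD, n = 5) in lean animals and 0.369 ± 0.105 (SD, n = 17) without disease. Its log2 fold change was -1.87 (standard error 0.34, adjusted p = 0.239 in the same edgeR test), at depths of 2 to 10 reads per lean animal. The number of lean DHRs depended on single animals. It was 321 without M42, 373 without M28 and 3694 without M66. M66 is the only lean animal with a treatment tag of DMSO in the sample list, which contradicts its lineage. Applied to the deposited p-values, the same region rule gave 2859 DHRs, and these overlapped 906 (94.6%) of the 958 DHRs, all with the same direction of change.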

The lean phenotype exhibited the highest number of differentially retained histone sites, with 2859 found at edgeR p<1e-04, indicating the greatest amount of epigenetic shift was associated with individuals exhibiting a lean phenotype following transgenerational exposure to atrazine (Fig 3A). The other diseases each yield several hundred transgenerational DHRs at an edgeR p-value threshold of p<1e-4, Fig 3B–3E, S7–S11 Tables. 

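The other comparisons gave 50 DHRs for kidney disease, 104 for testis disease, 74 for late puberty and 34 for multiple disease. Windows with p below 0.0001 were fewer than chance would give if every p were uniform, with 58 windows against 246.5 for kidney disease, 131 against 245.6 for testis disease, 87 against 244.9 for late puberty and 34 against 241.0 for multiple disease. The same region rule on the deposited p-values gave 216, 329, 299 and 174 DHRs in the same order. These overlapped 28 of the 50 kidney disease DHRs (56.0%), 60 of the 104 testis disease DHRs (57.7%), 51 of the 74 late puberty DHRs (68.9%) and all 34 multiple disease DHRs. Leaving out M60 raised the kidney count to 123 and leaving out M64 lowered it to 22, and leaving out M48 raised the multiple disease count to 109. In kidney disease, a window on chromosome 7 from 141792001 to 141793000, listed with Dip2b in the S8 Table, held 0.102 ± 0.0933 RPM (SD, n = 3) and 0.39 ± 0.0608 (SD, n = 17) without disease. Its log2 fold change was -1.69 (standard error 0.35, adjusted p = 1.0 from edgeR's quasi-likelihood test). The deposited adjusted p of the same window, from edgeR's exact test, was 0.000226. A window listed with Luzp2 on chromosome 1 from 113351001 to 113352000 held 0 reads in all 3 kidney disease animals, which allows at most 0.0155 RPM for 3 reads over the group, and 4 of the 17 animals without disease also had no reads there. In testis disease, a window without a listed gene on chromosome 1 from 92251001 to 92252000 held 0 reads in all 4 animals, at least 17.8-fold lower than the mean of 0.227 ± 0.132 RPM (SD, n = 17) without disease (adjusted p = 0.00101 in the same edgeR test), and 2 animals without disease had no reads either. In late puberty, a window on chromosome 3 from 90047001 to 90048000 held 0.0504 ± 0.0504 RPM (SD, n = 5) and 0.26 ± 0.145 (SD, n = 17) without disease, with a log2 fold change of -2.54 (standard error 0.46, adjusted p = 0.226 in edgeR). In multiple disease, the window of Kynu on chromosome 3 from 28496001 to 28497000 held 0.235 ± 0.101 RPM (SD, n = 14) and 0.446 ± 0.127 (SD, n = 17) without disease, with a log2 fold change of -0.81 (standard error 0.17, adjusted p = 1.0). From the greater number of lean DHRs, the paper concludes that the lean phenotype went with the greatest epigenetic shift.

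**Figure D2:**
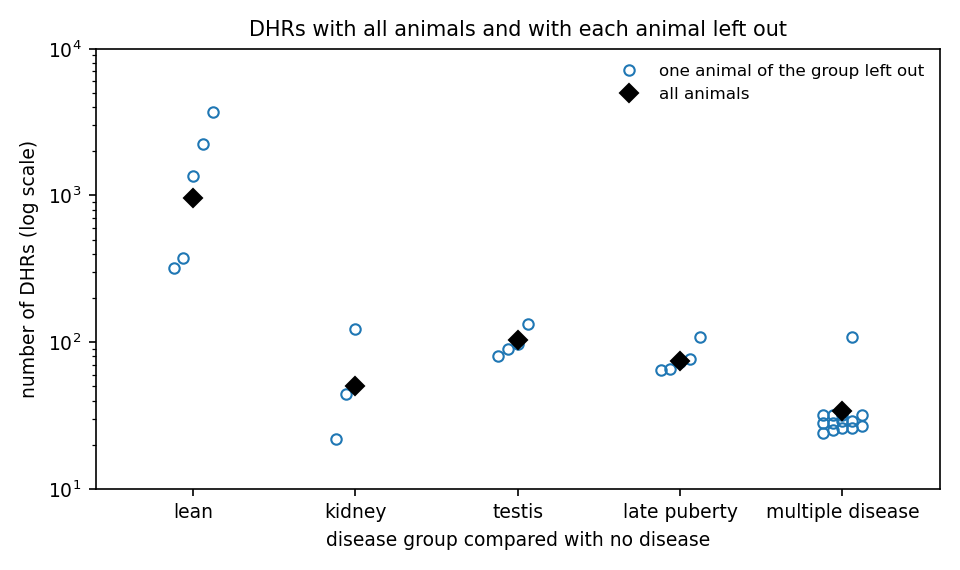
Number of DHRs (y axis, log scale) for each disease group compared with no disease (x axis). Black diamonds are the counts with all animals, from 34 to 958, and each blue circle is the count with 1 animal of the group left out, from 321 to 3694 in the lean group.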

The log-fold change in DHRs is presented and an increase in histone retention is associated with 44% of pubertal abnormality DHRs, 39% of testis disease DHRs, 36% of kidney disease DHRs, 35% of lean pathology DHRs, and 53% of multiple disease DHRs.

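A DHR was counted as increased when its window of smallest p had a positive log2 fold change. Increased DHRs made up 43.1% of the lean DHRs (413 of 958, exact 95% confidence interval 39.9% to 46.3%), 50.0% of the kidney disease DHRs (25 of 50, 35.5% to 64.5%), 45.2% of the testis disease DHRs (47 of 104, 35.4% to 55.3%), 27.0% of the late puberty DHRs (20 of 74, 17.4% to 38.6%) and 41.2% of the multiple disease DHRs (14 of 34, 24.6% to 59.3%). The intervals cover the counting of DHRs only and treat DHRs as independent of each other. Chromosome 1 from 75 to 78 Mb held 17 of the 25 increased kidney disease DHRs and 34 of the 47 increased testis disease DHRs. Outside it, 25 of 33 kidney disease DHRs and 57 of 70 testis disease DHRs were decreased. This stretch was singled out after the values were seen. In late puberty the share was 44.5% with the deposited p-values and 44.6% without a filter. The other settings that kept all late puberty animals gave 26.25% (all animals without disease) to 33.3% (DESeq2). In multiple disease the share was 52.9% with the deposited p-values, 58.5% with DESeq2 and 56.4% with DESeq2's size factors. The other settings that kept all multiple disease animals gave 32.35% (all animals without disease) to 43.75% (no filter). With single animals left out, the lean share fell to 8.85% without M28 and rose to 66.7% without M42, and the kidney share fell to 12.2% without M60. The S7 Table lists 532 lean DHRs, at p below 1e-05 by its caption, of which the paper's fold changes are positive in 35.0%, and over the 2859 lean DHRs from the deposited p-values the share was 42.4%.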

**Fig 3:**
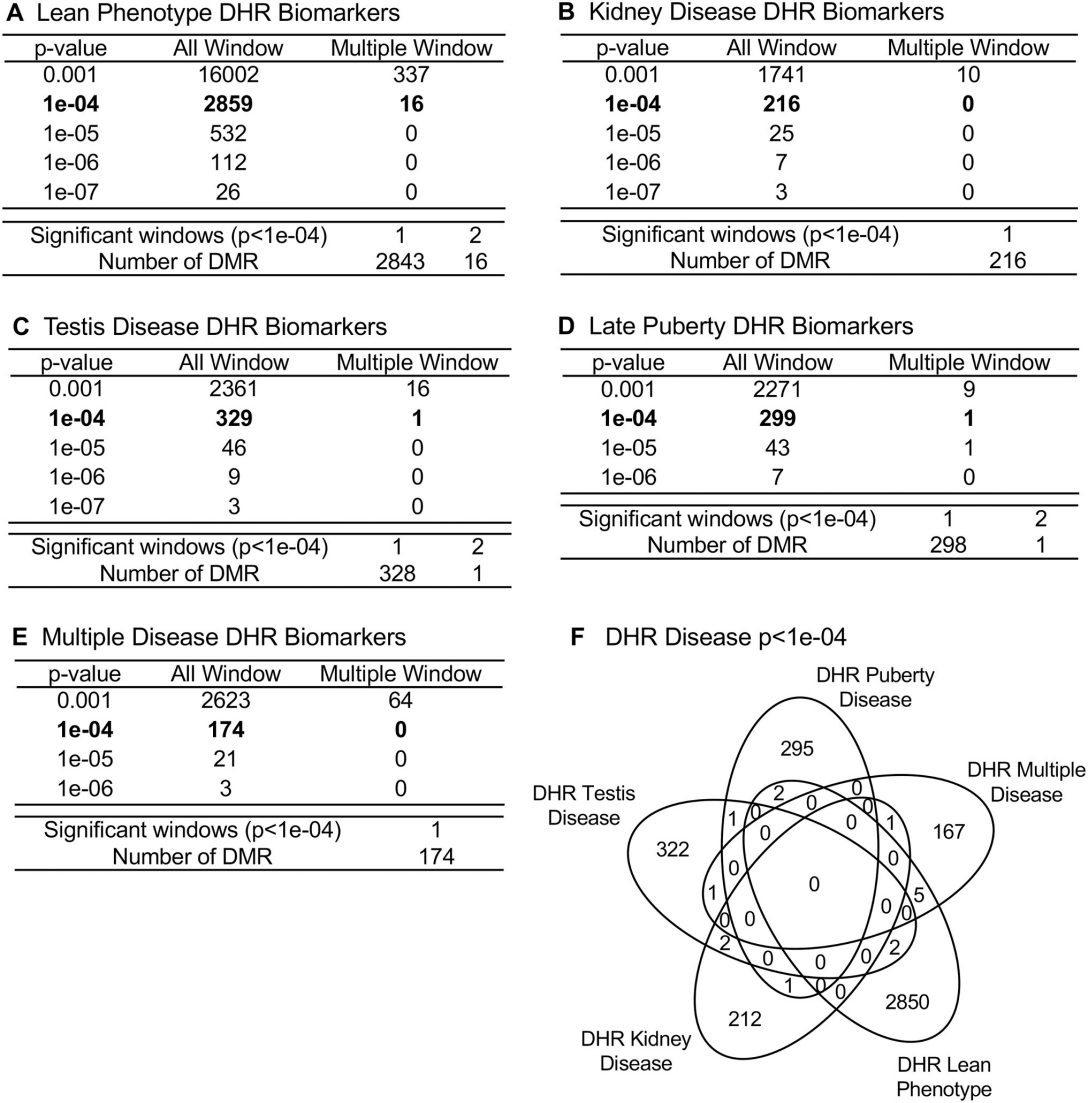
DHR identification and numbers. The number of DHRs found using different p-value cutoff thresholds. The All Window column shows all DHRs. The Multiple Window column shows the number of DHRs containing at least two nearby significant windows (1 kb each). The number of DMRs with the number of significant windows (1 kb per window) at a p-value threshold of p<1e-04 for DHR is presented. **(A)** Lean phenotype DHRs; **(B)** Kidney disease DHRs; **(C)** Testis disease DHRs; **(D)** Late puberty DHRs; and **(E)** Multiple disease DHRs.

A similar genome wide response is seen in the widespread distribution of DHRs across chromosomes (Fig 4) as was seen with the DMRs. Therefore, both epigenetic mechanisms examined, differential DNA methylation regions and differential histone retention regions, show this genome wide epigenetic response transgenerationally. 

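Lean DHRs lay on 21 of the 23 chromosomes, mitochondrial DNA included, and the kidney disease, testis disease, late puberty and multiple disease DHRs on 16, 20, 19 and 17. The Y chromosome and mitochondrial DNA held none in any comparison, where at most 0.659 and 0.0068 were expected, so their absence carries little information. The paper's S9 Table lists a testis disease DHR on the Y chromosome. Numbers per chromosome were compared with the share of windows tested on it by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over all chromosomes and comparisons. Chromosome 1 held 23 of the 50 kidney disease DHRs, where 5.15 were expected (adjusted p = 8.88e-09), and 44 of the 104 testis disease DHRs, where 10.7 were expected (adjusted p = 4.21e-15). Late puberty DHRs were more frequent on chromosome 3, with 14 where 4.92 were expected (adjusted p = 0.00919), and on chromosome 19, with 7 where 1.72 were expected (adjusted p = 0.029). Chromosome 17 held 14 lean DHRs, where 32.5 were expected (adjusted p = 0.00919). Neighbouring windows are not independent, so these p-values are smaller than they should be. On chromosome 1, the stretch from 75 to 78 Mb held 17 of the kidney disease DHRs and 34 of the testis disease DHRs, a stretch singled out after the values were seen. All 24 kidney disease windows and all 60 testis disease windows with p below 0.0001 in it were increased, and 10 of these windows were shared. Summed over these 74 windows, RPM lay 0.43 to 0.79 on the log2 scale above the median animal in 22 animals, among them all 3 kidney disease and all 4 testis disease animals, 2 of the 17 animals without disease and 5 of the 16 control lineage animals. In 6 animals they lay between -1.74 and -0.82.

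**Figure D3:**
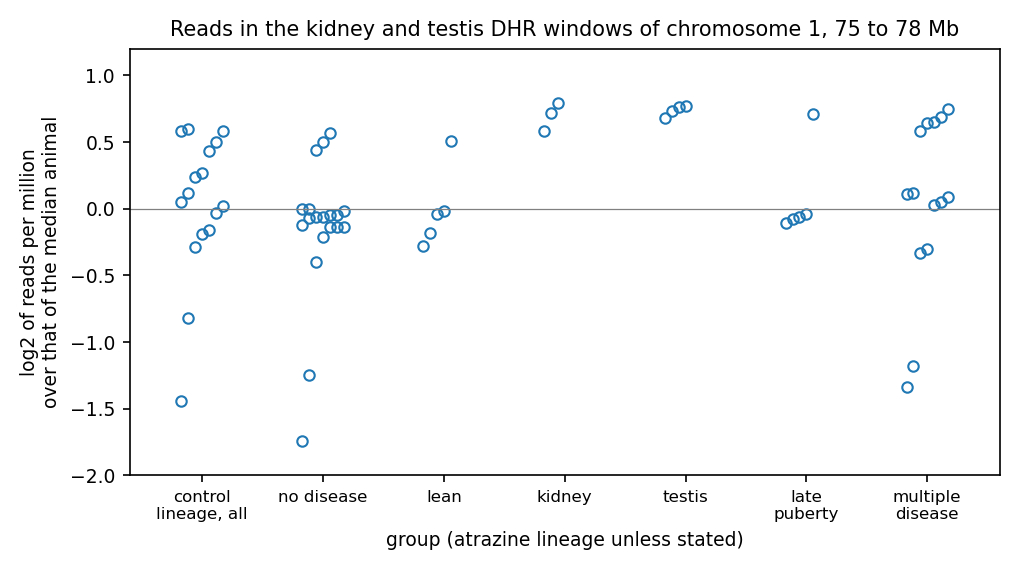
RPM summed over the 74 kidney and testis disease DHR windows of chromosome 1 from 75 to 78 Mb, as the log2 ratio to the median animal (y axis), for each animal by group (x axis). Each circle is 1 animal, and the windows were chosen for a difference between the kidney or testis disease animals and those without disease.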

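CpG density could not be counted from the genome, which is not held here for this build, and was taken for DHRs found both here and in the paper's S7 to S11 Tables. These were 432 lean, 28 kidney disease, 60 testis disease, 51 late puberty and 34 multiple disease DHRs. Their median density was 0.6 CpG per 100 bp for the lean DHRs, 0.739 for kidney disease, 1.0 for testis disease, 1.0 for late puberty and 0.9 for multiple disease. A density from 1 to 3 CpG per 100 bp was listed for 29.4% of the lean, 35.7% of the kidney disease, 51.7% of the testis disease, 49.0% of the late puberty and 41.2% of the multiple disease DHRs. Over all DHRs of the paper's tables, this share was 30.3%, 43.5%, 41.6%, 34.1% and 46.6% in the same order. The lean table has a stricter limit, p below 1e-05 by its caption, so the lean values cover fewer and stronger DHRs than those of the other groups. The density of the other windows tested was not analysed here.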

The CpG density within differential histone retention sites is low with the majority of CpGs between 1 and 3 sites per 100 bp (S3 Fig). The length of most DHRs is between 1,000 and 3,000 base pairs are shown in S3 Fig. A principal component analysis (PCA) is presented for the disease specific DHRs (S4 Fig). 

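The median length of the DHRs was 2000 bp in the lean, kidney disease and testis disease comparisons and 1000 bp in the late puberty and multiple disease comparisons. DHRs of at most 3000 bp made up 89.1% of the lean, 72.0% of the kidney disease, 69.2% of the testis disease, 83.8% of the late puberty and 100% of the multiple disease DHRs. The longest had 11000 bp in the lean comparison, 43000 bp in the kidney disease and late puberty comparisons, 28000 bp in testis disease and 3000 bp in multiple disease. Lengths are multiples of the window size.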

There is distinct clustering and no outlier samples for each of the diseases analyzed compared to the non-disease when the RPKM read depth at DHR sites used in the analysis.

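For the principal component analysis, log2 RPKM with a pseudocount of 0.05 RPKM was taken at the window of smallest p of each DHR. The disease and no disease animals were apart on principal component 1, without overlap, in all 5 disease comparisons. The component held 64.9% of the variance in the lean comparison, 44.4% in kidney disease, 53.9% in testis disease, 39.2% in late puberty and 43.2% in multiple disease. On principal component 2 of the multiple disease comparison, M48 had a score of 6.72, and the other animals had -1.57 to 1.08. Without the log, the groups overlapped on principal component 1 in the lean and late puberty comparisons. The windows had been chosen by the same comparison, so the analysis was repeated for 39 random splits of the same animals into groups of the same sizes, each over all windows tested and with as many regions, chosen for that split, as the real comparison has DHRs. The groups were apart in 35 of the 39 splits for the lean comparison, 37 for kidney disease, 36 for testis disease, 35 for late puberty and 36 for multiple disease. In a random sample of the windows, with the 92 windows of smallest p in the lean comparison and the 20 of smallest p in the others, the groups were apart in 84 of 99 splits for the lean comparison, 86 for kidney disease, 89 for testis disease, 86 for late puberty and 84 for multiple disease.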

**Fig 4:**
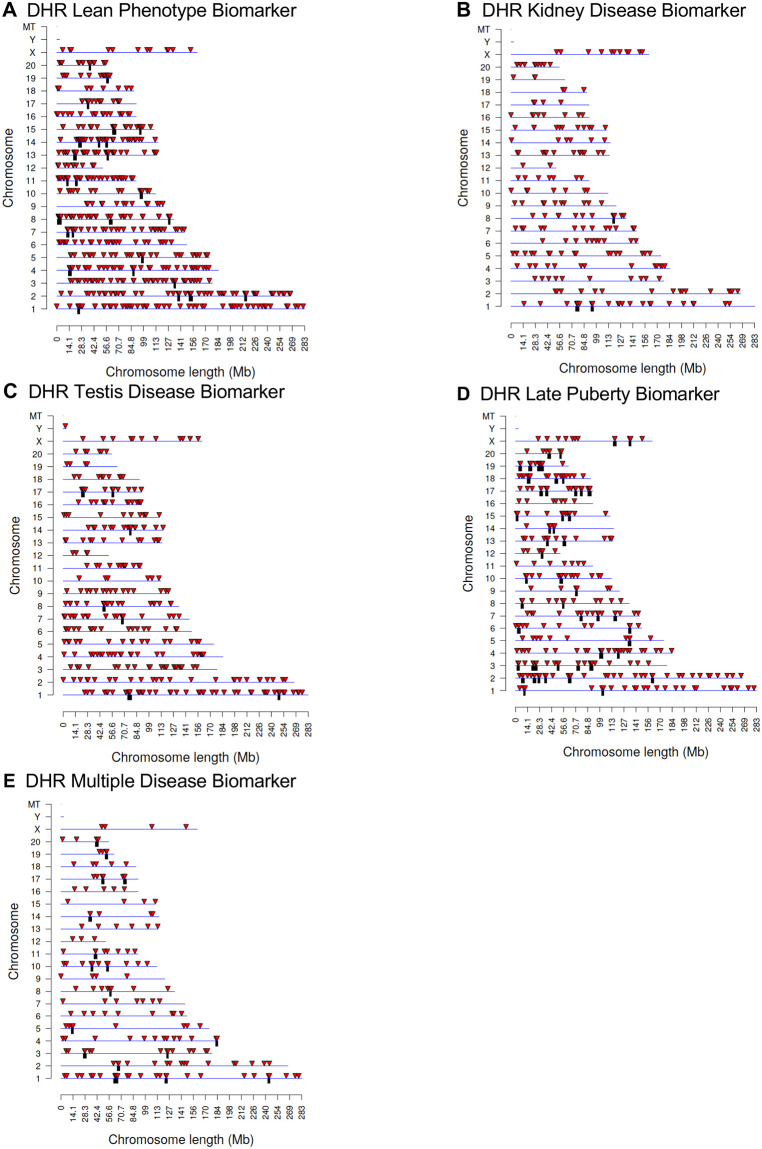
DHR chromosomal locations. The DHR locations on the individual chromosomes is represented with an arrowhead and a cluster of DHRs with a black box. All DHRs containing at least one significant window at a p-value threshold of 1e-04 for DHR are shown. **(A)** Lean phenotype DHRs (p<1e-5); **(B)** Kidney disease DHRs; **(C)** Testis disease DHRs; **(D)** Late puberty DHRs; and **(E)** Multiple disease DHRs.

Although a previous study investigated the ability of atrazine to promote transgenerational sperm DMRs [38], no previous analysis of atrazine effects on DHRs has been reported. Therefore, in addition to the atrazine lineage disease specific DHR analyses, control lineage F3 generation (S1 Table) sperm was compared to the F3 generation atrazine lineage male sperm. 

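For this comparison, all 50 atrazine lineage animals and all 16 control lineage animals with counts were compared, with or without disease. Total counts had a median of 57362330 in the atrazine lineage and 56331334 in the control lineage. The filter left 2482843 windows. Fold changes in the deposited comparison are control over atrazine and were reversed here, so a positive log2 fold change stands for more reads in the atrazine lineage. On simulated counts with 200 of 100000 windows changed by the same set fold changes, the quasi-likelihood test recovered 99.5% at these group sizes.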

The control versus atrazine lineage F3 generation sperm identified DHRs at a variety of statistical thresholds, with 786 DHRs at p<1e-04, S5A Fig and S12 Table. 

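Between the lineages, 295 DHRs were found from 337 windows with p below 0.0001, where 248.3 would be found if every p were uniform. Histone retention was increased in the atrazine lineage in 203 of them (68.8%, exact 95% confidence interval 63.2% to 74.1%). The increase with the smallest p lay on chromosome 2 from 15642001 to 15643000, at 0.6 ± 0.274 RPM (SD, n = 50) in the atrazine lineage and 0.191 ± 0.236 (SD, n = 16) in the control lineage. Its log2 fold change was 1.81 (standard error 0.29, adjusted p = 0.0239 from edgeR's quasi-likelihood test), and animals of both lineages had 0 reads there. A window on chromosome 20 from 3161001 to 3162000, listed in the S12 Table with the major histocompatibility genes RT1-N2, RT1-S2 and RT1-N3, held 0.614 ± 0.271 (SD, n = 50) and 0.313 ± 0.112 (SD, n = 16) RPM. Its log2 fold change was 0.98 (standard error 0.16, adjusted p = 0.0239), and reads of such related genes can map to more than 1 of them. On chromosome 7 from 40063001 to 40064000, with no gene listed, the values were 0.177 ± 0.0973 (SD, n = 50) and 0.372 ± 0.124 (SD, n = 16) RPM, a log2 fold change of -1.05 (standard error 0.18, adjusted p = 0.0307). With the deposited p-values the same region rule gave 786 DHRs, which overlapped 285 (96.6%) of the 295, and DESeq2 gave 651. Among 100 splits of the same animals into groups of these sizes, the real one included, 9 gave as many windows with p below 0.0001 as the real one in a random sample of windows.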

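Of the 295 DHRs, 16 held 2 or more windows with p below 0.0001. With their extension over neighbouring windows with p below 0.1, 36.9% had a length of 1000 bp.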

The majority were single 1 kb sites, but some multiple nearby 1 kb sites were also observed. 

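DHRs between the lineages lay on 21 of the 23 chromosomes. None lay on the Y chromosome or mitochondrial DNA, where 0.298 and 0.00202 were expected. By Fisher's exact test, chromosome 2 held 46 where 28.7 were expected (adjusted p = 0.029), chromosome 12 held 16 where 5.52 were expected (adjusted p = 0.00801), chromosome 14 held 25 where 12.5 were expected (adjusted p = 0.027) and chromosome 6 held 5 where 16.2 were expected (adjusted p = 0.0295). Of the 285 DHRs also listed in the S12 Table, 43.9% had 1 to 3 CpG per 100 bp, with a median of 0.925. The median length was 2000 bp, 73.6% were of at most 3000 bp and the longest had 35000 bp. At the 295 windows of smallest p, the atrazine lineage animals had scores from -2.65 to 8.43 on principal component 1 and the control lineage animals from -11.2 to -2.95, and the component held 26.5% of the variance. The atrazine lineage animals nearest to the control lineage were M62, M63 and M66, at -2.65, -1.68 and -1.45. M60, M68, M64, M65, M61 and M67 followed, at 0.181 to 0.842. All of these have a treatment tag of DMSO in the sample list, and the next animal, M38 at 1.06, does not. The other atrazine lineage animals with this tag, M59, M69, M58 and M57, lay at 1.62, 1.89, 3.14 and 3.44. The lineages were not compared without the animals that have this tag. On principal component 2, M48 had a score of 20.4, and the next highest was M28 at 6.28. Without the log, 13 control lineage animals were above the lowest atrazine lineage animal on principal component 1. With as many regions chosen from all windows tested, the groups were apart in 19 of 39 random splits of the same animals, and 5 of 40 splits, the real one included, had groups that differed as widely as the real ones. At the 20 windows of smallest p among 100000, the groups were apart in 11 of 99 random splits, and the real groups were not apart.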

The chromosomal locations demonstrated a genome-wide distribution, S5B Fig. The CpG density of the DHRs was predominantly 1–3 CpG/100 bp, S5C Fig, and size of the DHRs was predominantly 1–4 CpG, S5D Fig. A PCA demonstrated distinct clustering and no outliers of the control versus atrazine samples with read depths at DHR sites considered, S5E Fig. Therefore, in addition to atrazine induced transgenerational DMRs [38], there is also an induction of DHRs in the sperm. This provides additional support for a role of sperm DHRs in the sperm mediated epigenetic transgenerational inheritance phenomenon.

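After Benjamini-Hochberg adjustment over all windows tested, 3 windows between the lineages had an adjusted p below 0.1 in edgeR's quasi-likelihood test, 35 in DESeq2 and 55 with the deposited p-values. From the DHRs of the lineages, the paper concludes that ancestral atrazine exposure induced DHRs in addition to DMRs.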

### Epimutation comparisons

A comparison of the different epigenetic data sets for each disease category among both DMRs and DHRs demonstrated only a handful of overlapping sites at the statistical threshold of p<1e-04 (Figs 1F and 3F). Most of the epimutations associated with each disease category are unique to either a differentially methylated region or a differential histone retention site at this statistical threshold. To more rigorously compare the different datasets, an extended overlap was performed. A comparison with a reduced statistical threshold of edgeR p<0.05 was used to further evaluate the potential overlap of the DMR and DHR data sets at p<1e-04. By lowering the stringency to a p<0.05 for the comparison (herein called the extended overlap), this procedure allows for increased overlap with higher p-values. The extended overlaps between the atrazine lineage puberty, testis, kidney, lean, and multiple disease DMRs and DHRs are shown in Table 2. A comparison of the p<1e-04 for the DMRs and DHRs between the different data sets at p< 0.05 demonstrates a much higher overlap between the various DMRs and DHRs identified than the Venn diagrams in Figs 1F and 3F. 

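For the DHRs, the extended overlap was computed for all 20 ordered pairs of diseases as the percent of DHRs of 1 disease that shared at least 1 bp with a region built in the same way around windows with p below 0.05 in the other disease. The 5 comparisons share their 17 animals without disease, so their p-values are not independent of each other. The DMRs, and the overlaps between DMRs and DHRs, were not analysed here.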

The extended overlap also shows any overlaps between DMRs and DHRs for the individual disease comparisons. The range of overlap between atrazine lineage disease DMR or DHR is 8–37%, Table 2. 

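The overlap of DHRs between diseases was between 5.88%, for multiple disease DHRs with kidney disease, and 50.0%, for kidney disease DHRs with testis disease, with a median of 23.5% over the 20 pairs. The DHRs of chromosome 1 from 75 to 78 Mb entered both groups of the second pair, and with these DHRs left out 24.2% of the kidney disease DHRs overlapped testis disease and the median was 19.0%. With the deposited p-values the overlaps were between 8.67% and 37.9%, with a median of 15.6%. On chromosome 1 alone the median was 27.4%. In 20 simulations of that chromosome with unchanged groups that share the animals without disease, the median was between 15.0% and 23.9%, and with the real animals dealt at random to groups of the same sizes it was between 0% and 37.5%. Without the DHRs from 75 to 78 Mb the median of chromosome 1 was 22.5%, and 1 of the 20 simulations was as large. Counted at the windows with p below 0.0001 themselves, the median of chromosome 1 was 13.0% and the simulations gave 12.5% to 23.8%.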

Comparison between the DMRs and DHRs for the specific diseases had a lower range of overlap with 2–17%, Table 2. 

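For the DHRs, 186 of the 958 lean DHRs (19.4%) overlapped multiple disease and 8 of the 34 multiple disease DHRs (23.5%) overlapped lean. The testis disease DHRs overlapped kidney disease in 43.3%. With the deposited p-values, 26.8% of the lean DHRs overlapped multiple disease and 37.9% of the multiple disease DHRs overlapped lean, and the other pairs reached up to 20.1%. With DESeq2 the highest overlap was 29.5%, of testis disease DHRs with multiple disease.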

The highest level of overlap was observed between the lean disease and multiple disease for both the DMRs and DHRs, Table 2. Therefore, the majority of the disease specific DMRs and DHRs at p<1e-04 are distinct, but an overlapping set of DMRs and DHRs are common between two diseases. 

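At the threshold for DHRs itself, 13 windows had p below 0.0001 in 2 or more of the 5 disease comparisons. The kidney and testis disease comparisons shared 10 windows on chromosome 1 from 75 to 78 Mb.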

An overlap of all the disease specific DMRs and DHRs was performed at p<0.05 and identified 75 DMRs and 36 DHRs that are common between puberty abnormalities, testis disease, kidney disease, lean pathology and multiple disease at p<0.05. 

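Of the 2375778 windows tested in all 5 disease comparisons, 19 had p below 0.05 in each, where 0.742 would be found by chance if the comparisons shared no animals. In 13 of the 19 the direction was the same in all 5 diseases. Counted as stretches covered by a region around windows with p below 0.05 in every disease, there were 31, and 36 with the deposited p-values. This way of counting was chosen after the values were seen.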

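No window had p below 0.0001 in all 5 disease comparisons with edgeR's quasi-likelihood test. Of the windows with p below 0.05 in each, 2 had p below 0.0001 in at least 1 disease.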

A Venn diagram of this common set of DMRs and DHRs at p<0.05 with the specific diseases at p<1e-04 demonstrated no overlap in common with all pathologies, S6 Fig. Therefore, no common DMRs or DHRs were observed with all the different pathologies.

**Table 2:** Extended overlap disease DMRs and DHRs. The p-value DMR/DHR set at p<1e-04 for specific diseases are compared to the p<0.05 DMR/DHR to identify potential overlap between the different pathologies with DMR or DHR number and percentage of the total presented. The gray highlight is the expected 100% overlap.

**p<0.05**	**Lean DMR**	**Kidney DMR**	**Testis DMR**	**Late Puberty DMR**	**Multiple (2+) DMR**
**p<1e-04**					
**Lean DMR**	301 (100.0%)	42 (14.0%)	45 (15.0%)	83 (27.6%)	114 (37.9%)
**Kidney DMR**	42 (16.1%)	261 (100.0%)	62 (23.8%)	50 (19.2%)	48 (18.4%)
**Testis DMR**	64 (9.2%)	103 (14.9%)	693 (100.0%)	63 (9.1%)	122 (17.6%)
**Late Puberty DMR**	81 (25.2%)	44 (13.7%)	51 (15.8%)	322 (100.0%)	113 (35.1%)
**Multiple (2+) DMR**	124 (36.9%)	68 (20.2%)	79 (23.5%)	125 (37.2%)	336 (100.0%)
**Lean DHR**	150 (5.2%)	135 (4.7%)	256 (9.0%)	138 (4.8%)	177 (6.2%)
**Kidney DHR**	6 (2.8%)	14 (6.5%)	24 (11.1%)	5 (2.3%)	13 (6.0%)
**Testis DHR**	14 (4.3%)	17 (5.2%)	20 (6.1%)	14 (4.3%)	12 (3.6%)
**Late Puberty DHR**	8 (2.7%)	10 (3.3%)	10 (3.3%)	9 (3.0%)	20 (6.7%)
**Multiple (2+) DHR**	11 (6.3%)	10 (5.7%)	12 (6.9%)	9 (5.2%)	9 (5.2%)
**Lean DMR**	35 (11.6%)	9 (3.0%)	14 (4.7%)	10 (3.3%)	25 (8.3%)
**Kidney DMR**	34 (13.0%)	17 (6.5%)	20 (7.7%)	14 (5.4%)	35 (13.4%)
**Testis DMR**	111 (16.0%)	54 (7.8%)	54 (7.8%)	35 (5.1%)	93 (13.4%)
**Late Puberty DMR**	56 (17.4%)	14 (4.3%)	23 (7.1%)	27 (8.4%)	14 (4.3%)
**Multiple (2+) DMR**	51 (15.2%)	10 (3.0%)	16 (4.8%)	14 (4.2%)	20 (6.0%)
**Lean DHR**	2859 (100.0%)	241 (8.4%)	256 (9.0%)	297 (10.4%)	739 (25.8%)
**Kidney DHR**	39 (18.1%)	216 (100.0%)	30 (13.9%)	34 (15.7%)	33 (15.3%)
**Testis DHR**	40 (12.2%)	48 (14.6%)	329 (100.0%)	54 (16.4%)	62 (18.8%)
**Late Puberty DHR**	48 (16.1%)	36 (12.0%)	38 (12.7%)	299 (100.0%)	40 (13.4%)
**Multiple (2+) DHR**	63 (36.2%)	23 (13.2%)	34 (19.5%)	29 (16.7%)	174 (100.0%)

### Epimutation gene associations

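Genes were taken from the annotation in the paper's S7 to S11 Tables for the DHRs found both here and there, because no annotation of this build is held here. The lean table is limited to p below 1e-05 by its caption. A gene was listed for 188 of 432 lean DHRs (43.5%, exact 95% confidence interval 38.8% to 48.3%), 15 of 28 kidney disease DHRs (53.6%, 33.9% to 72.5%), 31 of 60 testis disease DHRs (51.7%, 38.4% to 64.8%), 28 of 51 late puberty DHRs (54.9%, 40.3% to 68.9%) and 18 of 34 multiple disease DHRs (52.9%, 35.1% to 70.2%).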

Between 49% and 55% of the DMRs and between 41% and 54% of the DHRs from the specific disease prevalence have epimutations associated with genes. These epimutation associated genes are presented in S2–S11 Tables. The gene associations were sorted into relevant functional categories for each specific disease biomarker dataset within the atrazine lineage (Fig 5). Disease specific epimutation associated genes identified in the analysis of DMRs are shown in Fig 5A, where the predominant categories identified were signaling, transcription and metabolism. The epimutation associated genes identified in the DHR analysis are shown in Fig 5B, where the same categories are predominant. The DMRs and DHRs associated with gene pathways are presented in S7 Fig. Although some of the pathways were common for the specific disease and pathways, generally the DMR pathways and DHR pathways were distinct.

**Fig 5:**
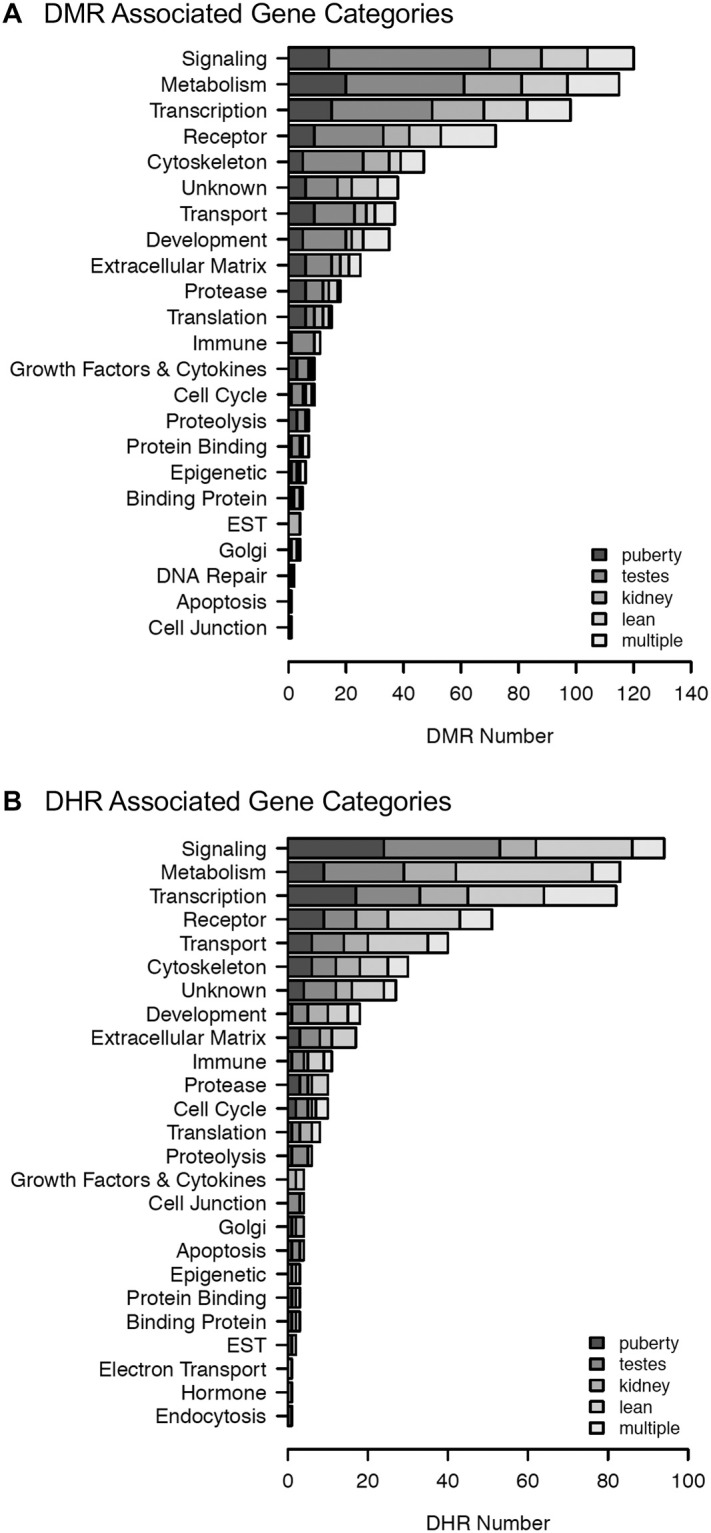
Associated gene categories. **(A)** DMR associated gene categories. **(B)** DHR associated gene categories. The gene categories and number of associated genes are presented for each disease group.

The final analysis used a Pathway Studio gene network approach to associate previously identified disease specific associated genes with the disease specific DMRs and DHRs identified. A large number of previously identified kidney disease linked genes were found to be within the DMR and DHR associated genes, Fig 6A. A number of previously identified obesity and breast cancer-related genes were also associated with the DMR and DHR associated genes, Fig 6B. The highest number of previously identified genes was associated with testis disease and male infertility associated genes, Fig 6C. These observations help validate the DMR and DHR associated genes with the different specific diseases. Interestingly, the multiple disease associated DMRs and DHRs had disease genes previously identified for kidney disease, testis disease, obesity and male infertility, Fig 7. As expected, the multiple disease DMR and DHR associated genes had a mixture of the various diseases identified involved.

**Fig 6:**
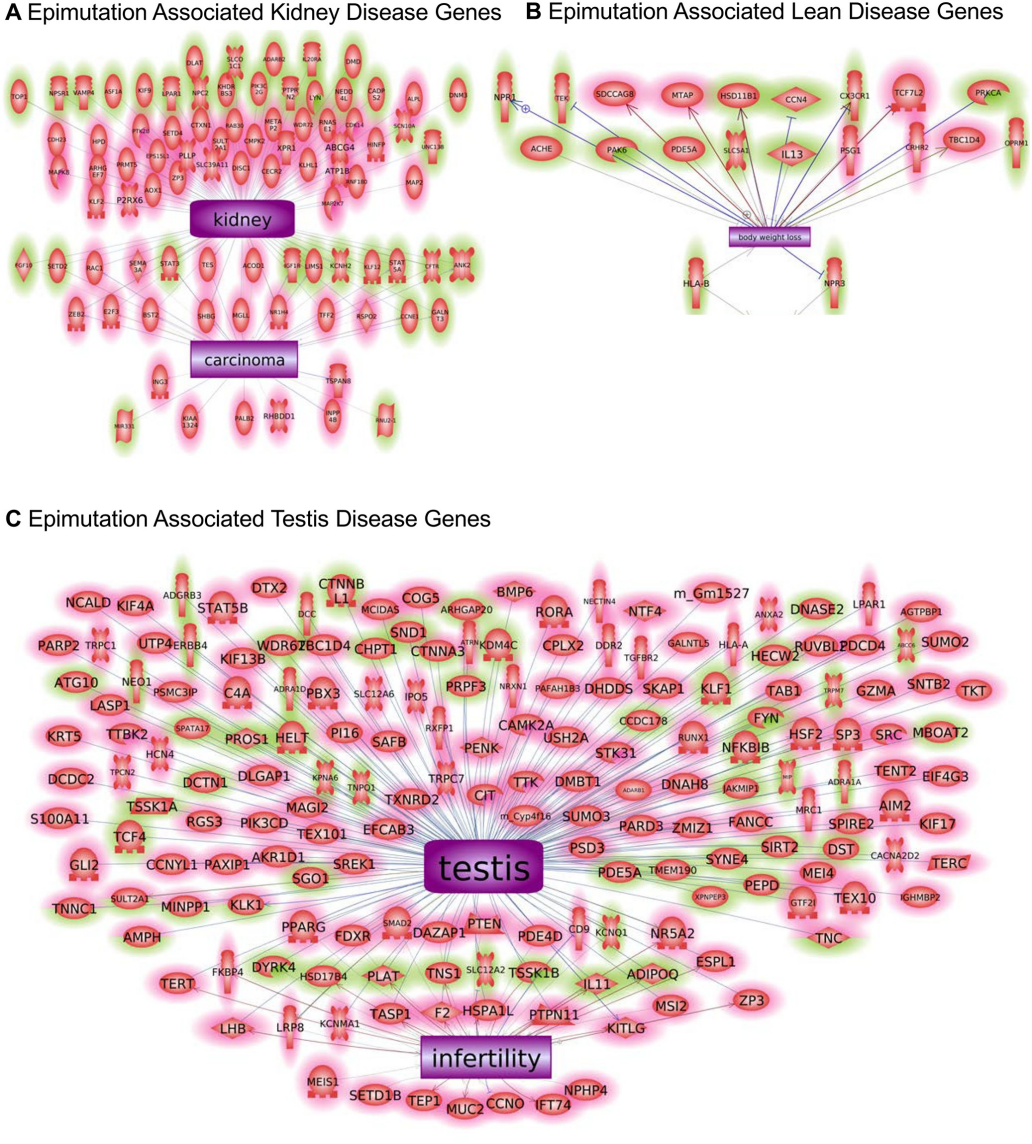
Epimutation associated previously identified disease genes. **(A)** Epimutation associated kidney disease genes. **(B)** Epimutation associated lean disease genes. **(C)** Epimutation associated testis disease genes. The green shading represents DMRs and pink shading DHRs. The gene shapes are identified as follows inset in Fig 7.

**Fig 7:**
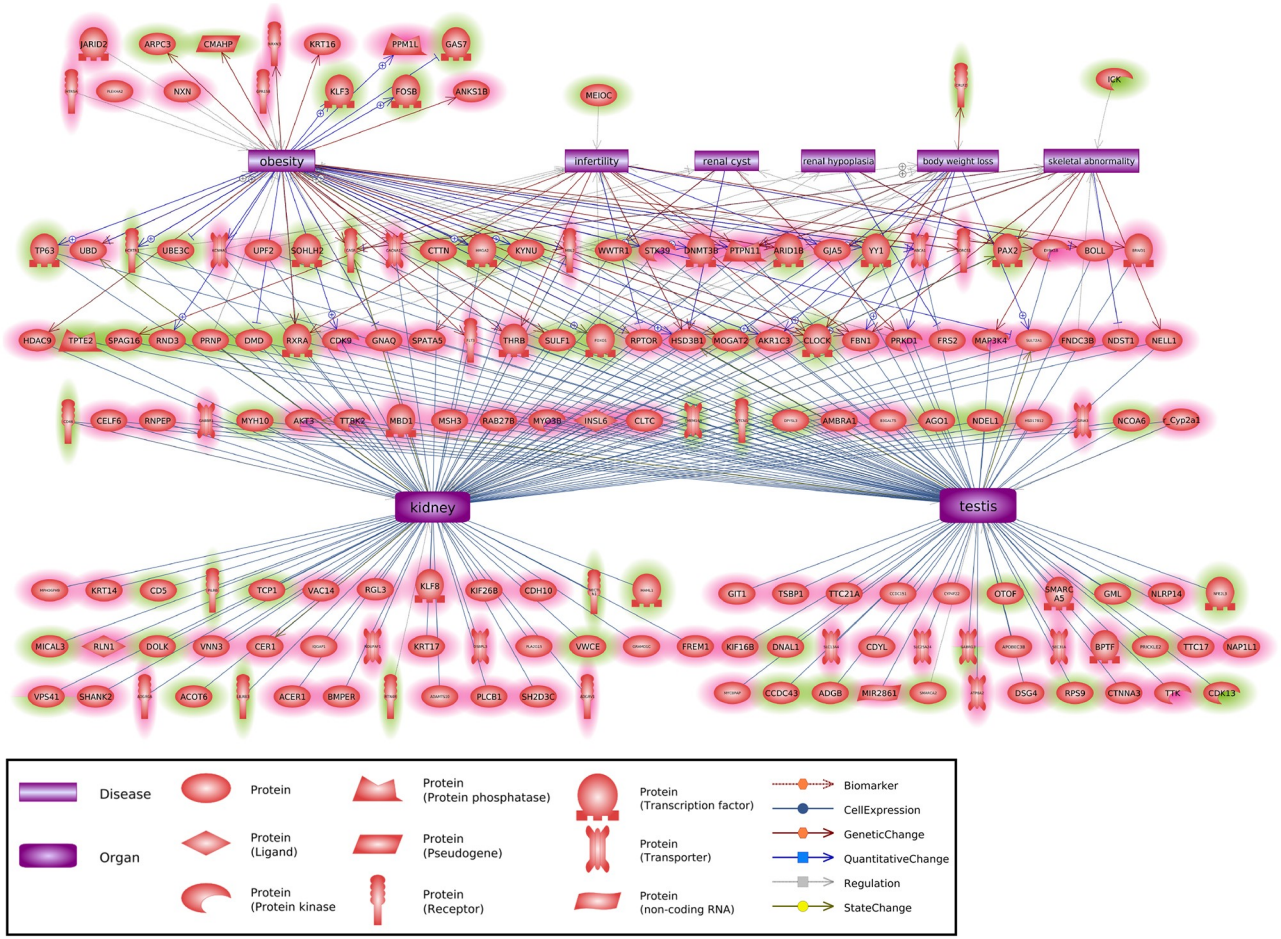
Multiple disease associated previously identified disease genes. The disease categories and gene identified shapes are presented. The green shading represents DMRs and pink shading DHRs.

## Discussion

The human population is exposed to a large number of environmental and ecological toxicants throughout development, and many of these toxicants are endocrine disrupting chemicals (EDCs) [3]. While direct exposures to environmental toxicants are a cause for concern for the health of humans, as well as wildlife populations, the transgenerational inheritance of exposure to toxicants provides additional potential for generational negative health impacts [43, 44]. The different EDCs have distinct molecular actions and epigenetic impacts when altering health and pathology. Therefore, the actions of any individual EDC will need to be compared to those of others in future studies. The extensively used herbicide atrazine is a known endocrine disrupting chemical, and has been associated with a wide range of detrimental health effects [5–9]. The transgenerational inheritance of these detrimental health effects, or pathologies, [38] has critical relevance to the use and allowed levels of exposure to toxicants for both the human population and the environment. Therefore, the current study examines the association between pathologies resulting from transgenerational exposure to atrazine and the associated epigenetic alterations associated with these pathologies.

Atrazine exposure has previously been linked to epigenetic shifts in rats [38] and in humans [45]. The current study demonstrates not only DNA methylation alterations but also provides one of the first observations of disease-specific alterations in histone retention sites. These transgenerational epigenetic shifts are associated with ancestral exposure to the herbicide atrazine, and potential disease specific biomarkers for pathologies were identified. The pathologies observed with sufficient numbers of animals include the lean phenotype, kidney disease, testis disease, late puberty, and multiple disease where individuals exhibited two or more different pathologies. The pathologies examined in this study are relevant for humans, particularly prostate disease, which is one of the most prominent diseases in human males [46], and delayed puberty associated with exposure to EDCs is a known pathology in humans [47]. Among aging populations, kidney disease prevalence increases in human populations [48]. The phenotypic effects of shifts in BMI, either increased or decreased, due to exposure to toxicants can influence lifelong health trajectories and resulting pathologies [49]. The association of epigenetic biomarkers with these common disease pathologies may provide particularly valuable indicators of the presence of or susceptibility to disease in the human population. Genome-wide association studies (GWAS) have generally found associations with specific genetic mutations, but typically these appear in less than 1% of the disease population.

The frequency of epimutations tend to be much higher among individuals with disease [31, 32, 38, 50]. In the current study, the number of differential DNA methylated regions (DMRs) occurring in the transgenerational males is between 300 and 600 at an edgeR p<1e-04 threshold (Fig 1) for each pathology. This supports the prevalence of epigenetic alterations as important biomarkers of disease. There is a sub-population of DMRs and DHRs with overlap between the different individual disease pathologies (Table 2), suggesting some of the epimutations are less disease specific and indicative of multiple pathologies. This suggests some common epimutations may have a role in promoting generational disease susceptibility, however, no common DHRs or DMRs were found for all diseases. Therefore, the majority of epigenome-wide association study (EWAS) associated epimutations were disease specific. The DMR and DHR associated genes suggest the most affected gene categories were signaling, metabolism, and transcription. The analysis of previously identified disease associated genes yields a number of links with the diseases examined in the current study (Figs 5 and 6). The association of these previously identified disease genes with the disease specific epigenetic marks in the current study, including DMRs and DHRs, provides further validation of the disease biomarkers identified herein. In addition to the altered methylation observed among the atrazine lineage males, there were also alterations in differential histone retention regions (DHRs). This represents an additional transgenerational epigenetic response to toxicant exposure. The DHRs also provide a potential epigenetic biomarker for disease. The altered histone retention signature was in the range of 200–300 DHRs at an edgeR p<1e-04 threshold (Fig 3) for most disease pathologies. However, there were nearly 3,000 DHRs (Fig 3B) associated with the lean phenotype, indicating the lean physiology is a particularly strong phenotypic response to transgenerational atrazine exposure. Interestingly, some DMRs and DHRs had overlap between the different individual diseases (Table 2), suggesting some of the epimutations may act as biomarkers for susceptibility of multiple pathologies. Table 2 also shows the extended overlap between DMRs and DHRs. Late puberty associated DMR overlap 28% with lean phenotype DMR. A 24% overlap is found between testis and kidney disease associated DMR. Most of these overlaps including DMRs and DHRs are quite low. Therefore, transgenerational disease specific epigenetic biomarkers are present, along with some in common, S2–S11 Tables. The gene categories for the DHRs are quite similar to the DMR categories, with the same three processes most relevant. DHR associated disease genes are also shown in Figs 6 and 7. As with the DMRs, these previously identified disease associated genes may provide disease specific validation for the epigenetic biomarkers in the current study.

The atrazine induced transgenerational lean pathology was quite prevalent in the exposed population, with nearly a third of the animals presenting this pathology. The epigenetic signature was also strong, with 301 DMRs and 2,859 DHRs at an edgeR p<1e-04 threshold. A lean phenotype can be as significant an indicator of disease as an obese phenotype [51]. More importantly, the early developmental effects of exposure to EDCs could have magnified effects in later development and this may be particularly important with regards to metabolic disorder of any type [52, 53].

A limitation of the current study was the low numbers of animals with a specific individual disease. The total number of animals used was much higher, but the number of those with a specific disease was relatively low. 

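For the DHRs, false discovery rates were computed over all windows tested. With edgeR's quasi-likelihood test, the smallest adjusted p was 0.239 in the lean comparison, 0.535 in kidney disease, 0.00101 in testis disease, 0.226 in late puberty and 1.0 in multiple disease, and the testis disease comparison held 1 window with an adjusted p below 0.1. These numbers depended on single animals and settings. The testis disease window was lost without M41, without M32, with robust empirical Bayes and with a mean of at least 20 reads. There were 35415 lean windows at an adjusted p below 0.1 without M66, 1273 without M54 and 9 late puberty windows without M35. Unadjusted, 272674 windows had p below 0.05 in the lean comparison, 68149 in kidney disease, 85378 in late puberty and 80279 in multiple disease. With DESeq2, 157 lean windows and 0 windows of the other 4 diseases, testis disease included, had an adjusted p below 0.1. In the deposited p-values, 5071 lean, 6 kidney disease, 3 testis disease, 0 late puberty and 0 multiple disease windows did, and the smallest adjusted p was 0.000226 in kidney disease and 0.0091 in testis disease.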

Although a stringent edgeR p-value was used to identify and analyze the disease associated DMRs, further analyses adjusting for multiple testing using the false discovery rate (FDR) resulted in FDR p-values for the disease epimutations of >0.1 in all comparisons except the lean phenotype. The low sample number is likely the most important limitation in the current analysis. Potential higher variability in the data needs to be considered even though higher edgeR values were used, but this does not address multiple testing corrections. Future studies will need to use higher n-values and/or better statistical models to reduce this analysis limitation [54–59].

These results show that atrazine induced transgenerational DMRs and DHRs are present in sperm for specific disease pathologies. Thus, there is a potential for epigenetic biomarkers to be used to assess paternal transmission of various disease susceptibilities to the offspring. These epigenetic biomarkers may even be used in preconception diagnoses to determine disease susceptibilities for subsequent generations. This could lead to preventative therapeutics or lifestyles to be used in the mitigation of these disease susceptibilities. The previous study examining transgenerational exposure to the endocrine disruptor atrazine demonstrated epigenetic inheritance of sperm epimutation, as well as served as evidence for epigenetic biomarkers for disease to be identified and potentially used for diagnosis [38]. Here, we have included the report of potential epigenetic biomarkers in the form of differential DNA methylation regions and extended the epigenetic biomarkers to differential histone retention regions. With a relatively high prevalence of the epimutations in association with the disease pathologies, epigenetic diagnostics are poised to provide an important component of preventative medicine and disease management.

## Materials and methods

### Animal studies and breeding

As previously described [32, 50], female and male rats of an outbred strain Hsd:Sprague Dawley SD (Harlan) at 70 to 100 days of age were fed ad lib with a standard rat diet and ad lib tap water. Timed-pregnant females on days 8 through 14 of gestation [60] were administered daily intraperitoneal injections of atrazine (25 mg/kg BW/day dissolved in PBS) (Chem Service, Westchester PA) or dimethyl sulfoxide (DMSO) or as previously described [40]. Twenty-five mg/kg for atrazine is 4% of rat oral LD50 [41] and 50% of NOAEL [42].

As previously described [32], the gestating female rats treated were designated as the F0 generation. F1- F3 generation control and atrazine lineages were housed in the same room and racks with lighting, food and water as previously described [40, 61, 62]. All experimental protocols for the procedures with rats were pre-approved by the Washington State University Animal Care and Use Committee (protocol IACUC # 6252). All methods were performed in accordance with the relevant guidelines and regulations.

### Tissue harvest and histology processing

Rats were euthanized at 12 months of age by CO_2_ inhalation and cervical dislocation for tissue harvest. Testis, prostate, ovary, kidney, and gonadal fat pads were fixed in Bouin’s solution (Sigma) followed by 70% ethanol, then processed for paraffin embedding and hematoxylin, and eosin (H & E) staining by standard procedures for histopathological examination. Paraffin five micron sections were processed, stained, and provided by Nationwide Histology, Spokane WA, USA.

### Histopathology examination and disease classification

The oversight of the pathology analysis involved the co-author, Dr. Eric Nilsson, DVM/PhD, with over 20 years of pathology analysis in rats [38, 63]. The Washington Animal Disease Diagnostic Laboratory (WADDL) at the Washington State University College of Veterinary Medicine has board certified veterinary pathologists and assisted in initially establishing the criteria for the pathology analyses and identifying parameters to assess [61]. WADDL performed full necropsies as required on animals that died prior to the time of scheduled sacrifice at one year, and performed tumor classifications in the current study.

Upon dissection a brief examination of abdominal and thoracic organs was performed to look for obvious abnormalities. The tissues evaluated histologically were selected from previous literature showing them to have pathology in transgenerational models [28, 38, 61, 64–70], with an emphasis on reproductive organs. Histopathology readers were trained to recognize the specific abnormalities evaluated for this study in rat testis, ventral prostate and kidney (see below). Two different readers initially evaluated the tissues. If there was disagreement on whether an animal’s tissue showed disease, then a third pathology reader was used. Readers were blinded to the exposure groups. A set of quality control (QC) slides was generated for each tissue and was read by each reader prior to evaluating any set of experimental slides. These QC slide results are monitored for reader accuracy and concordance. WADDL was consulted when any questions developed. Previous studies by the laboratory help confirm and validate the pathology analysis [28, 38, 61, 64–70].

As previously described [21], testis histopathology criteria included the presence of vacuoles in the seminiferous tubules, azoospermic atretic seminiferous tubules, and ‘other’ abnormalities including sloughed spermatogenic cells in the center of the tubule and a lack of a tubule lumen. As previously described [63, 71], prostate histopathology criteria included the presence of vacuoles in the glandular epithelium, atrophic glandular epithelium and hyperplasia of prostatic gland epithelium (S2 Fig). Kidney histopathology criteria included reduced size of glomerulus, thickened Bowman’s capsule, and the presence of proteinaceous fluid-filled cysts >50 μm in diameter (S2 Fig). A cut-off was established to declare a tissue ‘diseased’ based on the mean number of histopathological abnormalities plus two standard deviations from the mean of control group tissues, as assessed by each of the individual readers. This number (i.e. greater than two standard deviations) was used to classify rats into those with and without testis, prostate, or kidney disease in the F3 generation lineage. A rat tissue section was finally declared ‘diseased’ only when at least two of the three readers marked the same tissue section ‘diseased’.

Lean phenotype was assessed with a decrease in adipocyte size (area), body mass index (BMI) and abdominal adiposity, as previously described [65, 69, 72–74]. BMI was calculated with weight (g) / length (cm)^2^ with the length of the animal measured from the nose to the base of the tail. Gonadal fat pad slides were imaged using a Nikon Eclipse E800 microscope (10x) with an AVT Prosilica GE1050C Color GigE camera. Five field of view image captures were taken per slide in varying parts of the fat pad. Adipocyte size was measured converting pixels into microns using Adiposoft [75]. Measurements of the 20 largest cells from each image for a total of 100 were averaged as hypertrophic cells are the most metabolically relevant and susceptible to cell death [76]. Obesity and lean phenotypes were determined utilizing the mean of the control population males and females, and a cut-off of 1.5 standard deviations above and below the mean.

#### Disease groups for biomarker analysis

The individual animals are listed and a (+) indicates presence of disease and (-) absence of disease for the current F3 generation atrazine lineage male pathology (Table 1). The F3 generation control lineage male pathology is listed in S1 Table. Table 1 shows which individual animals were used in each disease group. The animals within the treated lineage which exhibited no disease served as the “no disease” or control set in the biomarker analysis. These are the highlighted “0”s in the “Total Disease” column. For each disease, only animals exhibiting a single disease were placed in that disease group for the biomarker analysis, indicated by a highlighted “+” in the specific disease column. Any individual animals showing multiple diseases were included in the “multiple” disease category, indicated by a highlighted “+” in the “Multiple Disease” column. Due to low prevalence of disease in the control animal groups, these animals were not used in the identification of epigenetic biomarkers.

### Sperm epigenetic analysis

#### Epididymal sperm collection and DNA isolation

The protocol is described in detail in reference [32]. Briefly, the epididymis was dissected free of fat and connective tissue, then, after cutting open the cauda, placed into 6 ml of phosphate buffer saline (PBS) for 20 minutes at room temperature. Further incubation at 4°C will immobilize the sperm. The tissue was then minced, the released sperm pelleted at 4°C 3,000 x *g* for 10 min, then resuspended in NIM buffer and stored at -80°C for further processing.

An appropriate amount of rat sperm suspension was used for DNA extraction. Previous studies have shown mammalian sperm heads are resistant to sonication unlike somatic cells [77, 78]. Somatic cells and debris were therefore removed by brief sonication (Fisher Sonic Dismembrator, model 300, power 25), then centrifugation and washing 1–2 times in 1xPBS. The resulting pellet was resuspended in 820 μL DNA extraction buffer and 80 μl 0.1M DTT added, then incubated at 65°C for 15 minutes. 80 μl proteinase K (20 mg/ml) was added and the sample was incubated at 55°C for 2–4 hours under constant rotation. Protein was removed by addition of protein precipitation solution (300 μl, Promega A795A), incubation for 15 min on ice, then centrifugation at 13,500 rpm for 30 minutes at 4°C. One ml of the supernatant was precipitated with 2 μl of Glycoblue (Invitrogen, AM9516) and 1 ml of cold 100% isopropanol. After incubation, the sample was spun at 13,500 x g for 30 min at 4°C, then washed with 70% cold ethanol. The pellet was air-dried for about 5 minutes then resuspended in 100 μl of nuclease free water. For all generations, equal amounts of DNA from each individual’s sample was used to produce 6 different DNA pools per lineage and the pooled DNA used for methylated DNA immunoprecipitation (MeDIP).

#### Methylated DNA Immunoprecipitation (MeDIP)

The protocol is described in detail in reference [32]. Genomic DNA was sonicated and run on 1.5% agarose gel for fragment size verification. The sonicated DNA was then diluted with TE buffer to 400 μl, then heat-denatured for 10 min at 95°C, and immediately cooled on ice for 10 min to create single-stranded DNA fragments. Then 100 μl of 5X IP buffer and 5 μg of antibody (monoclonal mouse anti 5-methyl cytidine; Diagenode #C15200006) were added, and the mixture was incubated overnight on a rotator at 4°C. The following day magnetic beads (Dynabeads M-280 Sheep anti-Mouse IgG; Life Technologies 11201D) were pre-washed per manufacturer’s instructions, and 50 μl of beads were added to the 500 μl of DNA-antibody mixture from the overnight incubation, then incubated for 2h on a rotator at 4°C. After this incubation, the samples were washed three times with 1X IP buffer using a magnetic rack. The washed samples were then resuspended in 250 μl digestion buffer (5 mM Tris PH 8, 10 mM EDTA, 0.5% SDS) with 3.5 μl Proteinase K (20 mg/ml), and incubated for 2–3 hours on a rotator at 55°. DNA clean-up was performed using a Phenol-Chloroform-Isoamyalcohol extraction, and the supernatant precipitated with 2 μl of Glycoblue (20 mg/ml), 20 μl of 5M NaCl and 500 μl ethanol in -20°C freezer for one to several hours. The DNA precipitate was pelleted, washed with 70% ethanol, then dried and resuspended in 20 μl H_2_O or TE. DNA concentration was measured in Qubit (Life Technologies) with the ssDNA kit (Molecular Probes Q10212).

#### Chromatin Immunoprecipitation (ChIP)

As previously described in [79], Histone chromatin immunoprecipitation with genomic DNA was performed with a procedure previously described [35]. Individual rat sperm collections were generated, and the sperm counts were determined for each individual. Equal numbers of sperm were added from each individual for a total of 1.5 million sperm. To remove any somatic cell contamination sperm samples from each animal were sonicated for 10 seconds using a Sonic Dismembrator Model 300 (Thermo Scientific Fisher, USA) then centrifuged 1800x*g* for 5 min at 4°C then resuspended and counted individually on a Neubauer counting chamber (Propper manufacturing Co., Inc., New York, USA) prior to pooling. The sperm pools were reconstituted up to 1 ml with PBS (phosphate buffered saline). To reduce disulfide bonds, 50 μl of 1 M DTT was added to each pool and the pools were then incubated for 2 hours at room temperature under constant rotation. To quench any residual DTT (dithiothreitol, Fisher Scientific, NY USA) in the reaction, 120 μl of fresh 1 M NEM (N-Ethylmaleimide, Thermo Scientific, Rockford, USA) was then added and the samples were incubated for 30 min at room temperature under constant rotation. The sperm cells were pelleted at 450x*g* for 5 min at room temperature and the supernatant was discarded. Pellets were resuspended in PBS and then spun again at 450x*g* for 5 min at room temperature. The supernatant was discarded and resuspended in 130 μl of complete buffer supplemented with tergitol 0.5% and DOC 1%. The samples were then sonicated using the Covaris M220. Covaris was set to a 10 min “Chromatin shearing” program and the program was run for each tube in the experiment.

After the Covaris sonication, 10 μl of each sample was run on a 1.5% agarose gel to verify fragment size. Samples were then centrifuged at 12,500x*g* for 10 min at room temperature. The supernatant was transferred to a fresh microfuge tube. 65 μl of protease inhibitor cocktail (1 tablet dissolved in 500 μl, 20 × concentrated) (Roche, cat. no. 11 873 580 001) were added in each sample as well as 3 μl of antibody (anti-histone H3 pan-monoclonal antibody, cat no. 05–928, or anti-trimethyl-histone H3 (Lys27) polyclonal antibody, cat no. 07–449, both with broad spectrum species specifically form Millipore Corp, Temecula CA USA). The DNA-antibody mixture was incubated overnight on a rotator at 4°C. The following day, magnetic beads (ChIP-Grade protein G magnetic beads, Cell Signaling 9006) were pre-washed as follows: the beads were resuspended in the vial, then 30 μl per sample was transferred to a microfuge tube. The same volume of Washing Buffer (at least 1 ml) was added and the bead sample was resuspended. The tube was then placed into a magnetic rack for 1–2 min and the supernatant was discarded. The tube was removed from the magnetic rack and the beads were washed once. The washed beads were resuspended in the same volume of IP buffer as the initial volume of beads. 30 μl of beads were added to each DNA-antibody mixture from the overnight incubation, then incubated for 2 h on a rotator at 4°C. After the incubation, the bead-antibody-DNA complex was washed three times with IP buffer as follows: the tube was placed into a magnetic rack for 1–2 min and the supernatant was discarded, then washed with IP buffer 3 times. The washed bead-antibody-DNA solution was then resuspended in 300 μl of digestion buffer (1 M Tris HCI, pH 8.0, 0.5 M EDTA, 10% SDS) and 3 μl proteinase K (20 g/ml). The sample was incubated for 3 h on a rotator at 56°C. After incubation the samples were extracted with Phenol-Chloroform-Isoamylalcohol and precipitated with 2 μl of Glycoblue (20 mg/ml), a one-tenth volume of 3 M sodium acetate and two volumes of ethanol overnight at −20°C.

The precipitate was centrifuged at 18,000x*g* for 30 min at 4°C and the supernatant was removed, while not disturbing the pellet. The pellet was washed with 500 μl cold 70% ethanol, then centrifuged again at 18,000x*g* for 10 min at 4°C and the supernatant was discarded. The tube was spun briefly to collect residual ethanol to bottom of tube and as much liquid as possible was removed with a gel loading tip. Pellet was air-dried at RT until it looked dry (about 5 min), then resuspended in 20 μl H20. DNA concentration was measured in the Qubit (Life Technologies) with the BR dsDNA kit (Molecular Probes Q32853).

#### MeDIP-Seq/ ChIP-Seq analysis

MeDIP DNA was used to create libraries for next generation sequencing (NGS) using the NEBNext Ultra RNA Library Prep Kit for Illumina (San Diego, CA) starting at step 1.4 of the manufacturer’s protocol to generate double stranded DNA from the single-stranded DNA resulting from MeDIP. After this step the MeDIP DNA, and starting with the ChIP DNA, the manufacturer’s protocol was followed indexing each sample individually with NEBNext Multiplex Oligos for Illumina. The WSU Spokane Genomics Core sequenced the samples on the Illumina HiSeq 2500 at PE50, with a read size of approximately 50 bp and approximately 20 million reads per pool. Ten libraries were run in one lane.

#### Statistics and bioinformatics

The DMR and DHR identification and annotation methods follow those presented in previous published papers [38, 80]. Data quality was assessed using the FastQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and reads were cleaned and filtered to remove adapters and low quality bases using Trimmomatic [81]. The reads for each MeDIP and ChIP sample were mapped to the Rnor 6.0 rat genome using Bowtie2 [82] with default parameter options. The mapped read files were then converted to sorted BAM files using SAMtools [75]. The MEDIPS R package [76] was used to calculate differential coverage between control and exposure sample groups. The reference genome was broken into 1000 bp windows. Only genomic windows with at least an average of 10 reads per sample were kept for subsequent analysis. The edgeR p-value [83] was used to determine the relative difference between the two groups for each genomic window. Windows with an edgeR p-value less than an arbitrarily selected threshold were considered DMRs or DHRs. The DMR/DHR edges were extended until no genomic window with an edgeR p-value less than 0.1 remained within 1000 bp of the DMR/DHR.

DMRs and DHRs were annotated using the biomaRt R package [84] to access the Ensembl database [85]. The genes that associated with DMRs/DHRs were then input into the KEGG pathway search [86, 87] to identify associated pathways. The DMR/DHR associated genes were then automatically sorted into functional groups using information provided by the DAVID [88] and Panther [89] databases incorporated into an internal curated database (www.skinner.wsu.edu under genomic data). All molecular data has been deposited into the public database at NCBI (GEO # GSE156530) and R code computational tools available at GitHub (https://github.com/skinnerlab/MeDIP-seq) and www.skinner.wsu.edu.

## Supporting information

S1 Fig DMR genomic features. The number of DMRs at different CpG densities. All DMRs at a p-value threshold of p<1e-04 are shown. **(A)** Lean phenotype DMR CpG density; **(B)** Lean phenotype DMR length; **(C)** Kidney disease DMR CpG density; **(D)** Kidney disease DMR length; **(E)** Testis disease DMR CpG density; **(F)** Testis disease DMR length; **(G)** Late puberty DMR CpG density; **(H)** Late puberty DMR length; **(I)** Multiple disease DMR CpG density; and **(J)** Multiple disease DMR length.
(PDF) Click here for additional data file.

S2 Fig DMR principal component analysis (PCA). The first two principal components used. The underlying data is the RPKM read depth for DMR associated genomic windows. **(A)** Lean phenotype DMRs PCA; **(B)** Kidney disease DMRs PCA; **(C)** Testis disease DMRs PCA; **(D)** Late puberty DMRs PCA; and **(E)** Multiple disease DMRs PCA.
(PDF) Click here for additional data file.

S3 Fig DHR genomic features. The number of DHRs at different CpG densities. All DHRs at a p-value threshold of 1e-04 are shown. **(A)** Atrazine versus control DHR CpG density; **(B)** Atrazine versus control DHR lengths; **(C)** Lean phenotype DHR CpG density; **(D)** Lean phenotype DHR length; **(E)** Kidney disease DHR CpG density; **(F)** Kidney disease DHR length; **(G)** Testis disease DHR CpG density; **(H)** Testis disease DHR length; **(I)** Late puberty DHR CpG density; **(J)** Late puberty DHR length; **(K)** Multiple disease DHR CpG density; and **(L)** Multiple disease DHR length.
(PDF) Click here for additional data file.

S4 Fig DHR principal component analysis (PCA). The first two principal components used. The underlying data is the RPKM read depth for DHR genomic windows. **(A)** Lean phenotype DHRs PCA; **(B)** Kidney disease DHRs PCA; **(C)** Testes disease DHRs PCA; **(D)** Late puberty DHRs PCA; and **(E)** Multiple disease DHRs PCA.
(PDF) Click here for additional data file.

S5 Fig Transgenerational atrazine versus control lineage DHRs. **(A)** DHRs identified at various edgeR p-value thresholds for All Window (1 kb) and Multiple Window (≥2 nearby 1 kb) with the DHR numbers presented. The DHRs at p<1e-04 were selected for subsequent analysis. **(B)** DHR chromosomal locations with red arrowhead indicating location of DHRs and black box DHR clusters and different chromosome numbers versus chromosome size (megabase). **(C)** DHR CpG density for number of DHRs per number of CpG/100 bp. **(D)** DHR length with number of DHR versus DHR length (kb). **(E)** Principal component analysis (PCA) of DHR read depths for principal components 1 and 2 for control and autism DHRs.
(PDF) Click here for additional data file.

S6 Fig Venn diagram DMR and DHR overlaps. **(A)** DMR overlaps with disease DMRs at p<1e-04 and all different diseases DMR overlaps at p<0.05 (All). **(B)** DHR overlaps at p<1e-04 and all different diseases DHR overlaps at p<0.05 (All).
(PDF) Click here for additional data file.

S7 Fig Epimutation associated KEGG gene pathways. **(A)** DMR associated gene pathways for each disease DMR data set. **(B)** DHR associated gene pathways for each disease DHR data set. The pathway and number of associated DMR or DHR in brackets indicated.
(PDF) Click here for additional data file.

S1 Table Individual animal pathology. F3 generation control lineage males pathology. The individual animals for the atrazine control lineage males are listed and a (+) indicates presence of disease and (-) absence of disease. The statistical increase in the atrazine lineage males was determined with a comparison of these control lineage pathology data.
(PDF) Click here for additional data file.

S2 Table DMR site list lean p<1e-04. DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S3 Table DMR site list kidney p<1e-04. DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S4 Table DMR site list testis p<1e-04. DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S5 Table DMR site list puberty p<1e-04. DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S6 Table DMR site list multiple p<1e-04. DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S7 Table DHR site list lean p<1e-05. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S8 Table DHR site list kidney p<1e-04. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S9 Table DHR site list testis p<1e-04. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S10 Table DHR site list puberty p<1e-04. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S11 Table DHR site list multiple p<1e-04. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

S12 Table Atrazine versus control F3 generation lineage sperm DHRs. DHR site list for atrazine versus control sperm DHRs at p<1e-04. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.
(PDF) Click here for additional data file.

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380

**A** Lean Phenotype DMR CpG Density

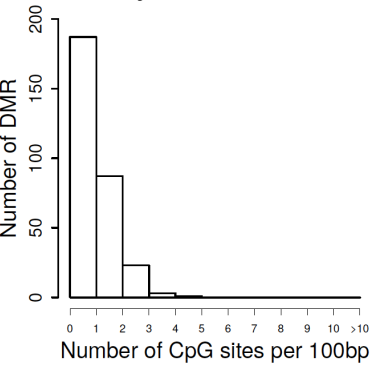

**B** Lean Phenotype DMR Length

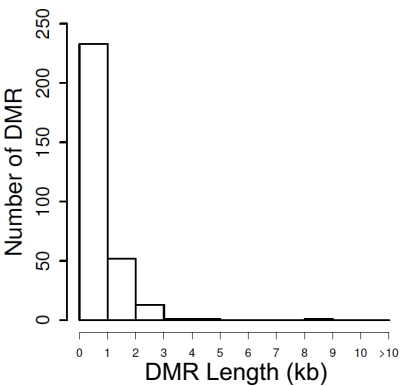

**C** Kidney Disease DMR CpG Density

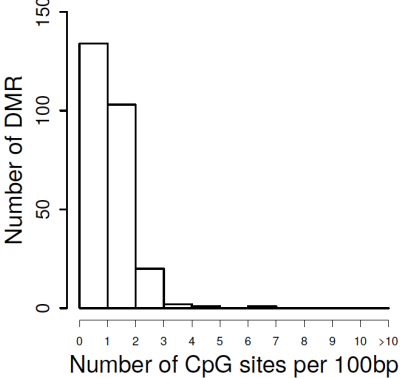

**D** Kidney Disease DMR Length

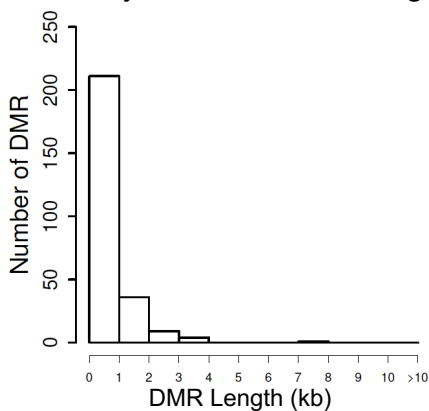

**E** Testis Disease DMR CpG Density

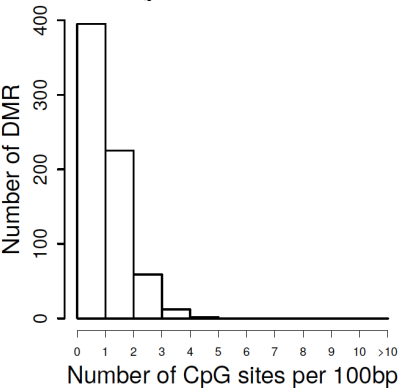

**F** Testis Disease DMR Length

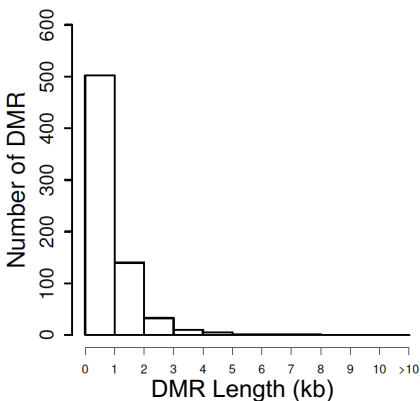

**G** Late Puberty DMR CpG Density

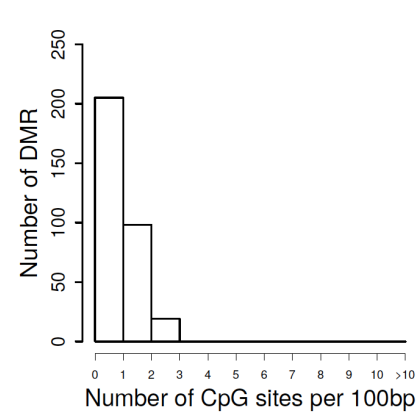

**H** Late Puberty DMR Length

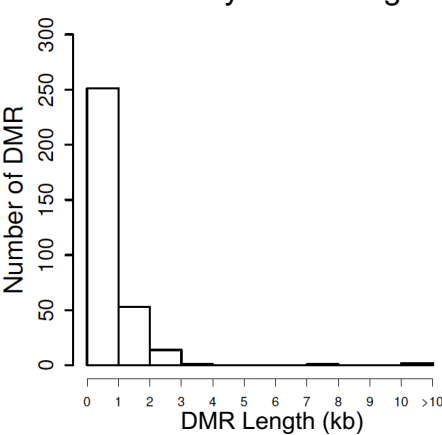

**I** Multiple Disease DMR CpG Density

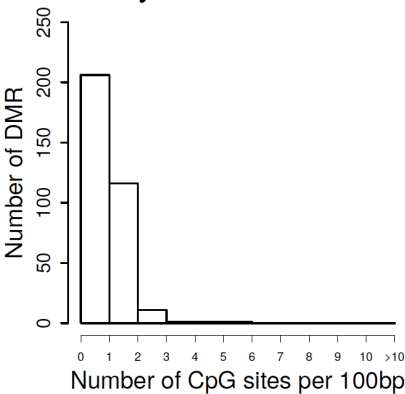

**J** Multiple Disease DMR Length

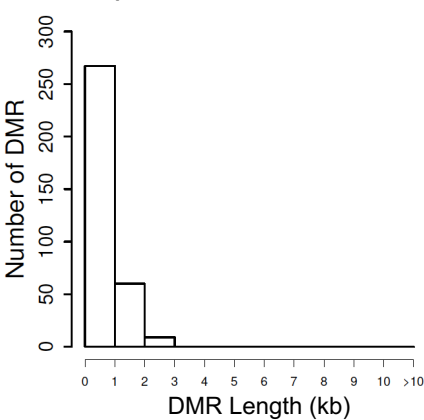

**Supplement:** S1 Fig — The number of DMRs at different CpG densities. All DMRs at a p-value threshold of p<1e-04 are shown. (A) Lean phenotype DMR CpG density; (B) Lean phenotype DMR length; (C) Kidney disease DMR CpG density; (D) Kidney disease DMR length; (E) Testis disease DMR CpG density; (F) Testis disease DMR length; (G) Late puberty DMR CpG density; (H) Late puberty DMR length; (I) Multiple disease DMR CpG density; and (J) Multiple disease DMR length.

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380

Supplemental Figure S2 (Color) DMR Principal Component Analysis

A Lean Phenotype DMR biomarkers

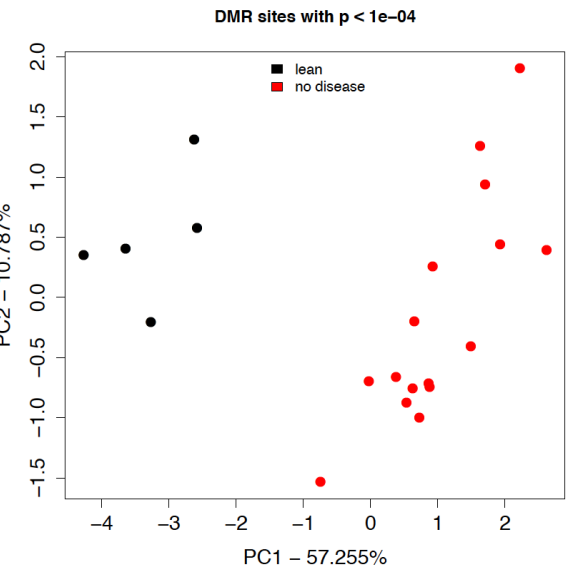

B Kidney disease DMR biomarkers

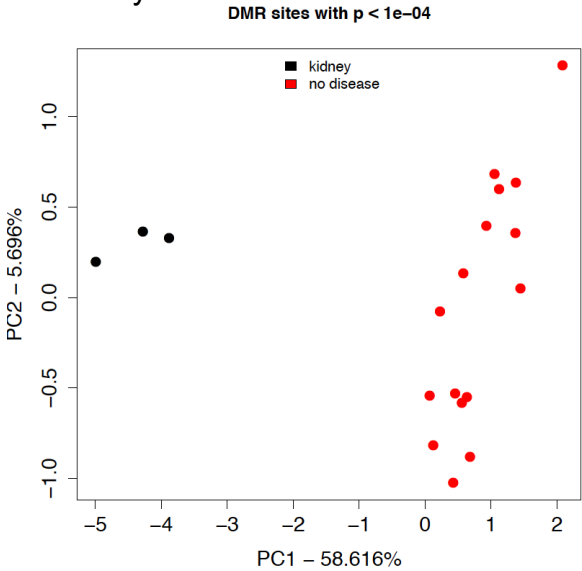

C Testis disease DMR biomarkers

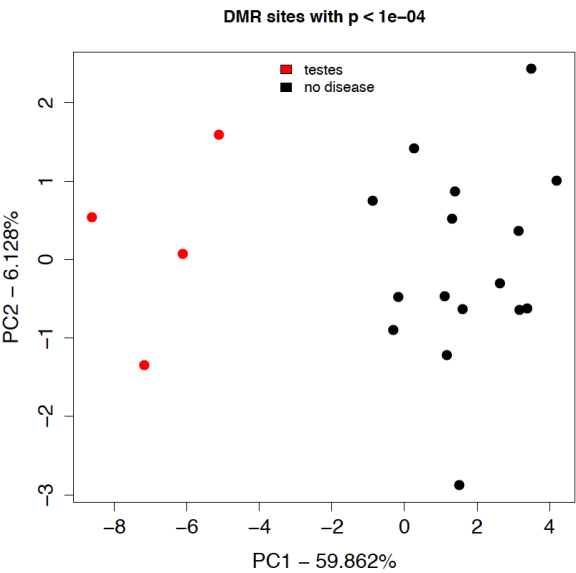

D Late Puberty DMR biomarkers

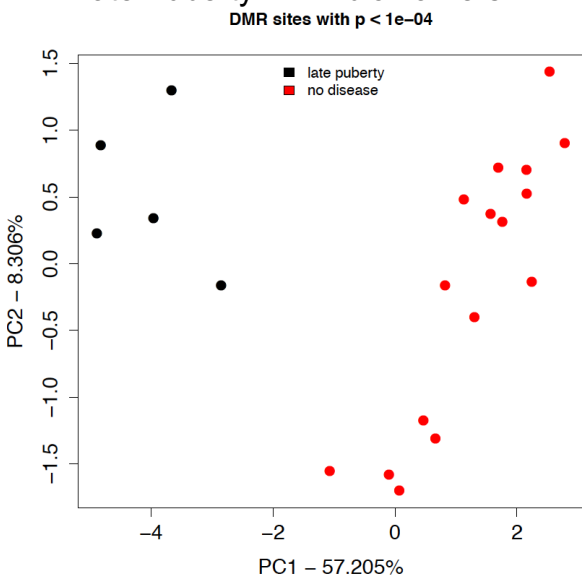

E Multiple disease DMR biomarkers

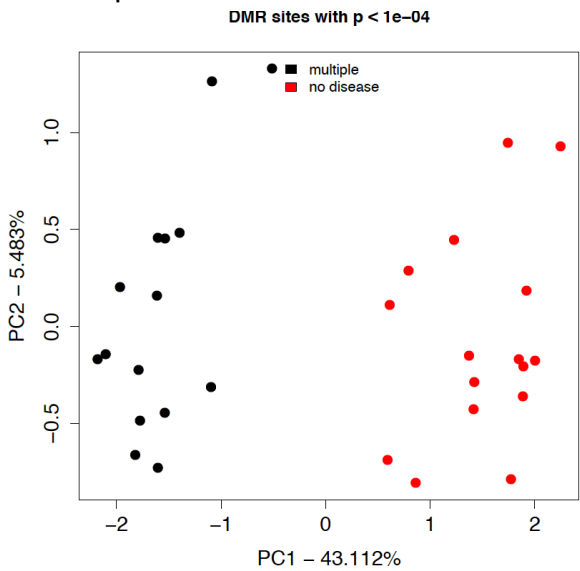

**Supplement:** S2 Fig — The first two principal components used. The underlying data is the RPKM read depth for DMR associated genomic windows. (A) Lean phenotype DMRs PCA; (B) Kidney disease DMRs PCA; (C) Testis disease DMRs PCA; (D) Late puberty DMRs PCA; and (E) Multiple disease DMRs PCA.

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380

# Supplemental Figure S3

## DHR Genomic Features

**A** Lean Phenotype DHR CpG Density

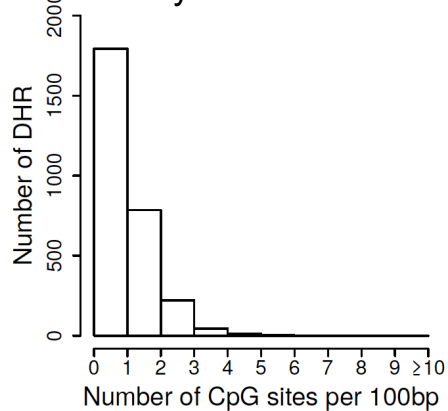

**B** Lean Phenotype DHR Length

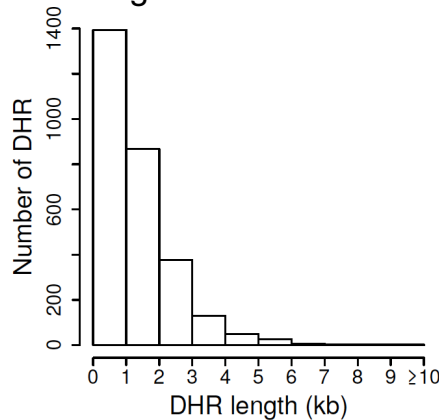

**C** Kidney Disease DHR CpG Density

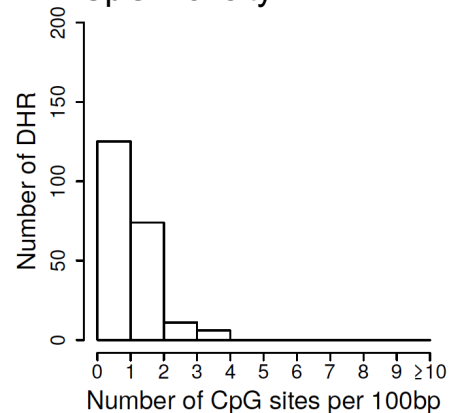

**D** Kidney Disease DHR Length

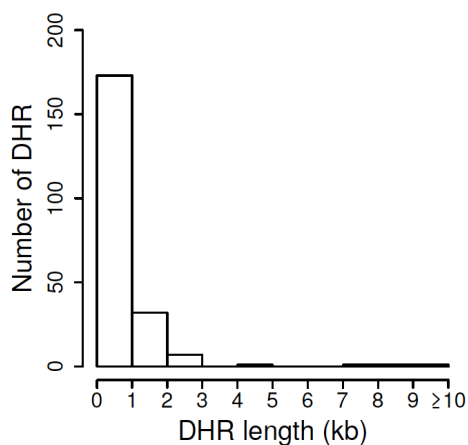

**E** Testis Disease DHR CpG Density

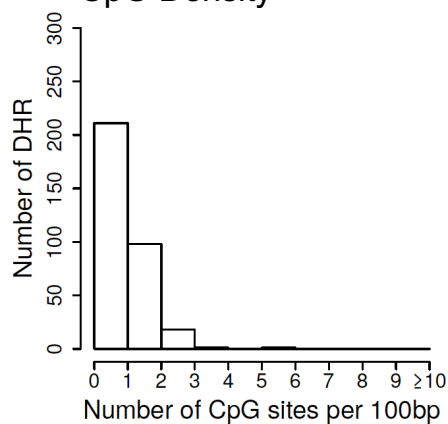

**F** Testis Disease DHR Length

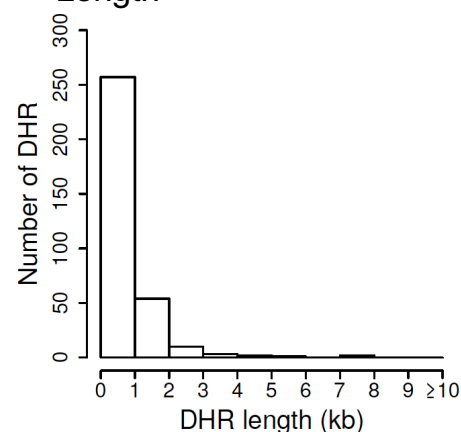

**G** Late Puberty DHR CpG Density

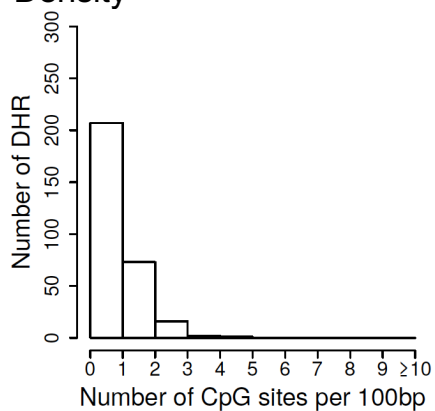

**H** Late Puberty DHR Length

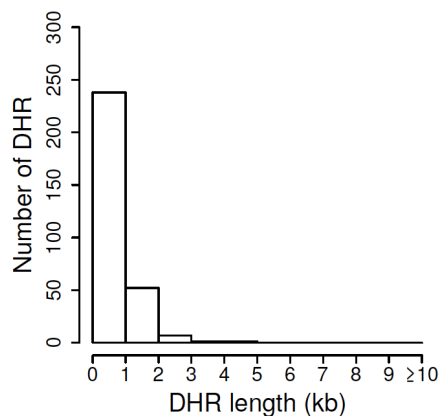

**I** Multiple Disease DHR CpG Density

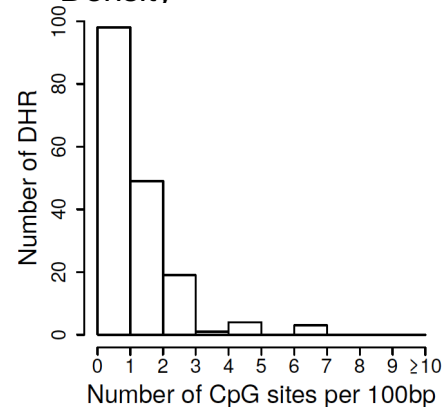

**J** Multiple Disease DHR Length

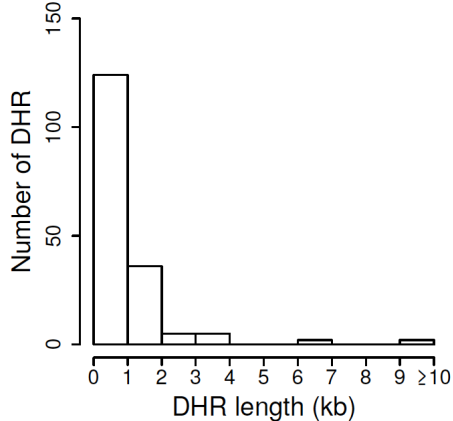

**Supplement:** S3 Fig — The number of DHRs at different CpG densities. All DHRs at a p-value threshold of 1e-04 are shown. (A) Atrazine versus control DHR CpG density; (B) Atrazine versus control DHR lengths; (C) Lean phenotype DHR CpG density; (D) Lean phenotype DHR length; (E) Kidney disease DHR CpG density; (F) Kidney disease DHR length; (G) Testis disease DHR CpG density; (H) Testis disease DHR length; (I) Late puberty DHR CpG density; (J) Late puberty DHR length; (K) Multiple disease DHR CpG density; and (L) Multiple disease DHR length.

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380

Supplemental Figure S4 (Color) DHR Principal Component Analysis

A Lean phenotype DHR biomarkers

DHR sites with  $p < 1e-04$

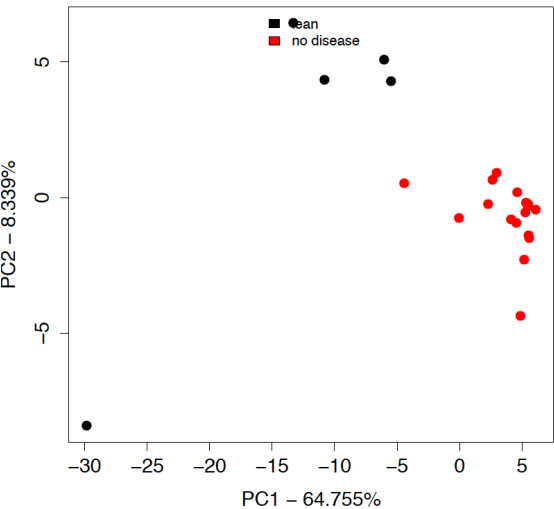

B Kidney disease DHR biomarkers

DHR sites with  $p < 1e-04$

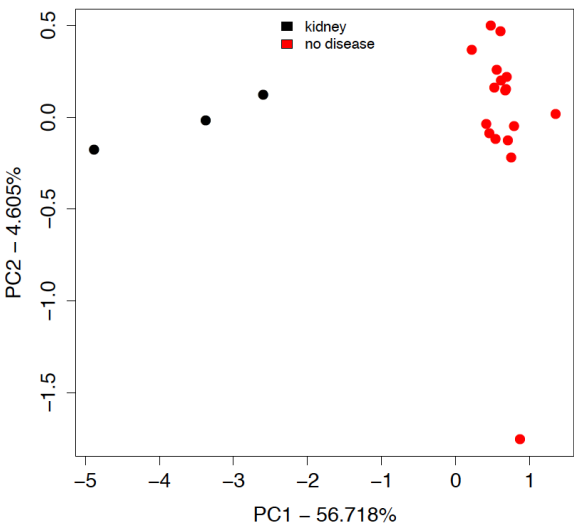

C Testis disease DHR biomarkers

DHR sites with  $p < 1e-04$

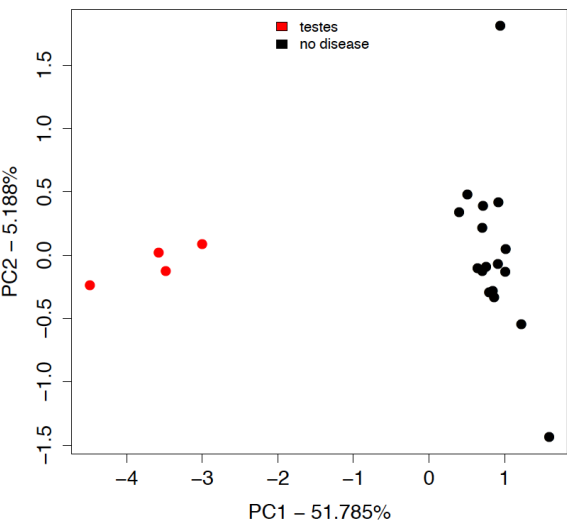

D Late puberty DHR biomarkers

DHR sites with  $p < 1e-04$

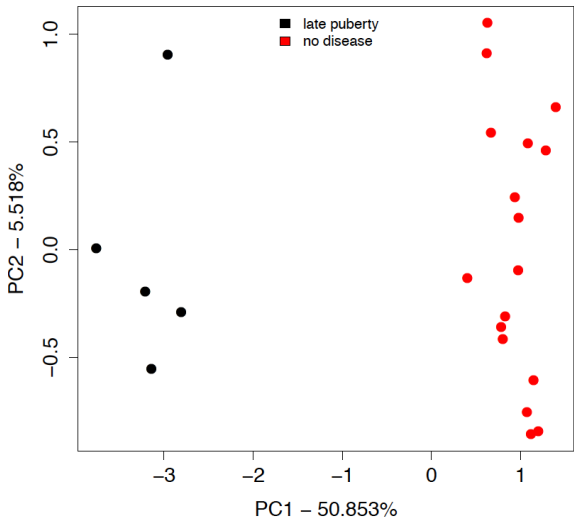

E Multiple disease DHR biomarkers

DHR sites with  $p < 1e-04$

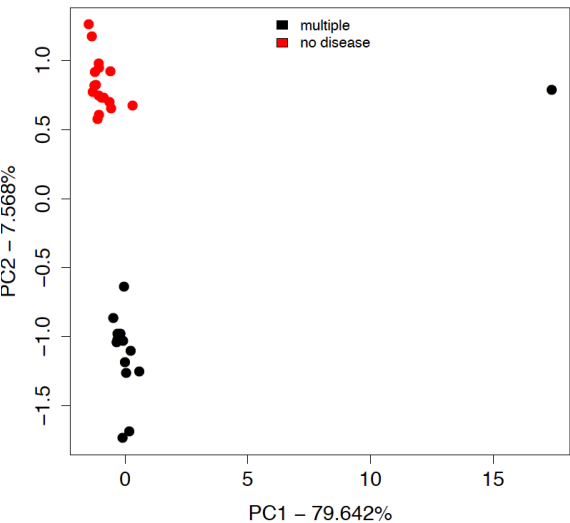

**Supplement:** S4 Fig — The first two principal components used. The underlying data is the RPKM read depth for DHR genomic windows. (A) Lean phenotype DHRs PCA; (B) Kidney disease DHRs PCA; (C) Testes disease DHRs PCA; (D) Late puberty DHRs PCA; and (E) Multiple disease DHRs PCA.

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380

A Atrazine versus Control DHRs

| p-value             | All Window | Multiple Window |   |    |  |
|---------------------|------------|-----------------|---|----|--|
| 0.001               | 5616       | 176             |   |    |  |
| <b>1e-04</b>        | <b>786</b> | <b>18</b>       |   |    |  |
| 1e-05               | 130        | 7               |   |    |  |
| 1e-06               | 28         | 2               |   |    |  |
| 1e-07               | 2          | 0               |   |    |  |
| Significant windows | 1          | 2               | 3 | ≥5 |  |
| Number of DMR       | 768        | 11              | 3 | 4  |  |

B DHR Chromosomal Locations  
Atrazine versus Control DHR

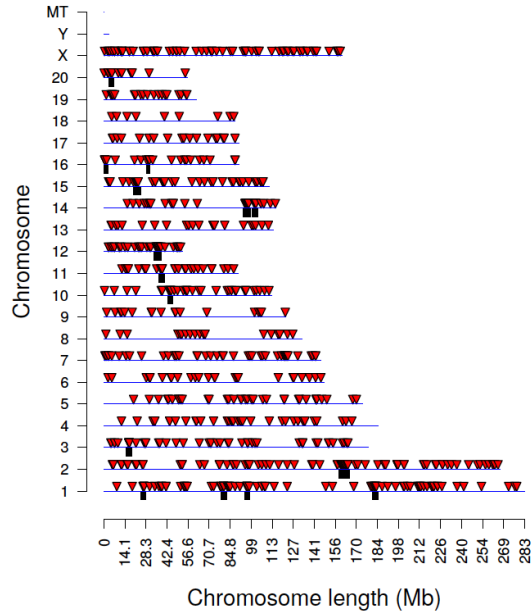

C DHR CpG Density

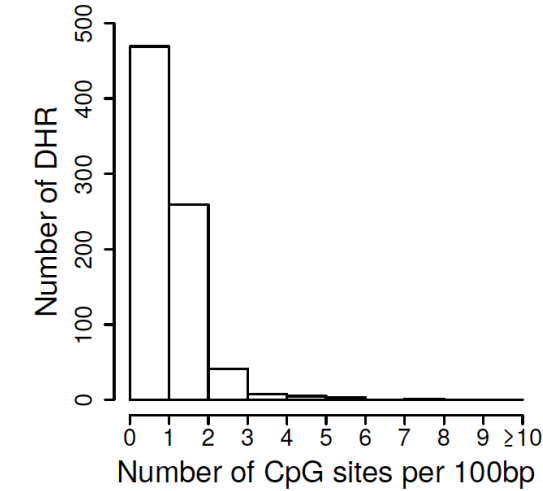

D DHR Length

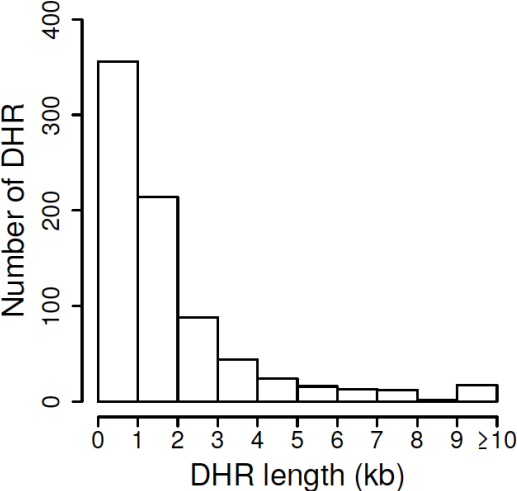

E Atrazine versus Control DHRs PCA

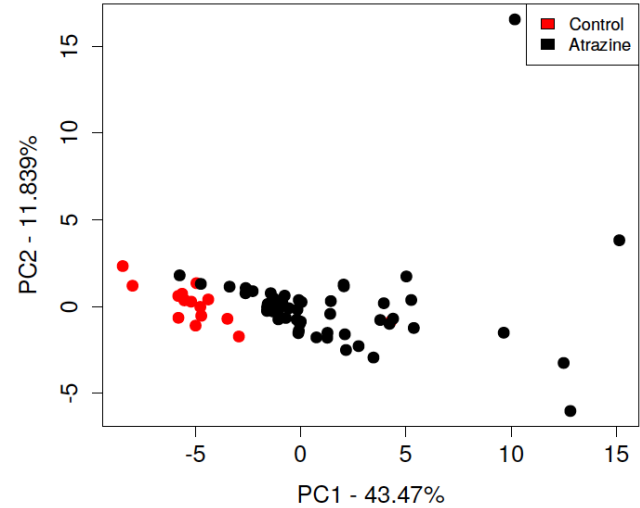

**Supplement:** S5 Fig — (A) DHRs identified at various edgeR p-value thresholds for All Window (1 kb) and Multiple Window (≥2 nearby 1 kb) with the DHR numbers presented. The DHRs at p<1e-04 were selected for subsequent analysis. (B) DHR chromosomal locations with red arrowhead indicating location of DHRs and black box DHR clusters and different chromosome numbers versus chromosome size (megabase). (C) DHR CpG density for number of DHRs per number of CpG/100 bp. (D) DHR length with number of DHR versus DHR length (kb). (E) Principal component analysis (PCA) of DHR read depths for principal components 1 and 2 for control and autism DHRs.

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380

Supplemental Figure S6  
**A** DMR Venn Diagram Overlaps with  $p < 0.05$  Overlaps

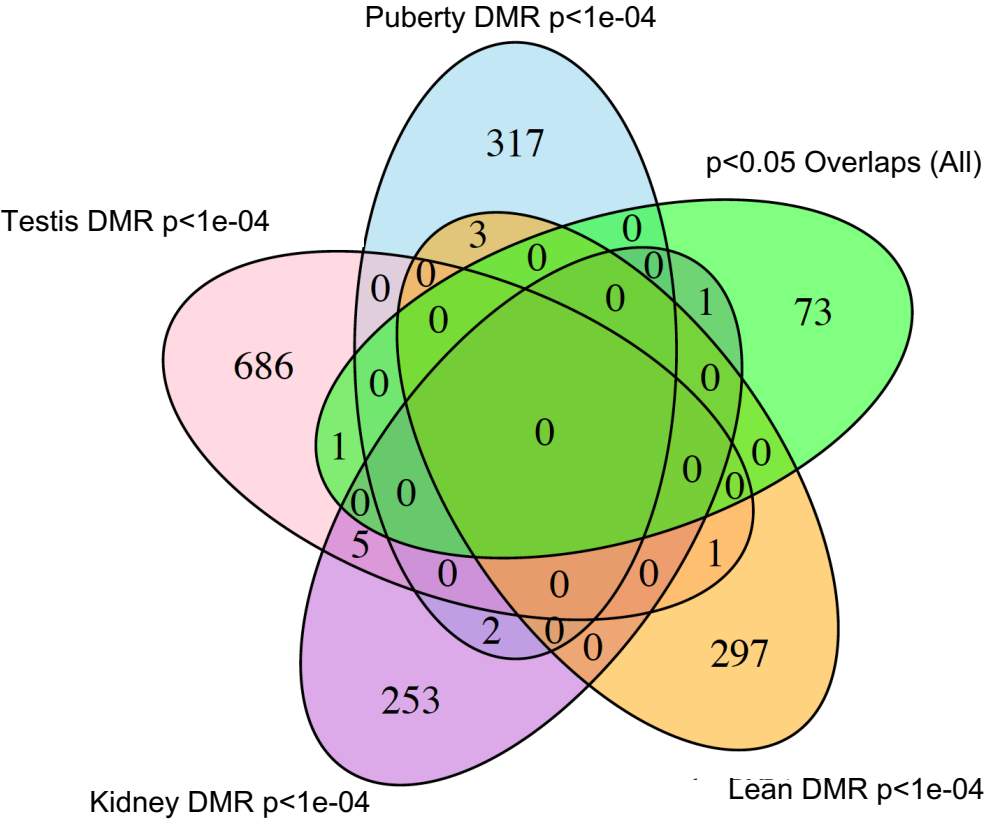

**B** DHR Venn Diagram Overlaps with  $p < 0.05$  Overlaps

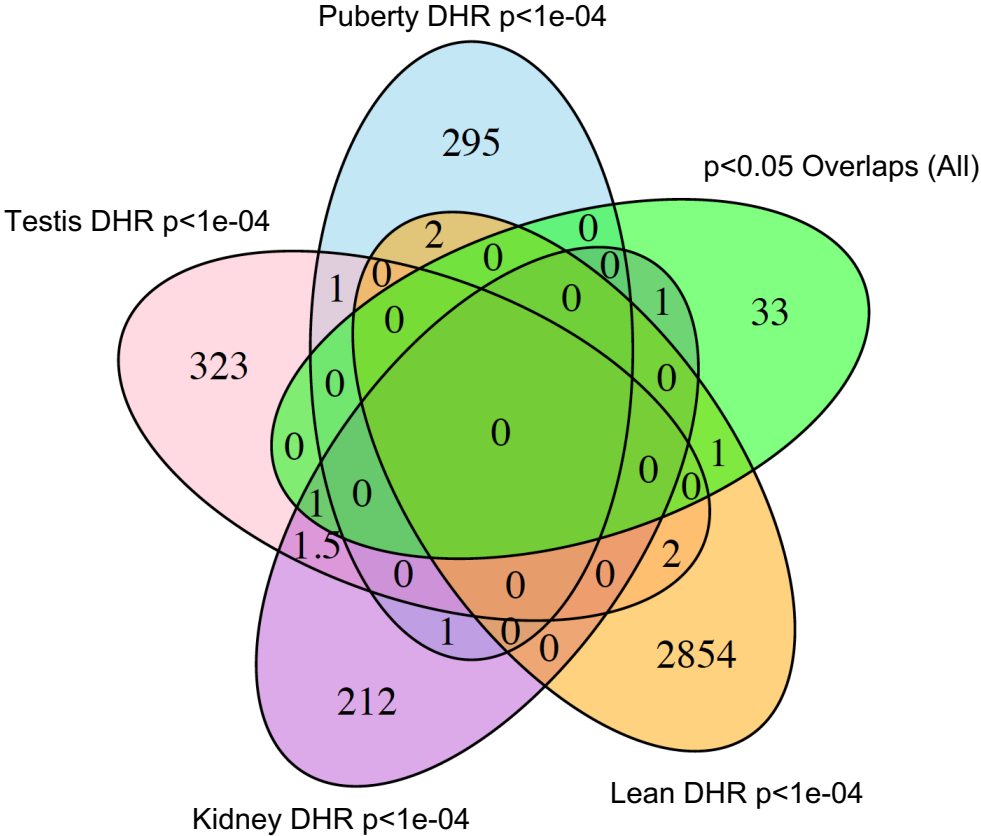

**Supplement:** S6 Fig — (A) DMR overlaps with disease DMRs at p<1e-04 and all different diseases DMR overlaps at p<0.05 (All). (B) DHR overlaps at p<1e-04 and all different diseases DHR overlaps at p<0.05 (All).

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S7 Fig — (A) DMR associated gene pathways for each disease DMR data set. (B) DHR associated gene pathways for each disease DHR data set. The pathway and number of associated DMR or DHR in brackets indicated.

Gene Pathways

(A) DMR Associated Gene Pathways

Atrazine DMRs 1e-07

- rno01100 Metabolic pathways (52)
- rno05200 Pathways in cancer (19)
- rno05165 Human papillomavirus infection (19)
- rno04144 Endocytosis (18)
- rno04360 Axon guidance (15)

Lean DMRs 1e-04

- rno01100 Metabolic pathways (12)
- rno04724 Glutamatergic synapse (5)
- rno04740 Olfactory transduction (5)
- rno04514 Cell adhesion molecules (CAMs) (4)
- rno04934 Cushing syndrome (3)

Kidney Disease DMRs 1e-04

- rno01100 Metabolic pathways (11)
- rno05170 Human immunodeficiency virus 1 infection (6)
- rno04723 Retrograde endocannabinoid signaling (4)
- rno05169 Epstein-Barr virus infection (4)
- rno05161 Hepatitis B (4)

Testis Disease DMRs 1e-04

- rno05200 Pathways in cancer (17)
- rno01100 Metabolic pathways (17)
- rno04144 Endocytosis (13)
- rno05165 Human papillomavirus infection (11)
- rno04740 Olfactory transduction (11)

Puberty DMRs 1e-04

- rno01100 Metabolic pathways (15)
- rno04072 Phospholipase D signaling pathway (5)
- rno04024 cAMP signaling pathway (5)
- rno05032 Morphine addiction (4)
- rno04530 Tight junction (4)

Multiple Disease DMRs 1e-04

- rno01100 Metabolic pathways (9)
- rno04915 Estrogen signaling pathway (8)
- rno04080 Neuroactive ligand-receptor interaction (7)
- rno04010 MAPK signaling pathway (6)
- rno04724 Glutamatergic synapse (6)

(B) DHR Associated Gene Pathways

Atrazine DHRs 1e-04

- rno01100 Metabolic pathways (24)
- rno05165 Human papillomavirus infection (17)
- rno05200 Pathways in cancer (16)
- rno05167 Kaposi sarcoma-associated herpesvirus infection (16)
- rno05169 Epstein-Barr virus infection (15)

Lean DHRs 1e-05

- rno01100 Metabolic pathways (22)
- rno04740 Olfactory transduction (11)
- rno05200 Pathways in cancer (10)
- rno04360 Axon guidance (9)
- rno04723 Retrograde endocannabinoid signaling (8)

Kidney Disease DHRs 1e-04

- rno01100 Metabolic pathways (8)
- rno05200 Pathways in cancer (5)
- rno05203 Viral carcinogenesis (4)
- rno04151 PI3K-Akt signaling pathway (4)
- rno05161 Hepatitis B (3)

Testis Disease DHRs 1e-04

- rno01100 Metabolic pathways (11)
- rno04360 Axon guidance (8)
- rno04724 Glutamatergic synapse (6)
- rno05200 Pathways in cancer (6)
- rno04725 Cholinergic synapse (6)

Puberty DHRs 1e-04

- rno01100 Metabolic pathways (9)
- rno04010 MAPK signaling pathway (4)
- rno04722 Neurotrophin signaling pathway (4)
- rno04080 Neuroactive ligand-receptor interaction (3)
- rno04740 Olfactory transduction (3)

Multiple Disease DHRs 1e-04

- rno05165 Human papillomavirus infection (5)
- rno05202 Transcriptional misregulation in cancer (4)
- rno01100 Metabolic pathways (4)
- rno04514 Cell adhesion molecules (CAMs) (4)
- rno04380 Osteoclast differentiation (3)

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S1 Table — F3 generation control lineage males pathology. The individual animals for the atrazine control lineage males are listed and a (+) indicates presence of disease and (-) absence of disease. The statistical increase in the atrazine lineage males was determined with a comparison of these control lineage pathology data.

**Supplemental Table S1 Individual Animal Pathology**  
**F3 Generation Control Lineage Males**

|             |           | Puberty |      | Testes | Prostate | Kidney | Lean | Obese | Tumor | Multiple | Total |
|-------------|-----------|---------|------|--------|----------|--------|------|-------|-------|----------|-------|
|             | Sample ID | Early   | Late |        |          |        |      |       |       |          |       |
| CM1         | M15       | -       | -    | -      | -        | -      | -    | +     | -     | -        | 1     |
| CM2         | M13       | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM3         | M14       | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM4         | M18       | -       | -    |        | -        | -      | -    | -     | -     | -        |       |
| CM5         | M16       | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM6         | M17       | -       | -    |        | -        | +      | +    | -     | -     | +        | 2     |
| CM7         |           | -       | -    | -      | -        | -      | +    | -     | -     | -        | 1     |
| CM8         |           | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM9         |           | -       | -    | -      | -        | -      | +    | -     | -     | -        | 1     |
| CM10        |           | -       | -    | -      | -        | -      | +    | -     | -     | -        | 1     |
| CM11        |           | -       | -    | -      | -        | -      |      | -     | -     | -        |       |
| CM12        |           | -       | -    | +      | +        | -      | -    | -     | -     | +        | 2     |
| CM13        |           | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM14        |           | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM16        | M1        | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| GCM17       | M2        | -       | -    |        |          |        |      | -     | -     | -        |       |
| CM17        | M3        | -       | +    | -      | -        | -      | -    | +     | -     | +        | 2     |
| CM18        | M4        | -       | +    | -      | -        | -      | -    | -     | -     | -        | 1     |
| CM19        | M5        | -       | -    | -      | -        | -      | -    | +     | -     | -        | 1     |
| CM20        |           | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM21        | M6        | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM22        | M7        | -       | -    | -      | -        | +      | -    | -     | -     | -        | 1     |
| CM23        | M10       | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM24        | M8        | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM25        | M9        | -       | -    | -      | -        | -      | -    | -     | -     | -        |       |
| CM26        | M11       | -       | -    | -      | -        | -      | -    | +     | -     | -        | 1     |
| CM27        | M12       | -       | -    | -      | -        | -      | -    |       | -     | -        | 0     |
| # affected  |           | 0       | 2    | 1      | 1        | 2      | 4    | 4     | 0     | 3        |       |
| # evaluated |           | 27      | 27   | 24     | 26       | 26     | 25   | 26    | 27    |          |       |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S2 Table — DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S2**  
**DMR Site List Lean p<1e-04**

|                |    |           |           |      |   |          |            |    |      |                               |               |
|----------------|----|-----------|-----------|------|---|----------|------------|----|------|-------------------------------|---------------|
| DMR18:72859001 | 18 | 72859001  | 72860000  | 1000 | 1 | 1.39E-05 | -0.8244131 | 14 | 1.4  |                               |               |
| DMR19:209001   | 19 | 209001    | 210000    | 1000 | 1 | 7.54E-05 | -0.9830732 | 8  | 0.8  | LOC108348293                  |               |
| DMR19:42053001 | 19 | 42053001  | 42054000  | 1000 | 1 | 6.10E-05 | 0.7609243  | 11 | 1.1  | Pkd1l3                        |               |
| DMR19:59087001 | 19 | 59087001  | 59088000  | 1000 | 1 | 4.27E-05 | 0.7978158  | 13 | 1.3  |                               |               |
| DMR20:13324001 | 20 | 13324001  | 13325000  | 1000 | 1 | 8.91E-05 | -1.1880511 | 11 | 1.1  |                               |               |
| DMR20:16478001 | 20 | 16478001  | 16480000  | 2000 | 1 | 4.99E-05 | -1.1645507 | 19 | 0.95 |                               |               |
| DMR20:18237001 | 20 | 18237001  | 18238000  | 1000 | 1 | 2.42E-05 | -1.2677377 | 30 | 3    |                               |               |
| DMR20:19216001 | 20 | 19216001  | 19217000  | 1000 | 1 | 9.75E-05 | -1.3000725 | 20 | 2    |                               |               |
| DMR20:31107001 | 20 | 31107001  | 31109000  | 2000 | 1 | 2.11E-05 | -0.9964676 | 26 | 1.3  | Lrrc20                        | Development   |
| DMR20:44016001 | 20 | 44016001  | 44017000  | 1000 | 1 | 8.55E-05 | -1.1188359 | 1  | 0.1  |                               |               |
| DMR20:45313001 | 20 | 45313001  | 45315000  | 2000 | 1 | 3.60E-07 | -0.8789464 | 30 | 1.5  | Rpf2                          | Transcription |
| DMR20:49653001 | 20 | 49653001  | 49654000  | 1000 | 1 | 1.97E-05 | -1.262635  | 19 | 1.9  |                               |               |
| DMR20:50616001 | 20 | 50616001  | 50617000  | 1000 | 1 | 5.25E-05 | -1.1962739 | 23 | 2.3  |                               |               |
| DMR20:56180001 | 20 | 56180001  | 56183000  | 3000 | 1 | 7.64E-05 | -0.8543206 | 90 | 3    | 5_8S_rRNA;AABR07045678.1;Cd99 |               |
| DMRX:3938001   | X  | 3938001   | 3939000   | 1000 | 1 | 3.40E-05 | -1.1359343 | 8  | 0.8  |                               |               |
| DMRX:7160001   | X  | 7160001   | 7161000   | 1000 | 1 | 7.72E-05 | 0.7815561  | 3  | 0.3  |                               |               |
| DMRX:11626001  | X  | 11626001  | 11627000  | 1000 | 1 | 1.08E-05 | 0.7977537  | 15 | 1.5  |                               |               |
| DMRX:11802001  | X  | 11802001  | 11803000  | 1000 | 1 | 4.57E-05 | -0.9249072 | 11 | 1.1  |                               |               |
| DMRX:50872001  | X  | 50872001  | 50873000  | 1000 | 1 | 9.42E-05 | -0.8374812 | 5  | 0.5  |                               |               |
| DMRX:79212001  | X  | 79212001  | 79213000  | 1000 | 1 | 6.66E-05 | -0.7351413 | 8  | 0.8  |                               |               |
| DMRX:79615001  | X  | 79615001  | 79616000  | 1000 | 1 | 5.15E-05 | -1.1019625 | 3  | 0.3  |                               |               |
| DMRX:88614001  | X  | 88614001  | 88616000  | 2000 | 1 | 6.84E-05 | 0.5817764  | 7  | 0.35 |                               |               |
| DMRX:124247001 | X  | 124247001 | 124248000 | 1000 | 1 | 7.71E-06 | 0.7895461  | 6  | 0.6  | Rhox12                        |               |
| DMRX:127939001 | X  | 127939001 | 127940000 | 1000 | 1 | 3.32E-05 | 0.742748   | 8  | 0.8  |                               |               |
| DMRX:149565001 | X  | 149565001 | 149566000 | 1000 | 1 | 7.21E-05 | 0.6489092  | 4  | 0.4  |                               |               |
| DMRX:150187001 | X  | 150187001 | 150188000 | 1000 | 1 | 8.94E-05 | -0.7802851 | 6  | 0.6  |                               |               |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S3 Table — DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S3**  
**DMR Site List Kidney Disease p<1e-04**

|                |    |           |           |      |   |          |            |    |     |                               |                      |
|----------------|----|-----------|-----------|------|---|----------|------------|----|-----|-------------------------------|----------------------|
| DMR20:9867001  | 20 | 9867001   | 9868000   | 1000 | 1 | 1.60E-05 | -0.7152167 | 5  | 0.5 | Tff2                          | Signaling            |
| DMR20:11561001 | 20 | 11561001  | 11562000  | 1000 | 1 | 7.94E-05 | -1.4282447 | 17 | 1.7 | RGD1561557;AABR0704458<br>3.1 | EST                  |
| DMR20:24781001 | 20 | 24781001  | 24782000  | 1000 | 1 | 5.53E-05 | -1.4672986 | 8  | 0.8 |                               |                      |
| DMR20:29868001 | 20 | 29868001  | 29870000  | 2000 | 1 | 3.16E-05 | -1.0709268 | 34 | 1.7 | Cdh23                         | Extracellular Matrix |
| DMRX:36262001  | X  | 36262001  | 36263000  | 1000 | 1 | 5.23E-05 | 1.2067411  | 10 | 1   |                               |                      |
| DMRX:53984001  | X  | 53984001  | 53985000  | 1000 | 1 | 2.53E-05 | 0.9674032  | 8  | 0.8 |                               |                      |
| DMRX:79269001  | X  | 79269001  | 79270000  | 1000 | 1 | 8.94E-05 | -1.2936469 | 25 | 2.5 |                               |                      |
| DMRX:83142001  | X  | 83142001  | 83143000  | 1000 | 1 | 5.47E-05 | 1.1558337  | 5  | 0.5 | Hdx                           | EST                  |
| DMRX:114990001 | X  | 114990001 | 114991000 | 1000 | 1 | 6.70E-05 | 1.0134057  | 7  | 0.7 | Pak3                          | Signaling            |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S4 Table — DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S4**  
**DMR Site List Testis Disease p<1e-04**

|                |    |           |           |      |   |          |            |    |      |                         |                   |
|----------------|----|-----------|-----------|------|---|----------|------------|----|------|-------------------------|-------------------|
| DMR20:11920001 | 20 | 11920001  | 11921000  | 1000 | 1 | 3.46E-05 | -1.2217402 | 21 | 2.1  | AABR07044593.1          |                   |
| DMR20:12001001 | 20 | 12001001  | 12003000  | 2000 | 1 | 9.36E-05 | -0.6602865 | 37 | 1.85 | Adarb1                  | Epigenetic        |
| DMR20:16464001 | 20 | 16464001  | 16465000  | 1000 | 1 | 6.53E-05 | -0.8902909 | 6  | 0.6  |                         |                   |
| DMR20:26529001 | 20 | 26529001  | 26530000  | 1000 | 1 | 6.25E-05 | 0.7733646  | 20 | 2    | AABR07044914.1;Tmem167b | Unknown           |
| DMR20:28613001 | 20 | 28613001  | 28615000  | 2000 | 1 | 3.72E-05 | 0.9111417  | 17 | 0.85 | Sh3rf3                  |                   |
| DMR20:32009001 | 20 | 32009001  | 32011000  | 2000 | 1 | 3.07E-05 | -0.6103511 | 32 | 1.6  | AABR07045032.1          |                   |
| DMR20:38960001 | 20 | 38960001  | 38961000  | 1000 | 1 | 6.05E-05 | 1.1222019  | 10 | 1    | Hsf2;Serinc1            | Signaling;Unknown |
| DMR20:45992001 | 20 | 45992001  | 45993000  | 1000 | 1 | 3.77E-05 | -0.6452822 | 13 | 1.3  | Fig4                    | Signaling         |
| DMR20:53947001 | 20 | 53947001  | 53948000  | 1000 | 1 | 2.79E-05 | 0.7107224  | 11 | 1.1  | Grik2                   | Signaling         |
| DMR20:55081001 | 20 | 55081001  | 55084000  | 3000 | 2 | 5.34E-06 | 1.1526943  | 18 | 0.6  |                         |                   |
| DMR20:55869001 | 20 | 55869001  | 55870000  | 1000 | 1 | 5.62E-06 | -0.858182  | 5  | 0.5  |                         |                   |
| DMRX:269001    | X  | 269001    | 270000    | 1000 | 1 | 6.08E-06 | -1.0546504 | 6  | 0.6  | AABR07036679.1          |                   |
| DMRX:7403001   | X  | 7403001   | 7404000   | 1000 | 1 | 9.81E-05 | 0.6137294  | 12 | 1.2  |                         |                   |
| DMRX:11615001  | X  | 11615001  | 11616000  | 1000 | 1 | 2.01E-05 | -0.9535361 | 11 | 1.1  |                         |                   |
| DMRX:17596001  | X  | 17596001  | 17597000  | 1000 | 1 | 2.37E-05 | 0.8264476  | 7  | 0.7  |                         |                   |
| DMRX:18032001  | X  | 18032001  | 18033000  | 1000 | 1 | 2.70E-05 | 1.0456964  | 7  | 0.7  |                         |                   |
| DMRX:19300001  | X  | 19300001  | 19301000  | 1000 | 1 | 8.57E-05 | 1.0864357  | 4  | 0.4  |                         |                   |
| DMRX:21169001  | X  | 21169001  | 21170000  | 1000 | 1 | 5.76E-05 | -1.0428166 | 10 | 1    | Phf8                    | Cell Cycle        |
| DMRX:41586001  | X  | 41586001  | 41587000  | 1000 | 1 | 6.45E-05 | 0.9095375  | 8  | 0.8  |                         |                   |
| DMRX:59498001  | X  | 59498001  | 59499000  | 1000 | 1 | 1.94E-05 | 1.046875   | 6  | 0.6  |                         |                   |
| DMRX:70501001  | X  | 70501001  | 70503000  | 2000 | 1 | 5.10E-05 | 0.6918105  | 11 | 0.55 | Kif4a                   | Cytoskeleton      |
| DMRX:79738001  | X  | 79738001  | 79739000  | 1000 | 1 | 9.27E-05 | -1.3639741 | 2  | 0.2  | LOC103690878            |                   |
| DMRX:88448001  | X  | 88448001  | 88449000  | 1000 | 1 | 3.47E-05 | 0.9603048  | 3  | 0.3  |                         |                   |
| DMRX:110626001 | X  | 110626001 | 110627000 | 1000 | 1 | 1.01E-05 | 0.9399365  | 5  | 0.5  |                         |                   |
| DMRX:111704001 | X  | 111704001 | 111705000 | 1000 | 1 | 7.50E-05 | 0.8247611  | 9  | 0.9  |                         |                   |
| DMRX:111779001 | X  | 111779001 | 111780000 | 1000 | 1 | 6.32E-05 | -0.6754169 | 17 | 1.7  |                         |                   |
| DMRX:128851001 | X  | 128851001 | 128852000 | 1000 | 1 | 8.45E-05 | 0.6218717  | 14 | 1.4  |                         |                   |
| DMRX:130617001 | X  | 130617001 | 130618000 | 1000 | 1 | 8.31E-05 | 0.5635119  | 14 | 1.4  | AABR07041451.1          |                   |
| DMRX:138218001 | X  | 138218001 | 138219000 | 1000 | 1 | 7.67E-05 | 0.9875738  | 4  | 0.4  | Rap2c                   | Signaling         |
| DMRX:140697001 | X  | 140697001 | 140698000 | 1000 | 1 | 8.97E-05 | 0.7971748  | 5  | 0.5  |                         |                   |
| DMRX:142903001 | X  | 142903001 | 142904000 | 1000 | 1 | 1.29E-05 | 1.1333234  | 7  | 0.7  |                         |                   |
| DMRX:156030001 | X  | 156030001 | 156032000 | 2000 | 1 | 9.78E-05 | -1.1445418 | 16 | 0.8  |                         |                   |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S5 Table — DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S5**  
**DMR Site List Puberty p<1e-04**

|                |    |           |           |       |   |          |            |     |       |                               |                      |
|----------------|----|-----------|-----------|-------|---|----------|------------|-----|-------|-------------------------------|----------------------|
| DMR16:88003001 | 16 | 88003001  | 88004000  | 1000  | 1 | 4.62E-06 | 0.6981062  | 8   | 0.8   |                               |                      |
| DMR16:88127001 | 16 | 88127001  | 88128000  | 1000  | 1 | 5.68E-05 | -0.8139281 | 8   | 0.8   |                               |                      |
| DMR17:16041001 | 17 | 16041001  | 16044000  | 3000  | 1 | 7.58E-05 | -0.8525884 | 36  | 1.2   | Wnk2                          | Signaling            |
| DMR17:16594001 | 17 | 16594001  | 16595000  | 1000  | 1 | 3.35E-06 | -1.660094  | 9   | 0.9   |                               |                      |
| DMR17:17747001 | 17 | 17747001  | 17748000  | 1000  | 1 | 2.10E-05 | 0.6225104  | 27  | 2.7   |                               |                      |
| DMR17:53399001 | 17 | 53399001  | 53400000  | 1000  | 1 | 3.33E-06 | -1.2824609 | 1   | 0.1   | Hecw1;AABR07028027.1          | Protease             |
| DMR17:55798001 | 17 | 55798001  | 55799000  | 1000  | 1 | 2.28E-06 | -1.6014162 | 7   | 0.7   |                               |                      |
| DMR17:73795001 | 17 | 73795001  | 73796000  | 1000  | 1 | 8.98E-05 | -1.112587  | 6   | 0.6   |                               |                      |
| DMR17:76868001 | 17 | 76868001  | 76869000  | 1000  | 1 | 3.44E-05 | -1.1220655 | 11  | 1.1   | Camk1d                        | Signaling            |
| DMR17:80822001 | 17 | 80822001  | 80823000  | 1000  | 1 | 2.55E-05 | -0.7066377 | 15  | 1.5   | Trdmt1                        | Transcription        |
| DMR17:89385001 | 17 | 89385001  | 89388000  | 3000  | 1 | 2.48E-05 | -0.7755132 | 23  | 0.767 |                               |                      |
| DMR17:89389001 | 17 | 89389001  | 89397000  | 8000  | 2 | 1.18E-06 | -0.6710242 | 64  | 0.8   |                               |                      |
| DMR17:89430001 | 17 | 89430001  | 89445000  | 15000 | 3 | 1.12E-06 | -0.7520237 | 96  | 0.64  | AABR07028872.1                |                      |
| DMR17:89446001 | 17 | 89446001  | 89464000  | 18000 | 4 | 6.00E-08 | -0.7730347 | 115 | 0.639 | AABR07028872.1                |                      |
| DMR17:89466001 | 17 | 89466001  | 89469000  | 3000  | 1 | 4.37E-07 | -0.7250559 | 23  | 0.767 |                               |                      |
| DMR18:2976001  | 18 | 2976001   | 2977000   | 1000  | 1 | 4.69E-05 | -1.3215282 | 12  | 1.2   | AABR07031168.1                |                      |
| DMR18:13711001 | 18 | 13711001  | 13712000  | 1000  | 1 | 1.54E-05 | -1.4480359 | 14  | 1.4   | Nol4                          | Translation          |
| DMR18:16554001 | 18 | 16554001  | 16555000  | 1000  | 1 | 2.22E-06 | -1.0302868 | 16  | 1.6   | Elp2                          | Transcription        |
| DMR18:18453001 | 18 | 18453001  | 18454000  | 1000  | 1 | 4.22E-05 | -1.2578587 | 12  | 1.2   |                               |                      |
| DMR18:23034001 | 18 | 23034001  | 23035000  | 1000  | 1 | 2.08E-05 | -1.3733509 | 17  | 1.7   | Pik3c3                        | Signaling            |
| DMR18:27555001 | 18 | 27555001  | 27557000  | 2000  | 1 | 1.93E-05 | -0.9568318 | 18  | 0.9   | Cdc25c;U6;LOC100363294;Fam53c | Cell Cycle           |
| DMR18:30279001 | 18 | 30279001  | 30280000  | 1000  | 1 | 1.10E-05 | -1.4962182 | 4   | 0.4   | Pcdhb1                        | Extracellular Matrix |
| DMR18:53598001 | 18 | 53598001  | 53599000  | 1000  | 1 | 2.24E-05 | -0.8816391 | 1   | 0.1   |                               |                      |
| DMR18:54496001 | 18 | 54496001  | 54497000  | 1000  | 1 | 6.94E-05 | -0.9411587 | 12  | 1.2   | Chsy3                         | Metabolism           |
| DMR18:56159001 | 18 | 56159001  | 56160000  | 1000  | 1 | 6.83E-05 | -0.9631697 | 12  | 1.2   |                               |                      |
| DMR18:76192001 | 18 | 76192001  | 76193000  | 1000  | 1 | 5.54E-05 | -1.0510845 | 12  | 1.2   |                               |                      |
| DMR18:77197001 | 18 | 77197001  | 77198000  | 1000  | 1 | 4.41E-05 | 0.4908132  | 21  | 2.1   | Nfatc1                        | Transcription        |
| DMR18:79886001 | 18 | 79886001  | 79887000  | 1000  | 1 | 5.21E-05 | -0.9121166 | 24  | 2.4   |                               |                      |
| DMR18:83884001 | 18 | 83884001  | 83885000  | 1000  | 1 | 1.43E-05 | -1.3414639 | 2   | 0.2   |                               |                      |
| DMR18:85028001 | 18 | 85028001  | 85029000  | 1000  | 1 | 9.20E-07 | -1.4918199 | 19  | 1.9   | AABR07032834.1                |                      |
| DMR18:88104001 | 18 | 88104001  | 88106000  | 2000  | 1 | 1.04E-05 | -1.1212648 | 33  | 1.65  |                               |                      |
| DMR19:22099001 | 19 | 22099001  | 22100000  | 1000  | 1 | 2.20E-05 | -1.3313688 | 12  | 1.2   | Phkb                          | Signaling            |
| DMR19:57534001 | 19 | 57534001  | 57535000  | 1000  | 1 | 2.13E-05 | -1.1145928 | 10  | 1     |                               |                      |
| DMR20:23705001 | 20 | 23705001  | 23706000  | 1000  | 1 | 4.20E-06 | -1.4501808 | 9   | 0.9   |                               |                      |
| DMR20:30875001 | 20 | 30875001  | 30876000  | 1000  | 1 | 1.61E-05 | -1.2259581 | 16  | 1.6   | Adams14                       | Protease             |
| DMR20:42092001 | 20 | 42092001  | 42093000  | 1000  | 1 | 8.96E-05 | -1.0100606 | 3   | 0.3   |                               |                      |
| DMR20:48860001 | 20 | 48860001  | 48861000  | 1000  | 1 | 2.30E-06 | 0.6891799  | 29  | 2.9   | Qrs1l                         | Translation          |
| DMRX:27789001  | X  | 27789001  | 27790000  | 1000  | 1 | 2.59E-05 | -1.4122122 | 3   | 0.3   |                               |                      |
| DMRX:32396001  | X  | 32396001  | 32397000  | 1000  | 1 | 7.36E-05 | 0.9238835  | 17  | 1.7   |                               |                      |
| DMRX:49554001  | X  | 49554001  | 49555000  | 1000  | 1 | 9.85E-05 | -0.6735922 | 28  | 2.8   |                               |                      |
| DMRX:101420001 | X  | 101420001 | 101421000 | 1000  | 1 | 2.02E-05 | -1.1107346 | 8   | 0.8   |                               |                      |
| DMRX:133088001 | X  | 133088001 | 133089000 | 1000  | 1 | 5.11E-05 | 1.3419176  | 4   | 0.4   |                               |                      |
| DMRX:151209001 | X  | 151209001 | 151210000 | 1000  | 1 | 2.71E-05 | -1.1625839 | 2   | 0.2   |                               |                      |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S6 Table — DMR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S6**  
**DMR Site List Multiple Disease p<1e-04**

|                |    |           |           |      |   |          |            |    |      |                                 |                         |
|----------------|----|-----------|-----------|------|---|----------|------------|----|------|---------------------------------|-------------------------|
| DMR19:11295001 | 19 | 11295001  | 11296000  | 1000 | 1 | 9.48E-05 | 0.498321   | 19 | 1.9  | AC128848.1                      |                         |
| DMR19:27558001 | 19 | 27558001  | 27559000  | 1000 | 1 | 2.58E-05 | 0.3854115  | 7  | 0.7  |                                 |                         |
| DMR19:30950001 | 19 | 30950001  | 30951000  | 1000 | 1 | 9.82E-05 | 0.4358055  | 17 | 1.7  | Smarca5                         | Epigenetic              |
| DMR19:38149001 | 19 | 38149001  | 38150000  | 1000 | 1 | 4.20E-05 | 0.5597008  | 5  | 0.5  | Pla2g15;AC128800.1              | Metabolism              |
| DMR19:40075001 | 19 | 40075001  | 40076000  | 1000 | 1 | 8.18E-05 | 0.4339826  | 12 | 1.2  |                                 |                         |
| DMR19:41013001 | 19 | 41013001  | 41014000  | 1000 | 1 | 6.96E-05 | 0.6444346  | 10 | 1    | Vac14                           | Receptor                |
| DMR19:46333001 | 19 | 46333001  | 46334000  | 1000 | 1 | 5.52E-05 | -0.5939199 | 3  | 0.3  |                                 |                         |
| DMR19:50526001 | 19 | 50526001  | 50528000  | 2000 | 1 | 7.52E-05 | 0.4773708  | 41 | 2.05 |                                 |                         |
| DMR19:56798001 | 19 | 56798001  | 56800000  | 2000 | 1 | 7.97E-06 | -0.6592802 | 24 | 1.2  | Taf5l;Urb2                      | Translation;Development |
| DMR20:1985001  | 20 | 1985001   | 1986000   | 1000 | 1 | 5.39E-05 | -0.5872565 | 20 | 2    | Gabbr1;AC108572.3               | Receptor                |
| DMR20:4231001  | 20 | 4231001   | 4232000   | 1000 | 1 | 9.40E-05 | 0.6801145  | 13 | 1.3  | Tsbp1;RGD1624210;AABR07044388.5 | Immune                  |
| DMR20:14758001 | 20 | 14758001  | 14759000  | 1000 | 1 | 1.02E-05 | -0.7240155 | 9  | 0.9  | AC141961.1                      |                         |
| DMR20:25644001 | 20 | 25644001  | 25646000  | 2000 | 1 | 4.39E-06 | -0.7302607 | 9  | 0.45 | AABR07044900.1                  |                         |
| DMR20:39936001 | 20 | 39936001  | 39937000  | 1000 | 1 | 5.73E-05 | -0.4511694 | 4  | 0.4  |                                 |                         |
| DMR20:42516001 | 20 | 42516001  | 42517000  | 1000 | 1 | 5.79E-05 | -0.5248516 | 10 | 1    | U6                              |                         |
| DMRX:13076001  | X  | 13076001  | 13077000  | 1000 | 1 | 5.06E-05 | 0.7275453  | 8  | 0.8  |                                 |                         |
| DMRX:18871001  | X  | 18871001  | 18872000  | 1000 | 1 | 3.00E-05 | 0.4516599  | 2  | 0.2  | Klf8                            | Transcription           |
| DMRX:20468001  | X  | 20468001  | 20469000  | 1000 | 1 | 1.58E-05 | -0.7617333 | 5  | 0.5  |                                 |                         |
| DMRX:44626001  | X  | 44626001  | 44627000  | 1000 | 1 | 4.11E-06 | -0.7027323 | 9  | 0.9  |                                 |                         |
| DMRX:54322001  | X  | 54322001  | 54323000  | 1000 | 1 | 4.89E-05 | -0.5314672 | 5  | 0.5  |                                 |                         |
| DMRX:122437001 | X  | 122437001 | 122439000 | 2000 | 1 | 6.49E-05 | 0.361654   | 31 | 1.55 |                                 |                         |
| DMRX:127801001 | X  | 127801001 | 127802000 | 1000 | 1 | 4.92E-05 | 0.6944038  | 7  | 0.7  | Gria3;AABR07041374.1            | Signaling               |
| DMRX:135879001 | X  | 135879001 | 135880000 | 1000 | 1 | 8.15E-05 | 0.4072373  | 20 | 2    |                                 |                         |
| DMRX:149987001 | X  | 149987001 | 149989000 | 2000 | 1 | 3.62E-05 | -0.6008401 | 11 | 0.55 |                                 |                         |
| DMRX:150468001 | X  | 150468001 | 150470000 | 2000 | 1 | 9.11E-05 | -0.7957886 | 11 | 0.55 |                                 |                         |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S7 Table — DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S7**  
**DHR Site List Lean p<1e-05**

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S8 Table — DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S8**  
**DHR Site List Kidney Disease p<1e-04**

|                |    |           |           |      |   |          |            |    |      |            |               |
|----------------|----|-----------|-----------|------|---|----------|------------|----|------|------------|---------------|
| DHR20:28759001 | 20 | 28759001  | 28760000  | 1000 | 1 | 2.75E-05 | 0.895926   | 12 | 1.2  | 10-Sep     | Cytoskeleton  |
| DHR20:31440001 | 20 | 31440001  | 31442000  | 2000 | 1 | 4.93E-05 | 0.9852599  | 38 | 1.9  |            |               |
| DHR20:34917001 | 20 | 34917001  | 34918000  | 1000 | 1 | 7.01E-05 | -1.0466689 | 10 | 1    | Mcm9;Asf1a | Transcription |
| DHR20:38673001 | 20 | 38673001  | 38675000  | 2000 | 1 | 3.02E-05 | -1.1601936 | 12 | 0.6  |            |               |
| DHR20:45650001 | 20 | 45650001  | 45652000  | 2000 | 1 | 7.57E-05 | -1.3488495 | 41 | 2.05 |            |               |
| DHRX:53101001  | X  | 53101001  | 53102000  | 1000 | 1 | 8.61E-05 | 1.1075008  | 6  | 0.6  | Dmd        | Development   |
| DHRX:57899001  | X  | 57899001  | 57900000  | 1000 | 1 | 1.34E-06 | -1.8194543 | 25 | 2.5  |            |               |
| DHRX:89956001  | X  | 89956001  | 89957000  | 1000 | 1 | 4.39E-05 | 0.883436   | 7  | 0.7  |            |               |
| DHRX:105071001 | X  | 105071001 | 105072000 | 1000 | 1 | 2.27E-05 | -1.836248  | 12 | 1.2  |            |               |
| DHRX:116864001 | X  | 116864001 | 116865000 | 1000 | 1 | 2.75E-05 | 1.2661213  | 10 | 1    |            |               |
| DHRX:119833001 | X  | 119833001 | 119834000 | 1000 | 1 | 6.31E-05 | 1.2292699  | 2  | 0.2  |            |               |
| DHRX:126416001 | X  | 126416001 | 126417000 | 1000 | 1 | 4.74E-05 | 1.1270243  | 3  | 0.3  |            |               |
| DHRX:134631001 | X  | 134631001 | 134632000 | 1000 | 1 | 6.19E-05 | 1.1593753  | 9  | 0.9  |            |               |
| DHRX:136828001 | X  | 136828001 | 136829000 | 1000 | 1 | 8.00E-05 | 1.0762025  | 6  | 0.6  |            |               |
| DHRX:149483001 | X  | 149483001 | 149484000 | 1000 | 1 | 2.65E-05 | 1.082224   | 8  | 0.8  |            |               |
| DHRX:152441001 | X  | 152441001 | 152442000 | 1000 | 1 | 9.51E-05 | 1.1499996  | 9  | 0.9  | Gabra3     | Receptor      |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S9 Table — DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S9**  
**DHR Site List Testis Disease p<1e-04**

|                |    |           |           |      |   |          |            |    |       |                  |                          |
|----------------|----|-----------|-----------|------|---|----------|------------|----|-------|------------------|--------------------------|
|                |    |           |           |      |   |          |            |    |       |                  |                          |
|                |    |           |           |      |   |          |            |    |       |                  |                          |
| DHR18:52953001 | 18 | 52953001  | 52954000  | 1000 | 1 | 3.40E-06 | -1.3533743 | 19 | 1.9   | Slc12a2          | Transport                |
| DHR18:65447001 | 18 | 65447001  | 65448000  | 1000 | 1 | 7.16E-06 | -0.9004353 | 10 | 1     | Tcf4             | Transcription            |
| DHR18:66817001 | 18 | 66817001  | 66818000  | 1000 | 1 | 2.09E-05 | -0.9435946 | 7  | 0.7   | Dcc              | Receptor                 |
| DHR18:69225001 | 18 | 69225001  | 69226000  | 1000 | 1 | 2.66E-05 | -1.0129672 | 20 | 2     |                  |                          |
| DHR19:4462001  | 19 | 4462001   | 4463000   | 1000 | 1 | 4.82E-05 | -0.9866398 | 7  | 0.7   | AABR07042699.1   |                          |
| DHR19:8215001  | 19 | 8215001   | 8216000   | 1000 | 1 | 8.15E-05 | 0.8913094  | 7  | 0.7   |                  |                          |
| DHR19:26013001 | 19 | 26013001  | 26015000  | 2000 | 1 | 1.25E-05 | 0.8819238  | 18 | 0.9   | Gcdh;Klf1;Dnase2 | Metabolism;Transcription |
| DHR19:27967001 | 19 | 27967001  | 27968000  | 1000 | 1 | 5.29E-05 | 0.9483039  | 0  | 0     |                  |                          |
| DHR20:14863001 | 20 | 14863001  | 14865000  | 2000 | 1 | 7.41E-05 | 0.9095876  | 24 | 1.2   |                  |                          |
| DHR20:25699001 | 20 | 25699001  | 25700000  | 1000 | 1 | 1.34E-05 | -0.9004754 | 9  | 0.9   | AABR07044900.1   |                          |
| DHR20:28021001 | 20 | 28021001  | 28022000  | 1000 | 1 | 2.94E-05 | 0.8067374  | 11 | 1.1   | Ranbp2           | Signaling                |
| DHR20:42208001 | 20 | 42208001  | 42209000  | 1000 | 1 | 3.21E-05 | 0.7993813  | 3  | 0.3   |                  |                          |
| DHR20:44468001 | 20 | 44468001  | 44469000  | 1000 | 1 | 7.15E-05 | -0.9568818 | 18 | 1.8   | Fyn              | Transcription            |
| DHR20:50146001 | 20 | 50146001  | 50147000  | 1000 | 1 | 9.99E-06 | -1.261639  | 23 | 2.3   |                  |                          |
| DHRX:23037001  | X  | 23037001  | 23038000  | 1000 | 1 | 1.77E-05 | 0.9750752  | 6  | 0.6   |                  |                          |
| DHRX:46381001  | X  | 46381001  | 46382000  | 1000 | 1 | 7.48E-05 | 0.9211089  | 5  | 0.5   |                  |                          |
| DHRX:57587001  | X  | 57587001  | 57588000  | 1000 | 1 | 8.22E-05 | -1.6040594 | 3  | 0.3   |                  |                          |
| DHRX:78469001  | X  | 78469001  | 78470000  | 1000 | 1 | 5.85E-05 | 1.280849   | 3  | 0.3   |                  |                          |
| DHRX:80440001  | X  | 80440001  | 80446000  | 6000 | 1 | 9.96E-05 | -0.7485979 | 35 | 0.583 |                  |                          |
| DHRX:90691001  | X  | 90691001  | 90692000  | 1000 | 1 | 6.45E-06 | -0.9645124 | 20 | 2     |                  |                          |
| DHRX:107063001 | X  | 107063001 | 107064000 | 1000 | 1 | 5.34E-05 | 0.4571739  | 10 | 1     |                  |                          |
| DHRX:135008001 | X  | 135008001 | 135009000 | 1000 | 1 | 2.27E-05 | 1.0827008  | 8  | 0.8   | Zdhc9            | Transcription            |
| DHRX:138098001 | X  | 138098001 | 138099000 | 1000 | 1 | 5.22E-06 | -1.8291863 | 9  | 0.9   | Stk26;Frmd7      |                          |
| DHRX:146479001 | X  | 146479001 | 146480000 | 1000 | 1 | 1.08E-05 | 1.099456   | 4  | 0.4   |                  |                          |
| DHRX:155859001 | X  | 155859001 | 155860000 | 1000 | 1 | 7.09E-05 | 0.7332377  | 23 | 2.3   | Dkc1             | Transcription            |
| DHRY:2797001   | Y  | 2797001   | 2799000   | 2000 | 1 | 8.57E-05 | 1.0358915  | 16 | 0.8   |                  |                          |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S10 Table — DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S10**  
**DHR Site List Puberty p<1e-04**

|                |    |           |           |      |   |          |            |    |      |                                                        |                        |
|----------------|----|-----------|-----------|------|---|----------|------------|----|------|--------------------------------------------------------|------------------------|
| DHR18:38715001 | 18 | 38715001  | 38716000  | 1000 | 1 | 7.60E-05 | 0.9902841  | 4  | 0.4  |                                                        |                        |
| DHR18:47882001 | 18 | 47882001  | 47883000  | 1000 | 1 | 1.21E-05 | -0.9805379 | 11 | 1.1  | Sncaip                                                 |                        |
| DHR18:48001001 | 18 | 48001001  | 48002000  | 1000 | 1 | 8.69E-05 | -0.9350709 | 16 | 1.6  |                                                        |                        |
| DHR18:53316001 | 18 | 53316001  | 53317000  | 1000 | 1 | 7.69E-05 | -0.7703121 | 10 | 1    |                                                        |                        |
| DHR18:55455001 | 18 | 55455001  | 55456000  | 1000 | 1 | 9.97E-05 | 0.8674506  | 9  | 0.9  | AABR07032229.1;LOC100910979                            | Signaling              |
| DHR18:57103001 | 18 | 57103001  | 57104000  | 1000 | 1 | 2.17E-05 | -0.7440918 | 10 | 1    | Afap1l1                                                |                        |
| DHR18:59720001 | 18 | 59720001  | 59721000  | 1000 | 1 | 5.29E-05 | 0.6800027  | 4  | 0.4  |                                                        |                        |
| DHR18:63982001 | 18 | 63982001  | 63983000  | 1000 | 1 | 1.02E-05 | -0.940405  | 22 | 2.2  | Ldlrad4                                                | Receptor               |
| DHR18:68937001 | 18 | 68937001  | 68938000  | 1000 | 1 | 2.02E-05 | 1.0294361  | 5  | 0.5  | AABR07032503.1                                         |                        |
| DHR18:79528001 | 18 | 79528001  | 79529000  | 1000 | 1 | 4.15E-05 | -1.0936859 | 5  | 0.5  | Zfp236                                                 | Transcription          |
| DHR19:5586001  | 19 | 5586001   | 5587000   | 1000 | 1 | 8.98E-05 | 0.4281325  | 12 | 1.2  | U6                                                     |                        |
| DHR19:6030001  | 19 | 6030001   | 6031000   | 1000 | 1 | 2.93E-05 | 0.6958191  | 17 | 1.7  | AABR07042733.2                                         |                        |
| DHR19:17267001 | 19 | 17267001  | 17268000  | 1000 | 1 | 3.16E-05 | -1.1462803 | 25 | 2.5  |                                                        |                        |
| DHR19:17385001 | 19 | 17385001  | 17386000  | 1000 | 1 | 8.23E-05 | -0.7804321 | 27 | 2.7  | Chd9                                                   | Transcription          |
| DHR19:18052001 | 19 | 18052001  | 18054000  | 2000 | 1 | 7.52E-05 | -0.8261353 | 21 | 1.05 | AABR07043031.4;AABR07043031.3                          |                        |
| DHR19:23504001 | 19 | 23504001  | 23505000  | 1000 | 1 | 8.25E-05 | -0.9131606 | 5  | 0.5  |                                                        |                        |
| DHR19:27537001 | 19 | 27537001  | 27539000  | 2000 | 1 | 2.39E-05 | 0.7429474  | 10 | 0.5  | Olr1666                                                | Receptor               |
| DHR19:28019001 | 19 | 28019001  | 28021000  | 2000 | 1 | 8.30E-05 | 0.5472411  | 17 | 0.85 |                                                        |                        |
| DHR19:28180001 | 19 | 28180001  | 28181000  | 1000 | 1 | 1.02E-07 | 0.8236086  | 6  | 0.6  |                                                        |                        |
| DHR19:29785001 | 19 | 29785001  | 29786000  | 1000 | 1 | 5.41E-05 | 0.652282   | 4  | 0.4  | Inpp4b                                                 | Signaling              |
| DHR19:31431001 | 19 | 31431001  | 31432000  | 1000 | 1 | 4.76E-05 | 0.7767158  | 6  | 0.6  |                                                        |                        |
| DHR19:31897001 | 19 | 31897001  | 31898000  | 1000 | 1 | 1.95E-06 | 0.872074   | 13 | 1.3  | Abce1;Otd4                                             | Receptor;Transcription |
| DHR19:55466001 | 19 | 55466001  | 55468000  | 2000 | 1 | 7.42E-05 | -0.9802133 | 25 | 1.25 | Cbfa2t3                                                | Transcription          |
| DHR20:13661001 | 20 | 13661001  | 13662000  | 1000 | 1 | 4.28E-05 | 0.802281   | 17 | 1.7  | RGD1563815;Vpreb3;RGD1564162;LOC103694872;LOC103694874 | Immune                 |
| DHR20:32626001 | 20 | 32626001  | 32627000  | 1000 | 1 | 2.97E-06 | -0.9313794 | 9  | 0.9  | Gprc6a                                                 | Receptor               |
| DHR20:36336001 | 20 | 36336001  | 36337000  | 1000 | 1 | 2.78E-05 | 0.7049879  | 6  | 0.6  |                                                        |                        |
| DHR20:39799001 | 20 | 39799001  | 39800000  | 1000 | 1 | 2.40E-05 | -0.8732971 | 3  | 0.3  |                                                        |                        |
| DHR20:40138001 | 20 | 40138001  | 40139000  | 1000 | 1 | 8.88E-05 | 0.6469047  | 4  | 0.4  |                                                        |                        |
| DHR20:52382001 | 20 | 52382001  | 52384000  | 2000 | 1 | 5.70E-05 | 0.715094   | 13 | 0.65 |                                                        |                        |
| DHR20:54197001 | 20 | 54197001  | 54199000  | 2000 | 1 | 8.37E-05 | -0.8919252 | 13 | 0.65 | Grik2                                                  | Signaling              |
| DHRX:26867001  | X  | 26867001  | 26868000  | 1000 | 1 | 3.01E-05 | 1.0173796  | 5  | 0.5  |                                                        |                        |
| DHRX:37315001  | X  | 37315001  | 37316000  | 1000 | 1 | 7.02E-05 | 0.9712914  | 8  | 0.8  |                                                        |                        |
| DHRX:50366001  | X  | 50366001  | 50368000  | 2000 | 1 | 3.27E-07 | -1.644543  | 5  | 0.25 |                                                        |                        |
| DHRX:59194001  | X  | 59194001  | 59195000  | 1000 | 1 | 7.38E-05 | 0.9829343  | 15 | 1.5  |                                                        |                        |
| DHRX:67145001  | X  | 67145001  | 67146000  | 1000 | 1 | 1.54E-05 | -1.4712646 | 1  | 0.1  |                                                        |                        |
| DHRX:70059001  | X  | 70059001  | 70060000  | 1000 | 1 | 8.78E-05 | 1.0688633  | 5  | 0.5  | Eda                                                    | Signaling              |
| DHRX:73483001  | X  | 73483001  | 73484000  | 1000 | 1 | 2.22E-05 | 1.0299173  | 6  | 0.6  | Zfp36l3;LOC103694491;AABR07039303.4                    |                        |
| DHRX:116523001 | X  | 116523001 | 116524000 | 1000 | 1 | 9.93E-05 | -0.6384664 | 6  | 0.6  |                                                        |                        |
| DHRX:116648001 | X  | 116648001 | 116649000 | 1000 | 1 | 2.79E-05 | 1.0183987  | 7  | 0.7  | Lhfp1l                                                 | Development            |
| DHRX:133889001 | X  | 133889001 | 133890000 | 1000 | 1 | 3.36E-05 | 0.9368191  | 6  | 0.6  |                                                        |                        |
| DHRX:135180001 | X  | 135180001 | 135181000 | 1000 | 1 | 6.12E-05 | 0.902422   | 8  | 0.8  | Bcor1l                                                 |                        |
| DHRX:148655001 | X  | 148655001 | 148656000 | 1000 | 1 | 1.77E-06 | 0.8777733  | 4  | 0.4  |                                                        |                        |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S11 Table — DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

**Supplemental Table S11**  
**DHR Site List Multiple Disease p<1e-04**

|                 |    |           |           |      |   |          |            |     |       |                            |                                  |
|-----------------|----|-----------|-----------|------|---|----------|------------|-----|-------|----------------------------|----------------------------------|
| DHR14:107908001 | 14 | 107908001 | 107910000 | 2000 | 1 | 9.22E-06 | 0.6890592  | 22  | 1.1   | AABR07016628.1             |                                  |
| DHR15:8181001   | 15 | 8181001   | 8184000   | 3000 | 1 | 7.77E-05 | -0.6210421 | 61  | 2.033 | Ube2e1;Nkiras1;Rpl15       | Metabolism;Signaling;Translation |
| DHR15:74261001  | 15 | 74261001  | 74262000  | 1000 | 1 | 6.05E-06 | -0.6533015 | 8   | 0.8   |                            |                                  |
| DHR15:97870001  | 15 | 97870001  | 97871000  | 1000 | 1 | 1.68E-05 | -0.7214282 | 3   | 0.3   |                            |                                  |
| DHR15:110925001 | 15 | 110925001 | 110926000 | 1000 | 1 | 3.19E-05 | -0.6978495 | 1   | 0.1   |                            |                                  |
| DHR16:16190001  | 16 | 16190001  | 16191000  | 1000 | 1 | 8.50E-05 | -0.6620755 | 4   | 0.4   |                            |                                  |
| DHR16:29562001  | 16 | 29562001  | 29563000  | 1000 | 1 | 8.11E-05 | -0.8251824 | 1   | 0.1   |                            |                                  |
| DHR16:50657001  | 16 | 50657001  | 50658000  | 1000 | 1 | 9.50E-05 | -0.5579316 | 5   | 0.5   |                            |                                  |
| DHR16:62399001  | 16 | 62399001  | 62400000  | 1000 | 1 | 8.77E-06 | -0.6458226 | 9   | 0.9   |                            |                                  |
| DHR16:74589001  | 16 | 74589001  | 74590000  | 1000 | 1 | 6.32E-05 | 0.7592795  | 10  | 1     | Tpte2;AABR07026382.1       | Signaling                        |
| DHR17:38576001  | 17 | 38576001  | 38578000  | 2000 | 1 | 8.34E-05 | 0.7603739  | 41  | 2.05  |                            |                                  |
| DHR17:42620001  | 17 | 42620001  | 42621000  | 1000 | 1 | 5.79E-05 | -0.613019  | 10  | 1     | Cmahp                      |                                  |
| DHR17:48765001  | 17 | 48765001  | 48766000  | 1000 | 1 | 1.18E-05 | -0.6664279 | 15  | 1.5   | Vps41                      | Transport                        |
| DHR17:49848001  | 17 | 49848001  | 49850000  | 2000 | 1 | 1.02E-05 | 0.6287074  | 17  | 0.85  | Cdk13                      | Signaling                        |
| DHR17:72939001  | 17 | 72939001  | 72940000  | 1000 | 1 | 6.23E-05 | -0.5998206 | 18  | 1.8   |                            |                                  |
| DHR17:74920001  | 17 | 74920001  | 74921000  | 1000 | 1 | 4.57E-05 | -0.7662315 | 11  | 1.1   |                            |                                  |
| DHR17:75155001  | 17 | 75155001  | 75156000  | 1000 | 1 | 7.27E-05 | 0.5634646  | 24  | 2.4   |                            |                                  |
| DHR18:15291001  | 18 | 15291001  | 15292000  | 1000 | 1 | 2.92E-06 | -0.8129838 | 18  | 1.8   | LOC498826;Trappc8          |                                  |
| DHR18:37813001  | 18 | 37813001  | 37815000  | 2000 | 1 | 3.12E-06 | -0.7404515 | 16  | 0.8   | Dpysl3                     | Metabolism                       |
| DHR18:41579001  | 18 | 41579001  | 41580000  | 1000 | 1 | 4.88E-05 | 0.665933   | 6   | 0.6   |                            |                                  |
| DHR18:59576001  | 18 | 59576001  | 59577000  | 1000 | 1 | 1.04E-05 | -0.6341504 | 6   | 0.6   |                            |                                  |
| DHR18:76735001  | 18 | 76735001  | 76736000  | 1000 | 1 | 4.54E-05 | 1.4898582  | 26  | 2.6   | Txnl4a;RGD1560212          |                                  |
| DHR19:45254001  | 19 | 45254001  | 45255000  | 1000 | 1 | 9.96E-05 | 0.5599936  | 9   | 0.9   |                            |                                  |
| DHR19:48968001  | 19 | 48968001  | 48970000  | 2000 | 1 | 2.50E-05 | 0.6135647  | 19  | 0.95  | AABR07043940.1             |                                  |
| DHR19:53330001  | 19 | 53330001  | 53331000  | 1000 | 1 | 8.37E-05 | 1.2389236  | 24  | 2.4   |                            |                                  |
| DHR19:53963001  | 19 | 53963001  | 53967000  | 4000 | 1 | 9.00E-05 | 1.3741607  | 100 | 2.5   |                            |                                  |
| DHR20:2052001   | 20 | 2052001   | 2053000   | 1000 | 1 | 3.04E-05 | -0.602228  | 10  | 1     | RT1-M4;AC108572.6;RT1-M6-1 | Immune                           |
| DHR20:18519001  | 20 | 18519001  | 18521000  | 2000 | 1 | 7.53E-05 | 0.9215741  | 23  | 1.15  |                            |                                  |
| DHR20:42000001  | 20 | 42000001  | 42002000  | 2000 | 1 | 6.69E-05 | 1.4545144  | 15  | 0.75  |                            |                                  |
| DHR20:42316001  | 20 | 42316001  | 42317000  | 1000 | 1 | 6.26E-05 | -0.526354  | 14  | 1.4   |                            |                                  |
| DHR20:44021001  | 20 | 44021001  | 44022000  | 1000 | 1 | 6.66E-05 | 0.6578663  | 13  | 1.3   |                            |                                  |
| DHRX:48109001   | X  | 48109001  | 48110000  | 1000 | 1 | 2.68E-05 | 0.8620462  | 4   | 0.4   |                            |                                  |
| DHRX:51935001   | X  | 51935001  | 51936000  | 1000 | 1 | 7.95E-05 | 0.9124652  | 9   | 0.9   | Dmd                        | Development                      |
| DHRX:106854001  | X  | 106854001 | 106855000 | 1000 | 1 | 2.07E-05 | 1.2203468  | 45  | 4.5   |                            |                                  |
| DHRX:146956001  | X  | 146956001 | 146957000 | 1000 | 1 | 2.62E-06 | 1.0923527  | 1   | 0.1   |                            |                                  |

# Supplementary material for: Epigenome-wide association study for atrazine induced transgenerational DNA methylation and histone retention sperm epigenetic biomarkers for disease
**Source:** PLoS One. 2020 Dec 16;15(12):e0239380. doi: 10.1371/journal.pone.0239380
**Supplement:** S12 Table — DHR site list for atrazine versus control sperm DHRs at p<1e-04. DHR name, chromosome, start, stop, length, number signature windows, minimum p-value, max log-fold change, CpG number, CpG density, gene annotation, and gene category are presented.

# Supplemental Table S12

## DMR Site List Atrazine versus Control Sperm DHRs p<1e-04

How the deposited data were processed for this re-analysis (not part of the article)

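Sperm of F3 generation rats was analysed by the authors by ChIP-Seq with a histone H3 antibody. Reads of about 50 bp were cleaned with Trimmomatic, mapped to the Rnor 6.0 rat genome with Bowtie2 and counted with MEDIPS in windows of 1000 bp. The deposited tables hold these counts for 66 animals and 2782040 windows, without normalization, with the authors' log2 fold changes, p-values and adjusted p-values for 6 comparisons. The authors' p was given where the mean was at least 10 reads per animal, and the adjusted p equalled Benjamini-Hochberg adjustment over these windows. Another 298 columns of the 6 tables together, which hold RPKM values of the animals or repeat their counts, were not used, and the data on DNA methylation were not analysed here.

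Animals were grouped by the lineage and disease in the sample list and the S1 Table. In the atrazine lineage, 5 lean, 3 kidney disease, 4 testis disease, 5 late puberty and 14 multiple disease animals were each compared with 17 animals without disease. All 50 atrazine lineage animals were compared with all 16 control lineage animals. Animals M59 and M68, which have no disease, are only in the comparison of the lineages, and animal M1 has no counts. A treatment tag in the sample list contradicts the lineage of all control lineage animals and of 13 atrazine lineage animals, M57 to M69. The title, the lineage tag and, for control animals, the S1 Table were followed, and the comparison of the lineages rests on them. The disease comparisons rest on them too. Kidney disease animals M60 and M64, lean animal M66 and multiple disease animals M57, M58, M61 and M63 have the contradicting tag. So do M62, M65, M67 and M69, which are among the animals without disease in every disease comparison. No comparison was run without all of the animals that have this tag. No paired analysis was possible because each animal is in 1 group only, and no test for lanes or batches was possible because the lane of each library is not given.

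Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and regions and tables were made in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1. Windows with a mean of at least 10 reads per animal of the comparison were tested. Libraries were normalized by the TMM method, the dispersion trend was estimated on a random sample of 200000 windows and interpolated, and groups were compared with edgeR's quasi-likelihood test. Windows with p below 0.0001 were extended over windows with p below 0.1 within 1000 bp to give DHRs. False discovery rates are Benjamini-Hochberg adjusted over all windows tested. RPM values of a window use library sizes scaled by the TMM factors. The extended overlap used regions around windows with p below 0.05 and at least 1 bp. Principal components were computed from log2 RPKM with a pseudocount of 0.05. CpG densities and genes were read from the paper's S7 to S12 Tables for DHRs that overlap theirs, of which the lean table is limited to p below 1e-05 by its caption, since no genome or annotation of this build is held here. Values at 0 are given with a floor of 3 reads over the group, and intervals are exact 95% binomial intervals for counting error only.

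Total counts per animal were between 19909382 and 239635003, and a window at the threshold of 10 reads has a large counting error. The method was tested on simulated counts with 100000 windows per comparison, of which 200 were changed, and called between 4 and 9 of the unchanged windows, where 9.98 were expected by chance. None of the called changes had the wrong direction. The simulation held a few set fold changes and no smaller ones. Its windows were independent of each other, without differences shared by whole libraries beyond depth.

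The following alternatives were tried, 1 at a time: edgeR's exact test with tagwise dispersion, DESeq2 1.42.0 with its Wald test, DESeq2's size factors in place of TMM factors, no filter beyond 1 read in total, a mean of at least 20 reads, robust empirical Bayes, all 19 atrazine lineage animals without disease, only animals without disease in the comparison of the lineages, each disease animal left out in turn, the seed windows themselves in place of regions for the overlap, and RPKM without the log for the principal components. The exact test was taken from the deposited p-values, which were checked by recomputing the kidney disease comparison and were taken as that test's values in the other 5 comparisons. Alternatives chosen after the values were seen left out lean animals M28 and M42 together, left out M28 and M48 for the overlaps, counted windows inside DHRs or stretches, and left out the DHRs of chromosome 1 from 75 to 78 Mb. The DHRs named in the text are those with the smallest p in each direction and comparison, and the window with the smallest deposited p, by a rule written before the counts were seen, and not all of them are described. Other splits of the animals were compared on random samples of windows, with 100 splits per comparison, the real one included, and for the principal components also on all windows tested, with 40 splits per comparison, a test chosen after the values were seen.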

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

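Libraries were compared within 4 groups of 4 to 9 animals by their total counts, the percent of reads in the fullest windows, the percent of windows without reads and their score on principal component 1 at random windows. Of 16 such comparisons of groups, 3 held a library whose gap to the others was large for the group's range, and chance gives about 1 in 20. The test of the overlap without M28 and M48 was chosen after values were seen.

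In lean animal M28, 18.44% of reads lay in the fullest windows, while the other 4 lean animals had 14.46% to 15.37%. All libraries had been thinned to the same depth, but this did not remove every relation with the original totals. M68, with the highest total, had 13.63%, and M3, with the lowest, had 15.87%. Of the libraries with fewer total counts than M28, M3 and M67 stayed at 15.87% and 15.79%, while M48 had 37.18%. Whether the original depth adds to the value of M28 stays open. This library could not account for the whole number of lean DHRs: without M28, 373 DHRs were found, above the 34 to 104 DHRs of the other disease groups, where 958 were found with M28. Without lean animal M42, 321 were found. M42 was next to M28 in the percent of windows without reads (8.923% and 9.096%, the other 3 lean animals 6.551% to 7.323%) and on principal component 1 (80.2 and 142.4, the others -23.92 to 5.504), where the rule for gaps, which looks at 1 library at a time, found neither. Multiple disease animal M48 had 37.18% of its reads in the fullest windows, in a group too large for this rule. Whether M28 and M48 raise the overlap of lean and multiple disease DHRs stays open, because the pair was not the highest with all animals. Without both libraries, the share of lean DHRs that overlapped multiple disease fell from 19.4% to 11.0%, while that of kidney disease DHRs rose from 30.0% to 50.0%, of testis disease DHRs from 26.9% to 46.2% and of late puberty DHRs from 14.9% to 27.0%, and the share of multiple disease DHRs that overlapped lean went from 23.5% to 20.2%. How the chromatin was fragmented, how the immunoprecipitation worked and which lane was used are not known for single libraries. The lean phenotype is shared with the other 4 animals, and no biological explanation for a single animal was tested.

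In late puberty animal M35, 6.849% of windows had no reads after thinning, while the other 4 late puberty animals had 6.593% to 6.632%. The number of late puberty DHRs was 74 with M35 and 65 without, and 9 windows had an adjusted p below 0.1 without M35, against 0 with all animals. M35 also had the lowest total counts of its group, at 39448995. No technical or biological explanation was tested.

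Control lineage animal M2 had 163344139 counts, while the other 8 control lineage animals without disease had 27658385 to 91305996. The totals are normalized for in each test. M2 is only in the comparison of the lineages, in which single animals were not left out, and no biological explanation was tested.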

How the results depend on the processing

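This part compares each result with the alternatives, all set before the data were examined except where stated. Directions of change at the 27 windows chosen for naming were kept under every alternative run for them: with the exact test 23 stayed below the p of DHRs and 4 did not, with DESeq2 22 did and 5 did not, with DESeq2's size factors all 27 did, and with single animals left out 118 of 128 did. DESeq2's size factors changed no count of DHRs by more than 1.5 times, and neither did robust empirical Bayes.

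The exact test gave 2859 lean, 216 kidney disease, 329 testis disease, 299 late puberty, 174 multiple disease and 786 lineage DHRs, 44.5% increased DHRs in late puberty, 5071 lean, 6 kidney disease, 3 testis disease and 55 lineage windows at an adjusted p below 0.1, and a median overlap of 15.6%. DESeq2 gave 1692 lean, 171 multiple disease and 651 lineage DHRs, increased shares of 34.2% in kidney disease and 32.4% in testis disease, 157 lean, 0 testis disease and 35 lineage windows at an adjusted p below 0.1, and a median overlap of 17.4%. The cause was not tested, apart from the exact test in the lean comparison, described among the other observations.

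A mean of at least 20 reads, which tests fewer windows, gave 527 lean and 19 multiple disease DHRs, a lean increased share of 34.0%, 0 testis disease windows at an adjusted p below 0.1, a median overlap of 19.3% and 11 windows with p below 0.05 in all 5 diseases. Without a filter, 1 lean, 3 kidney disease, 7 testis disease, 3 late puberty and 115 lineage windows had an adjusted p below 0.1, and the increased share was 44.6% in late puberty and 56.1% between the lineages. Robust empirical Bayes gave 0 testis disease windows at an adjusted p below 0.1. The cause was not tested.

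With M59 and M68 among the animals without disease, there were 1764 lean DHRs, of which 47.1% were increased, and 2 testis disease and 2 late puberty windows at an adjusted p below 0.1. With only animals without disease, 76.6% of the lineage DHRs were increased and 52 windows had an adjusted p below 0.1. The overlap counted at the seed windows themselves had a median of 15.1%. RPKM without the log left the groups apart on principal component 1 in 3 of 6 comparisons, against 6 with the log. The cause was not tested.

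Leaving out 1 animal gave between 321 (without M42) and 3694 (without M66) lean DHRs, with 8.85% (without M28) to 66.7% (without M42) increased and 0 to 35415 windows (without M66) at an adjusted p below 0.1. The kidney disease count was 22 (without M64) to 123 (without M60), with 12.2% (without M60) to 40.9% (without M23) increased and 0 windows at an adjusted p below 0.1 in each fit. The testis disease count was 80 to 132, with 28.9% to 42.3% increased and 0 to 2 such windows. The late puberty count was 65 to 109, with 16.7% to 27.5% increased and 0 to 9 such windows (9 without M35). The multiple disease count was 24 to 109 (109 without M48), with 35.7% to 56.0% increased and 0 such windows in each fit. Of the 5 lean animals, M42 and M28 lowered the count when left out and the others raised it. Without M54 there were 2232 lean DHRs, 37.3% increased, and 1273 windows at an adjusted p below 0.1, and without M56 37.8% were increased. Without M41, 30.3% of testis disease DHRs were increased and 0 windows had an adjusted p below 0.1, as was so without M32, and 2 had without M33.

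Chosen after the values were seen, leaving out M28 and M42 together gave 117 lean DHRs with 18.8% increased, from 3 lean animals. The stretches covered in all 5 diseases numbered 31, where 19 windows had been counted. Without the DHRs of chromosome 1 from 75 to 78 Mb, the median overlap was 19.0%, where 23.5% was found with them. The median overlap was 23.3% with windows inside DHRs and 25.3% without M28 and M48.

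Depth limits single windows, and in 2 of the windows chosen for naming every animal of the disease group had 0 reads. The number of neighbouring windows counted with a CpG and the distance at which a gene is assigned were planned as alternatives and not run, because neither the genome nor an annotation of this build is held here.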

Differences from the paper's values

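The number of lean DHRs was 958, and the paper's value is 2859. Of the alternatives set before the data were examined, the exact test gave 2859, and the counts without M54 and without M66 were within 1.5 times the paper's, while DESeq2, DESeq2's size factors, no filter, a mean of at least 20 reads, robust empirical Bayes, all animals without disease and the counts without M42, without M28 and without M56 were not.

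For kidney disease, 50 DHRs were found and the paper's value is 216. For testis disease, 104 were found and the paper's value is 329. For late puberty, 74 were found and the paper's value is 299. In these 3 groups the exact test gave the paper's values, and every other alternative, including each animal left out, differed from them. For multiple disease, 34 were found and the paper's value is 174. There the exact test gave 174 and DESeq2 gave 171, and the other alternatives differed. Between the lineages, 295 were found and the paper's value is 786, with 786 under the exact test and 651 under DESeq2, while the other alternatives differed. The methods name an edgeR p-value without naming the test, and the deposited p-values of kidney disease, the comparison recomputed here, were those of the exact test.

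The share of increased DHRs in late puberty was 27.0%, and the paper's value is 44%. The exact test (44.5%), DESeq2 (33.3%), no filter (44.6%), a mean of at least 20 reads (33.3%) and robust empirical Bayes (30.8%) were within 1.5 times of it, and DESeq2's size factors, all animals without disease and each late puberty animal left out were not.

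The number of windows with p below 0.05 in all 5 diseases was 19, and the paper counts 36 common DHRs. The exact test gave 27 windows, within 1.5 times, while DESeq2, DESeq2's size factors and a mean of at least 20 reads differed. Counted as covered stretches, a way of counting chosen after the values were seen, the deposited p-values gave 36.

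The paper states that adjusted p-values were above its limit in all comparisons except the lean phenotype. Here no lean window had an adjusted p below 0.1 in edgeR's quasi-likelihood test, and 1 testis disease window did, while the exact test gave 5071 lean, 6 kidney disease and 3 testis disease windows and DESeq2 gave 157 lean windows.

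The paper states that the highest overlap was between lean and multiple disease. For the DHRs, the highest overlap here was 50.0%, of kidney disease DHRs with testis disease, and the lean and multiple disease pair had 19.4% and 23.5%. With DESeq2 the highest was 29.5%, of testis disease DHRs with multiple disease, and without the DHRs of chromosome 1 from 75 to 78 Mb, a setting chosen after the values were seen, it was 29.4%, of multiple disease DHRs with testis disease. With the exact test the lean and multiple disease pair was the highest, at 26.8% and 37.9%. When windows inside the DHR were counted, a rule chosen after the values were seen, the deposited p-values gave the paper's values of 25.8% and 36.2%.

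The paper states that most DHRs of the disease comparisons have a CpG density from 1 to 3 per 100 bp. Over the DHRs also listed in the paper's tables, the share was 51.7% in testis disease and 29.4%, 35.7%, 49.0% and 41.2% in the lean, kidney disease, late puberty and multiple disease comparisons, and between the lineages it was 43.9%. The lean table is limited to p below 1e-05 by its caption.

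The paper gives 35% increased lean DHRs. The value here, 43.1%, is within 1.5 times of it. The S7 Table lists 532 lean DHRs, at p below 1e-05 by its caption, of which 35.0% are increased, while 42.4% are increased over the 2859 DHRs from the deposited p-values.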

Other observations

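In this part, the 2 tests of the overlaps with animals dealt at random to 5 disease groups at once, and both correlations with the side of the lean DHRs, were chosen after the results were seen. So were the 6 tests of the separation at the DHRs, the test of the overlap at single windows, and the stretch of chromosome 1 on which 2 further tests rest. Every pattern was found in the same data that test it, so each explanation is a hypothesis.

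The number of windows with p below 0.0001 was compared with other splits of the same animals into groups of the same sizes, with 100 splits per comparison, the real one included. As many windows were found in 6 splits for the lean comparison, 84 for kidney disease, 42 for testis disease, 82 for late puberty, 51 for multiple disease and 9 for the lineages. Chance cannot be excluded for any of these 6 counts. In the lean comparison the real split gave 92 of 250000 windows, and the other splits had a median of 4 and reached 1331.

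At the DHRs the groups were apart on principal component 1 in all 6 comparisons. With as many regions chosen from all windows tested, the groups were apart in 36 of 40 splits, the real one included, for the lean comparison, 38 for kidney disease, 37 for testis disease, 36 for late puberty, 37 for multiple disease and 20 for the lineages. Groups differed as widely as the real ones in 27, 31, 35, 27, 16 and 5 splits in the same order. Choosing windows by the comparison itself could give such a separation in each of the 6. At the windows of smallest p in a random sample of windows, 92 in the lean comparison and 20 in the others, splits whose groups differed as widely, the real one included, numbered 51 of 100 for the lean comparison, 87 for kidney disease, 86 for testis disease, 45 for late puberty and 25 for multiple disease. For the lineages 6 did, but the real groups were not apart at these 20 windows, so this test decides nothing there.

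The lean comparison gave more DHRs than the other diseases. Lower read numbers in the lean libraries are argued against: with every library thinned to 19674881 reads, 110 of 250000 lean windows had p below 0.0001, while the other diseases had 5 to 17. A trait of M28 alone is argued against by the 373 DHRs without it. Chance, as above, and the lean phenotype stay open. So does a source in the libraries shared by M28 and M42, which had the highest lean scores on principal component 1 at random windows (142.4 and 80.2): without both, a setting chosen after the values were seen, 117 lean DHRs were found, close to the 104 of testis disease.

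The deposited exact test gave more lean windows than the quasi-likelihood test. In 20 random splits of the lean and no disease animals, the exact test had a median of 5 windows with p below 0.0001 among 50000 and the quasi-likelihood test a median of 0.5, a ratio of 10.0. The real split gave 61 and 19. A part of the greater number under the exact test is therefore likely to come with any grouping of these animals.

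At the lean DHRs, some animals outside the lean comparison lay on the side of the lean animals. Over 44 such animals the share of lean DHRs on the lean side had a median of 54.0% (39.0% to 94.6%), and it was above 75% in 6 animals. Multiple disease animal M48 was on the lean side of the no disease median at 94.6% of the 958 lean DHRs, and control lineage animals M17 and M13 at 92.5% and 86.6%. The 94.6% of M48 was above the limit set beforehand for the explanation that the lean comparison measures how concentrated the reads of a library are, so that test alone went with the explanation. Values of 44 animals, tested later, do not decide it. The lean-side share had a Pearson correlation of 0.40 with the percent of reads in the fullest windows (permutation p = 0.018, adjusted p = 0.024). The Spearman correlation was 0.00 (permutation p = 0.98, adjusted p = 0.98), and without the 2 farthest animals, M48 and M68, the Pearson correlation was -0.07. M48 had 37.18% of its reads in the fullest windows, and the other animals had 13.63% to 15.87%. Within that narrow range the share did not rise with concentration, and beyond it only M48 was left to test. With principal component 1 at 50000 random windows, which held 22.4% of the variance over all animals, the Pearson correlation was 0.63 and the Spearman correlation 0.93 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give, adjusted p = 2e-05), and the Pearson correlation was 0.96 without the 2 farthest animals. These are 4 correlations in all. A candidate explanation is that the lean DHRs follow the direction in which whole libraries differ most, in both lineages and several disease groups, whatever its source in the sperm or the library.

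That direction may go with CpG density. In the S7 Table, the 186 increased lean DHRs have a median of 1.5 CpG per 100 bp and the 346 decreased ones 0.4, by the paper's values. Across 1737 other regions of the S8 to S12 Tables, CpG density had a Spearman correlation of 0.40 with the log2 fold change of the lean comparison, across regions that are not independent replicates. The median log2 fold change was -0.12 in the 581 regions of lowest density, 0.02 in the 578 in the middle and 0.16 in the 578 of highest density. Whether histone retention or a bias in base composition of the libraries gives this relation was not tested.

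DHR windows were searched for signs of variants in copy number or sequence, which would act on reads whatever the histones. Among animals outside each comparison with at least 40000000 counts, a window counted if at least 1 animal had an RPM below the median divided by 5. Such windows made up 9.39% of the lean DHRs and 4.14% of tested windows matched on reads, 36.0% and 6.53% for kidney disease, 32.7% and 9.34% for testis disease, and 14.9% and 7.09% for late puberty. The excess may come from variants carried by some of these rats. For multiple disease the values were 5.88% and 5.84% (exact 95% interval 0.72% to 19.7%), and the 34 windows are too few to decide. An alternative, that disease and retention differ at such sites for a biological reason, was not tested.

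The kidney and testis disease DHRs of chromosome 1 from 75 to 78 Mb, 17 and 34 in number, have more reads in the disease animals. In the 42 animals outside both comparisons, the reads summed over these 74 windows had a standard deviation of 0.52 on the log2 scale. In 1000 other stretches with the same spacing, the median was 0.16 and the highest value 0.43. The animals fell into 3 levels, with medians of -1.29 in 6 animals, -0.06 in 38 and 0.62 in 22. The stretch and the limits between the levels were set after the values were seen. The highest level held all 7 kidney and testis disease animals, 2 of 17 animals without disease, 13 of the 42 animals outside both comparisons and 5 of 16 control lineage animals. A candidate explanation is a variant of this stretch that segregates among the rats of both lineages, carried by chance or by kinship in the disease groups. Litters and parents of the animals were not used here, and no DNA sequence without immunoprecipitation is held here to test it.

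DHRs of 1 disease reached p below 0.05 in another disease more often than 5% of windows would. The animals without disease that the comparisons share may give much of this. Counted at the windows with p below 0.0001 themselves, the median overlap on chromosome 1 was 13.0%, and 18 of 20 simulations with unchanged groups that share these animals gave as large a value, between 12.5% and 23.8%. Counted with regions, the median was 27.4%, and 0 of 20 simulations gave as large a value. The simulated windows were independent of their neighbours, which regions join, so the simulations cannot decide the overlap with regions, and that part stays open. Without the DHRs of chromosome 1 from 75 to 78 Mb the median with regions was 22.5%, and 1 of 20 simulations gave as large a value. With the real animals dealt at random to groups of the same sizes, 6 of 20 gave a median with regions as large as 27.4%. These random groups held a median of 29 DHRs on chromosome 1 over the 5 diseases (3 to 3482), against 162 in the real groups. Where DHRs were few, single ones set the percentages. For windows with p below 0.05 in all 5 diseases on chromosome 1, 16 of 20 simulations and 8 of 20 random groupings gave as many as the 5 found, and neither the shared animals nor chance can be excluded.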
